# Genetic Dissection of Cardiac Remodeling in an Isoproterenol-Induced Heart Failure Mouse Model

**DOI:** 10.1371/journal.pgen.1006038

**Published:** 2016-07-06

**Authors:** Jessica Jen-Chu Wang, Christoph Rau, Rozeta Avetisyan, Shuxun Ren, Milagros C. Romay, Gabriel Stolin, Ke Wei Gong, Yibin Wang, Aldons J. Lusis

## Abstract

We aimed to understand the genetic control of cardiac remodeling using an isoproterenol-induced heart failure model in mice, which allowed control of confounding factors in an experimental setting. We characterized the changes in cardiac structure and function in response to chronic isoproterenol infusion using echocardiography in a panel of 104 inbred mouse strains. We showed that cardiac structure and function, whether under normal or stress conditions, has a strong genetic component, with heritability estimates of left ventricular mass between 61% and 81%. Association analyses of cardiac remodeling traits, corrected for population structure, body size and heart rate, revealed 17 genome-wide significant loci, including several loci containing previously implicated genes. Cardiac tissue gene expression profiling, expression quantitative trait loci, expression-phenotype correlation, and coding sequence variation analyses were performed to prioritize candidate genes and to generate hypotheses for downstream mechanistic studies. Using this approach, we have validated a novel gene, *Myh14*, as a negative regulator of ISO-induced left ventricular mass hypertrophy in an *in vivo* mouse model and demonstrated the up-regulation of immediate early gene *Myc*, fetal gene *Nppb*, and fibrosis gene *Lgals3* in ISO-treated *Myh14* deficient hearts compared to controls.

## Author Summary

Heart failure is the most common cause of morbidity and mortality in the aging population. Previous large-scale human genome-wide association studies have yielded only a handful of genetic loci contributing to heart failure-related traits. Using a panel of diverse inbred mouse strains, treated with a β-adrenergic agonist isoproterenol to mimic the heart failure state, we sought to uncover the contribution of common genetic variation in heart failure. We found that heart failure has a strong genetic component. We successfully identified 17 genome-wide significant loci associated with indices of heart failure. We showed that genetic variation in a novel gene *Myh14* affects heart failure by altering the mechanical responses of heart muscles to isoproterenol-induced stress. Follow-up studies of this gene and additional candidate genes and loci should reveal potential mechanisms by which genetic variations contribute to heart failure in the general human population. Such insights may lead to improved diagnosis and tailor treatment based on the genetic makeup of individuals in the population.

## Introduction

Heart failure (HF) is a major health issue, affecting 5.7 million people in the United States [1]. Despite advances in therapy, HF remains a lethal condition with 5- and 10-year mortality rates of greater than 40% and 60% [2]. A number of etiologic factors, such as coronary artery disease, hypertension, valvular disease, alcohol, chemotherapy, and rare deleterious genetic mutations can lead to cardiac injury that results in HF but little is known about how common genetic variants contribute to HF progression. Irrespective of the primary insult, compensatory adrenergic and renin-angiotensin activation augment heart rate (HR), contractility and fluid retention to maintain adequate cardiac output and preserve organ function, which in turn leads to chronic maladaptive cellular growth and irreversible myocardial injury, furthering HF progression [3].

Such molecular, cellular and extracellular changes, manifested clinically as changes in size, shape and function of the heart, is also known as cardiac remodeling and is one of the most important clinical determinants of HF progression. In addition, β-adrenergic receptor blockers and angiotensin-converting enzyme (ACE) inhibitors, HF therapeutic agents that provide morbidity and mortality benefits, reverse ventricular dilation and systolic dysfunction, further supporting the importance of clinical cardiac remodeling as HF therapeutic targets [4,5]. Understanding how common genetic variation modifies the pathophysiology of HF progression in terms of cardiac remodeling will likely provide insights in the design of novel therapeutics to improve survival and life quality of HF patients.

The unbiased genome-wide association study (GWAS) design is well suited to detect the effects of genetic variation on complex traits such as HF [6]. However, a number of human HF GWAS performed to-date have had limited success. For example, a study on cardiac structure and function yielded one significant locus explaining <1% of variance in left ventricular diastolic diameter (LVIDd) [7]. A meta-analysis of 4 community-based GWAS cohorts, involving nearly 24,000 subjects, identified only two loci to be significantly associated with incident HF, explaining a very small fraction of the variance [8]. A sporadic dilated cardiomyopathy GWAS, involving 1179 cases and 1108 controls from several European populations, identified only two associated loci [9]. Lastly, a GWAS of cardiac structure and function in 6,765 African Americans identified 4 loci associated with left ventricular mass (LVM), interventricular septal wall thickness (IVSd), LVIDd, and ejection fraction (EF) [10]. In spite of their scales, the paucity of detailed phenotypic data as well as environmental heterogeneity hampered detection of genetic signals driving HF in these large human cohorts.

The laboratory mouse, with its fully sequenced and annotated genome, targeted germ line modification and easy accessibility, provides a means of overcoming some of the challenges in human studies and is complementary. Particularly informative have been reverse genetic studies of candidate genes and pathways utilizing engineered mouse models. Studies of natural variation of mice and rats, some involving sensitized models, have also resulted in the identification of novel pathways contributing to HF and other common cardiovascular traits [11,12,13,14,15]. A major difficulty of the latter, however, has been the poor resolution of classical linkage studies, making the identification of underlying causal genes a laborious process.

Recently, with the development of high-density genotyping and sequencing in rodents, relatively high-resolution association mapping approaches, analogous to human GWAS, have become feasible [16]. Our group has pioneered a resource termed the Hybrid Mouse Diversity Panel (HMDP), a panel of 100+ strains of inbred mice that have either been sequenced or densely genotyped and display natural inter-strain genetic variation, allowing a mapping resolution more than an order of magnitude higher than traditional crosses [17]. The method combines the use of classic inbred strains for mapping resolution and recombinant inbred (RI) strains for power and has been used to successfully identify a number of genes and loci involved in lipid, obesity, bone, and behavioral traits [16,18,19,20]. Because the HMDP strains are renewable, the resource is well suited to the application of systems genetics approaches, involving the integration of high throughput molecular phenotypes, such as expression array data, with clinical phenotypes.

We have previously reported a genetic analysis of β-adrenergic agonist isoproterenol (ISO)-induced cardiac hypertrophy in the HMDP, identifying a number of loci contributing to heart weight and fibrosis [21]. We now extend this study to examine ISO-induced cardiac remodeling, i.e. cardiac structural and functional changes as characterized by serial echocardiography, a powerful and noninvasive tool to serially monitor cardiac structure and function in murine injury models [22,23]. We demonstrate fine phenotypic data across the concentric-eccentric and functional cardiac remodeling spectra and found that cardiac remodeling traits among the HMDP are highly heritable. Using a common genetic variation association method, we identify 17 genome-wide significant loci with high resolution that modify ISO-induced cardiac remodeling in the heart, many of which are less than 1 Mb in size. Then, we utilize expression arrays from left ventricular (LV) tissues, with and without ISO treatment, to understand the genetic control of gene expression and gene expression correlation to cardiac remodeling phenotypes to further prioritize candidate genes in each locus. Finally, using *in vitro* and *in vivo* models, we validate a novel gene *Myh14* as causative in ISO-induced cardiac remodeling not previously reported in our heart weight analyses [21].

## Materials and Methods

### Ethics statement

All animal experiments were conducted following guidelines established and approved by the University of California, Los Angeles Institutional Animal Care and Use Committee. Induction and maintenance dosages of isoflurane was used to ensure adequate sedation while minimizing the effects of inhaled isoflurane on loading conditions, heart rate, cardiac structure and function during echocardiogram. At the end of the protocol, mice were sacrificed by sub-lethal dosage of isoflurane anesthesia followed by cervical dislocation.

### Chronic β-adrenergic stimulation, echocardiography, and tissue collection from the HMDP

#### HMDP mice

Breeding pairs from the HMDP inbred strains were obtained from the Jackson Laboratory (Bar Harbor, ME, USA). Eight- to ten-week-old nulliparous female offspring from the following 104 mouse strains were used, including 30 classical inbred strains (129X1/SvJ, A/J, AKR/J, BALB/cByJ, BALB/cJ, BTBRT<+>tf/J, BUB/BnJ, C3H/HeJ, C57BL/6J, C57BLKS/J, C57L/J, C58/J, CBA/J, CE/J, DBA/2J, FVB/NJ, KK/HlJ, LG/J, LP/J, MA/MyJ, NOD/LtJ, NON/LtJ, NZB/BlNJ, NZW/LacJ, PL/J, RIIIS/J, SEA/GnJ, SJL/J, SM/J, SWR/J) and 74 recombinant inbred (RI) strains [RI (number of strains)–AXB (8), BXA (10), BXD (44), BXH(5), CXB (7)]. All animal experiments were conducted following guidelines established and approved by the University of California, Los Angeles Institutional Animal Care and Use Committee.

#### Chronic β-adrenergic stimulation and tissue collection

Using i.p. ketamine as a surgical anesthetic agent, ALZET Model 1004 minipumps (Cupertino, CA, USA) were implanted intra-peritoneally to administered ISO, a non-selective β-adrenergic agonist that has been used widely to mimic the HF state in experimental animals [24,25], at a dose of 30 mg/kg body weight/day for 21 days. Approximately four ISO-treated (S5 Table) and 2–4 control ([21] S1 Table) mice from each strain were examined. At the end of the protocol, mice were sacrificed by giving a sub-lethal dosage of inhaled isoflurane followed by cervical dislocation. LV tissues were collected and frozen immediately in liquid nitrogen.

#### Echocardiography

To ensure adequate sedation while minimizing the effects of inhaled isoflurane on loading conditions, HR, cardiac structure and function, we minimized induction and maintenance doses of isoflurane at or below 1.25% and 1%, respectively, while closely monitoring for HR < 475 bpm as a sign for deep sedation and adjusting isoflurane dosage as needed [26].

A single operator (JJW), who followed a standard operating protocol detailed below, performed all of the echocardiograms using the Vevo 770 ultrasound system (VisualSonics, Inc., Toronto, ON, Canada): A parasternal long-axis B-mode image was obtained. The maximal long-axis of the LV was positioned perpendicular to the ultrasound beam. A 90° rotation of the ultrasound probe at the papillary muscle level was performed to obtain a parasternal short-axis view of the LV. A M-mode image to document LV dimensions was captured and saved for analysis. At a later time, saved images were analyzed using the Vevo 770 cardiac analysis package by a single observer (JJW) who was blinded to mouse strains.

A baseline echocardiogram was performed on all the mice. In ISO-treated mice, serial echocardiograms were performed at 1, 2, and 3 weeks of treatment. In control mice, a second echocardiogram was performed in 70 mouse strains at week 3 as an internal control. The reproducibility of our echocardiographic measurements was assessed using the Bland-Altman plots, which demonstrated acceptable agreement between week 0 and week 3 control measurements (S1B Fig). IVSd and LVM were not statistically different between the 2 time points, although fractional shortening (FS) was 2.3% higher and LVIDd 0.07 mm lower at week 3 compared to baseline (p = 0.002 and 0.019, respectively), possibly due to the effects of co-housing with ISO-treated animals (S1 Table).

### Transcriptome profiling and analysis

#### RNA extraction

Frozen LV tissues were homogenized in QIAzol Lysis Reagent prior to RNA isolation using RNeasy columns (QIAGEN, Valencia, CA, USA). RNA quality was assessed using the Bioanalyzer RNA kits (Agilent Technologies, Santa Clara, CA, USA). RIN ≥ 7.0 was considered acceptable.

#### Expression array profiling

Expression profiling of pooled biological replicates was performed using Illumina MouseRef-8 v2.0 Expression BeadChip arrays (Illumina, Inc., San Diego, CA, USA). To minimize artifacts due to single nucleotide polymorphisms (SNPs), we excluded probes that aligned to sequences containing known SNPs. Background correction and quantile normalization of the image data was performed using the neqc method from the R package limma [27]. Hierarchical clustering of samples was performed to exclude outlier samples using the R package WGCNA [28]. In total, expression profiles for 90 control and 91 ISO strains (including 82 strains with matching control and isoproterenol samples) were included in downstream analyses.

#### Differential gene expression

Using the R package limma, moderated t-statistics and the associated p values were calculated. Multiple testing was corrected by controlling for false discovery rate using the Benjamini-Hochberg procedure [29]. Probes with log2-fold change > 0.2 and adjusted p-value < 0.05 were considered significantly differentially expressed. Functional analysis of probe lists was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) [30] to identify pathways and cellular processes enriched in genes differentially regulated by ISO stimulation [30,31]. 

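In the LV of the 87 strains measured both with and without ISO, the largest increases were those of Timp1, a secreted inhibitor of matrix metalloproteinases (log2 fold change 1.86, SE 0.15), and Serpina3n, a secreted inhibitor of serine proteases (1.75, SE 0.17). Dct, an enzyme of melanin synthesis, had a log2 fold change of 1.61 (SE 0.12), and Lox, which cross-links collagen and elastin, had one of 1.06 (SE 0.13). The largest decreases were those of Snai3, a zinc finger protein of the Snail family (-1.43, SE 0.10), Retnla, a secreted protein of alternatively activated macrophages (-1.09), Tmem82, a transmembrane protein (-1.06, SE 0.09), and Gnb3, a G protein β subunit (-1.03, SE 0.09). The smallest adjusted p-value among these was that of Ctnnal1, a protein related to α-catenin (log2 fold change 1.08, SE 0.07, adjusted p-value = 1.67e-21, limma with strain as a block), which was higher in 77 of 87 strains. These genes were chosen as those with the 10 largest changes in each direction among genes changed the same way in at least 80% of the strains. Among 25697 probes, 957 were up-regulated and 906 down-regulated by ISO, 1863 in all, at an adjusted p-value under 0.05 and an absolute log2 fold change over 0.2, which is a rise of 14.9%. The 1502 probes of S2A Table all had the same sign here, and 1103 of them passed both thresholds. Another 760 probes that passed lie outside that table. The authors chose the probes of S2A Table from arrays of this same series, so the likeness is no replication. The log2 fold changes had a correlation of 0.988 across these probes, which are not independent replicates. The array slides (BeadChips) fall into 3 sets, and within the sets 551, 1861 and 6 probes passed, in 24, 52 and 16 strains. Without BeadChip 24, a setting chosen after seeing the data, 146 probes passed in the remaining 12 strains of the third set. On single arrays of all 99 strains with the BeadChip as a further block, 2075 probes passed, and with the first array of each strain only 1985. Without background correction the number was 794, and without BeadChips 12, 23 and 24, a setting chosen after seeing the data because the labels of these arrays are in doubt, it was 2243. BeadChip 19, where 0 of 8 arrays resembled their own strain best, stays in that setting, and without it as well the number was 2247.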

In total 1,502 of the 18,335 probes (8.2%) were differentially expressed at > 15% change at an adjusted p-value < 0.05, including 840 up-regulated and 662 down-regulated probes (S2A Table). DAVID gene ontology analysis was performed on the differentially expressed probes as well as the top 1000 correlated transcripts for each phenotype-expression pair (S2B–S2D Table).

### Statistical analyses, heritability estimation, association mapping and candidate prioritization

#### Statistical analysis and graphical display

The standard R program was used to performed t-test. The R package vioplot was used to plot violin plots. The R package corrplot was used to plot correlations among traits. Consistent with time series data, serial measurements of the same trait were generally correlated to each other with adjacent time points being the most correlated. Of note, LVM was a calculated measure based in part on IVSd and LVIDd; therefore, it is not surprising that LVM was correlated with IVSd and LVIDd at each time point. The R package FactoMineR was used to compute principal component analysis and display variables factor map and individuals factor map. The R package WGCNA was used to calculate biweight midcorrelation (bicor), which is a median based correlation measure that is more robust than the Pearson correlation but often more powerful than the Spearman correlation. The proportion of variance (ω^2^) explained was computed from the formula:

$$\omega^{2}=\frac{SSQ_{condition}-(k-1)MSE}{SSQ_{total}+MSE}$$ (1)

where MSE is the mean square error and k is the number of conditions.

#### Genotypes

The HMDP mouse strains were previously genotyped using the JAX Mouse Diveristy Genotyping Array [32,33]. To select for informative and high quality SNPs, each SNP was filtered for > 5% minor allele frequency and < 10% missing values among the strains using plink [34]. Approximately 210,000 of the informative SNPs were selected.

#### Heritability calculation

Heritability is the proportion of observed differences due to genetic variation in the population. Specifically, broad-sense heritability (H2) reflects all the genetic contributions to a population's phenotypic variance including additive, dominant, and epistatic effects, while narrow-sense heritability (h2) represents the proportion of phenotypic variance that is due to additive genetic effects alone. In inbred model organisms, repeatability expresses the proportion of variation in a trait that is due to differences between individual strains and not due to differences within individual strains. Under the assumption that all differences between genotypes are genetic and not due to genotype-environment correlation, repeatability is equal to broad-sense heritability; otherwise it only provides an upper-bound for broad-sense heritability. Using the R package heritability [35], an analysis of variance (ANOVA)–based method that accounts for differing numbers of replicates, called line repeatability, was used to estimate H2 for each phenotype and time point. In addition, a linear model method incorporating genetic relatedness matrix and within-strain variability, called marker-based h2, was used to compute h2 and confidence intervals.

#### Genome-wide significance threshold

The threshold for genome-wide significance was determined by simulation and permutation of strain genotypes, as previously described [19]. The significance threshold for clinical traits was determined to be 4.1 x 10^−6^. The significance threshold for cis-eQTL and trans-eQTL were 3.63 x 10^−3^ and 6.1 x 10^−5^, respectively. Given that the studied traits could be collapsed to roughly a handful of PCs, the significance threshold for clinical trait analyses was kept at the nominal p-value of 4.1 x 10^−6^, without Bonferroni adjustment for multiple testing.

#### Association mapping

We used the Factored Spectrally Transformed Linear Mixed Models (FaST-LMM) to test for association while accounting for population structure and genetic relatedness among strains as previously described [36], which produced the same results as efficient mixed-model association (EMMA) but with a run time and memory footprint that is only linear to the cohort size (S2 Fig). Association mapping was performed for echocardiographic measurements at each time point and the change in measurements from baseline at each time point while adjusting for baseline body weight (BBW) and HR to define clinical quantitative trait loci (cQTL). In addition, association mapping for gene expression traits, under baseline and isoproterenol-treated conditions, was performed to define expression quantitative trait loci (eQTL). As a general rule, upwards of 90 to 100 strains are required to ensure stable mapping results.

#### Linkage disequilibrium block boundaries

Linkage disequilibrium (LD) is the non-random association of alleles generally near one another at a locus. SNPs in strong LD tend to have association p-values that are similar in strength. Genomic boundaries around lead association SNPs were chosen based on flanking SNPs with p-values < 1 x 10^−5^ that were no more than 2 Mb apart between nearest consecutive pairs. Lead SNPs without any neighboring SNPs at p-value < 1 x 10^−5^ were excluded. LD between lead SNPs and flanking SNPs were calculated and visualized by plotting regional plots using a custom-built of LocusZoom [37] based on our HMDP mice.

#### Candidate gene prioritization

Genes within LD (r^2^ > 0.8) of the lead SNPs were examined for coding sequence and splice region variations using the Wellcome Trust Mouse Genomes Project (MGP) sequencing database [38] using a vcftools-based pipeline. SIFT score, a functional annotation score for non-synonymous variants, was noted whenever available [39]. The expression profiles of genes within LD or nearby the lead SNPs were further examined for the presence of cis-expression quantitative trait loci (cis-eQTL). When a transcript’s cis-eQTL coincides with the clinical trait locus and is correlated with the trait, a causal relationship between the locus, the transcript and the trait may be inferred.

### *Myh14* functional validation in NRVM and in knock-out mice

#### siRNA knock-down neonatal rat ventricular myocytes

Neonatal rat ventricular myocytes (NRVMs) were isolated and cultured at the UCLA NRVM core facility using 2–4 day old rats. Myocytes and fibroblasts were separated using Percoll density gradient. NRVMs were plated at 375,000 cells/well in DMEM + 10% FBS + 100 U/mL penicillin + 100 μg/mL streptomycin (p/s) on Day 1. On the morning of Day 2, plated NRVMs were transfected with 30 pmol per well of siRNA (siMyh14#1—#RNC.RNAI.N001100690.12.1, siMyh14#2—RNC.RNAI.N001100690.12.6., or scrambled control purchased from IDT) using Lipofectamine 2000 (Life Technologies) and media changed to DMEM + 1% ITS (Insulin, Transferrium and Selenium) without p/s for *Myh14* knockdown experiments. On Day 3, at 24 hours following transfection, cells were treated with 20 μM ISO or 50 μM phenylephrine (PE) for an additional 24 hours prior to bright field imaging on day 4.

MTT Assay was performed using the Vybrant MTT Cell Proliferation Assay Kit (Life Technologies V13154). Briefly, NRVMs were plated in 96 well plates at a density of 10,000 cells per well and were transfected with either scrambled control or *Myh14* siRNA using Lipofectamine RNAimax overnight. Cells were then treated the next day with 20 μM ISO or 50 μM PE for 24 hours and then viability was assayed using MTT.

#### Myh14 knock-out mice

*Myh14*^-/-^ mice generated on a 129/Sv background followed by backcrossing to strain C57BL/6 for more than 7 generations were obtained from the Adelstein lab [40] and backcrossed (*Myh14*^-/-^ male x C57BL/6J female) to generate *Myh14*^+/-^ mice. *Myh14*^+/-^ heterozygous crosses generated wild-type (WT), heterozygous (HET) and homozygous (KO) littermates at normal mendelian ratios (Chi-Square test p = 0.13, S3 Table). Six WT, nine HET, and seven KO twelve-week-old nulliparous female mice were subjected to chronic β-adrenergic stimulation and echocardiogram in the same manner as in the HMDP described above.

#### Histology and immunofluorescence microscopy

Hearts were fixed in 10% paraformaldehyde in PBS. Masson’s trichrome staining and immunofluorescence staining were performed as previously described [40]. The antibodies used for immunofluorescence staining were N-cadherin (mouse, 1:2000, Invitrogen), β-catenin (mouse, 1:1000, Zymed), and wheat germ agglutinin (WGA). Paraffin embedded heart sections were first dewaxed and rehydrated by standard procedures. Following antigen retrieval in citric acid buffer (10 mM, pH 6.0), the sections were blocked with 1% BSA/5% goat serum in PBS for 1 hour at room temperature and then incubated with Alexa Fluor 594-WGA (10 μg/ml, Invitrogen) and DAPI in blocking solution for 1 hour at room temperature. The slides were then washed and mounted using Prolong Anti-fade mount media (Invitrogen).

### Accession numbers

Expression array data are deposited in the Gene Expression Omnibus 19 (GEO) online database http://www.ncbi.nlm.nih.gov/geo/ (Accession GSE48760).

## Results

### Experimental design and quality control

We characterized 104 classical and RI mouse strains by obtaining echocardiographic measurements under the baseline condition and in response to chronic ISO administration for 3 weeks (Fig 1). Global gene expression profiling of LV tissues from control and ISO-treated mice was performed to identify genes whose expression was correlated to HF traits and to identify eQTLs to prioritize candidate genes. 

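On the Illumina MouseRef-8 v2.0 BeadChips used, oligonucleotide probes on beads capture labeled RNA, and the brightness of each probe in a single color measures its transcript. The 208 arrays comprised 106 labeled as control hearts and 102 labeled as hearts of female mice given ISO for 21 days by minipump. The paper and the sample labels give a dose of 30 mg per kg of body weight per day, and the design text of the series gives 20 µg per g per day. The arrays covered 99 strains of the HMDP, a panel of classical inbred strains and of recombinant inbred (RI) strains derived from them. A control array was present for 93 strains, an ISO array for 93, and both for 87 (27 classical and 60 RI). The paper used 90 control and 91 ISO strains, 82 of them matched, after removing outliers that its text does not name, so all arrays were used here. Arrays of the same strain and condition (more than 1 in 13 control and 9 ISO strains) were averaged. An array held a pool of mice of a strain, so standard errors and p-values measure the spread between the pools of different strains.

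The median probe intensity per array was between 103 and 179 in control hearts (median 136) and between 97.9 and 173 in ISO hearts (median 136). A detection p-value under 0.05 was found for 38.1% to 49.6% of the probes in control hearts (median 46.7%) and for 28.9% to 50.3% in ISO hearts (median 46.9%). The number of arrays limits the precision. The authors exported intensities from GenomeStudio and normalized them with the neqc function of limma, which corrects the background by means of control probes, quantile normalizes and takes log2 values. The function was run here on the deposited intensities of the gene probes, with the background estimated from their detection p-values. The result differed from the authors' deposited log2 values by a median of 0.00057. All 25697 gene probes were tested, whereas the authors left out probes that overlap SNPs and tested 18335, so a difference between strains in hybridization can enter a value here, and it is alike in both conditions only where both arrays are of the strain. ISO was compared with control within strains by limma, with Benjamini-Hochberg adjustment and the paper's thresholds, and gene lists were tested by fry, which asks whether the genes of a list move on balance in a single direction. The genes to be named, 44 gene lists and the alternative settings were fixed before the data were examined, apart from those said to be added. The values of S2A Table and the gene ontology terms had been seen by then, so the direction of a list that follows such a term is not independent evidence.

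The 26 BeadChips of 8 arrays each fall into sets of 6, 14 and 6 by their slide numbers. On most BeadChips control hearts lay in positions A, C, E and G and ISO hearts in B, D, F and H, so that position and treatment nearly coincide. The strain labels were checked with the 500 probes that vary most between strains. Of 196 arrays of strains with both conditions, 147 (75%) resembled an array of their own strain best among those of the other condition. This held for 147 of the 184 arrays whose partner was on the same BeadChip and for 0 of the 12 whose partner was on another, and for 0 of 7, 0 of 8, 0 of 3, 1 of 8 and 0 of 2 arrays on BeadChips 12, 19, 23, 24 and 25. On the other BeadChips it held for at least 3 of 8 arrays. A match on the same BeadChip shows that 2 arrays go together, not that the name of the strain is right. Connectivity measures, from the distances between arrays, how near an array lies to the others of its condition. Without 5 arrays (3 control and 2 ISO) of low connectivity, 1694 probes passed both thresholds in 84 strains.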

We previously reported association mapping of heart weight and fibrosis [21]; the present study focuses on echocardiographic measures of clinical significance, including IVSd, LVIDd, LVM and FS, to enable mapping of fine cardiac remodeling phenotypes due to ISO-treatment.

**Fig 1:**
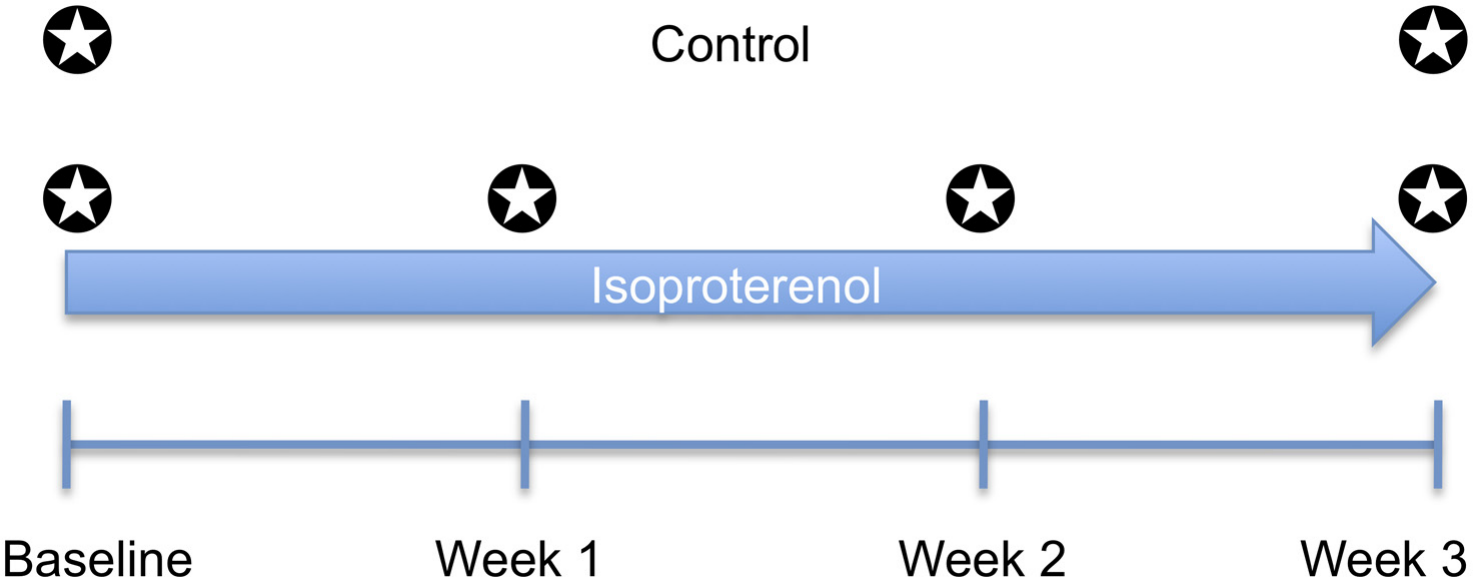
Experimental design. We characterized 104 classical and recombinant inbred mouse strains of the Hybrid Mouse Diversity Panel (HMDP) by serial echocardiograms at baseline, week 1, week 2, and week 3 under the control condition or chronic isoproterenol (ISO) infusion. The ✪ symbol indicates the time points echocardiograms were performed.

To minimize inter-operator and inter-observer variation, all echocardiograms were performed by a single operator and interpreted by the same observer who was blinded to strain name and treatment assignment. Inhaled isoflurane was titrated to achieve adequate sedation, while maintaining target HR above 475 bpm. The Bland-Altman plot, which shows the agreement between two quantitative methods, demonstrated acceptable differences between ISO-treated LVM (a calculated value based on echo parameters) and LV weight (a weighed value after LV was dissected from the atria and RV) estimates (S3A–S3C Fig). LVM by echocardiogram was significantly correlated to LV weight at sacrifice (r = 0.77 in control and r = 0.85 in ISO both with p-value < 2.2 x 10^−16^), validating our echocardiographic measures externally.

### The HMDP exhibits significant variation in cardiac structure and function both under baseline and ISO-treated conditions

We observed striking variation in cardiac structure and function among the HMDP strains both under baseline condition and in response to chronic ISO administration (Fig 2 and S4 Fig). Importantly, the phenotypic spectrum among the BXD RI lines exceeded that of their parental strains C57BL/6 and DBA/2, consistent with cardiac remodeling being a complex trait involving multiple genes (S5 Fig). Of note, the phenotypic spectra on ISO treatment were significantly broader than baseline, consistent with ISO perturbation enhancing the phenotypic variation among HMDP strains (Fig 3A and 3B). Moreover, across the HMDP strains, IVSd and FS increased significantly at week 1 and attenuated at later time points, reflecting the acute and chronic effects of ISO on septal wall hypertrophy and cardiac inotropy. LVIDd and LVM progressively increased with ISO treatment at each time point, reflecting progressive changes in LV chamber dimension and LV mass due to ISO (S4 Table). While many of the strains follow the general population trend described above, strains particularly susceptible to adverse cardiac remodeling, such as KK/HlJ and BTBRT<+>tf/J, demonstrated significantly decreased FS and increased in LVIDd (Fig 3C). The observed phenotypic variation, especially upon ISO treatment, underpins the basis for association mapping. The strain-level phenotype data are provided in S5 Table for reference.

**Fig 2:**
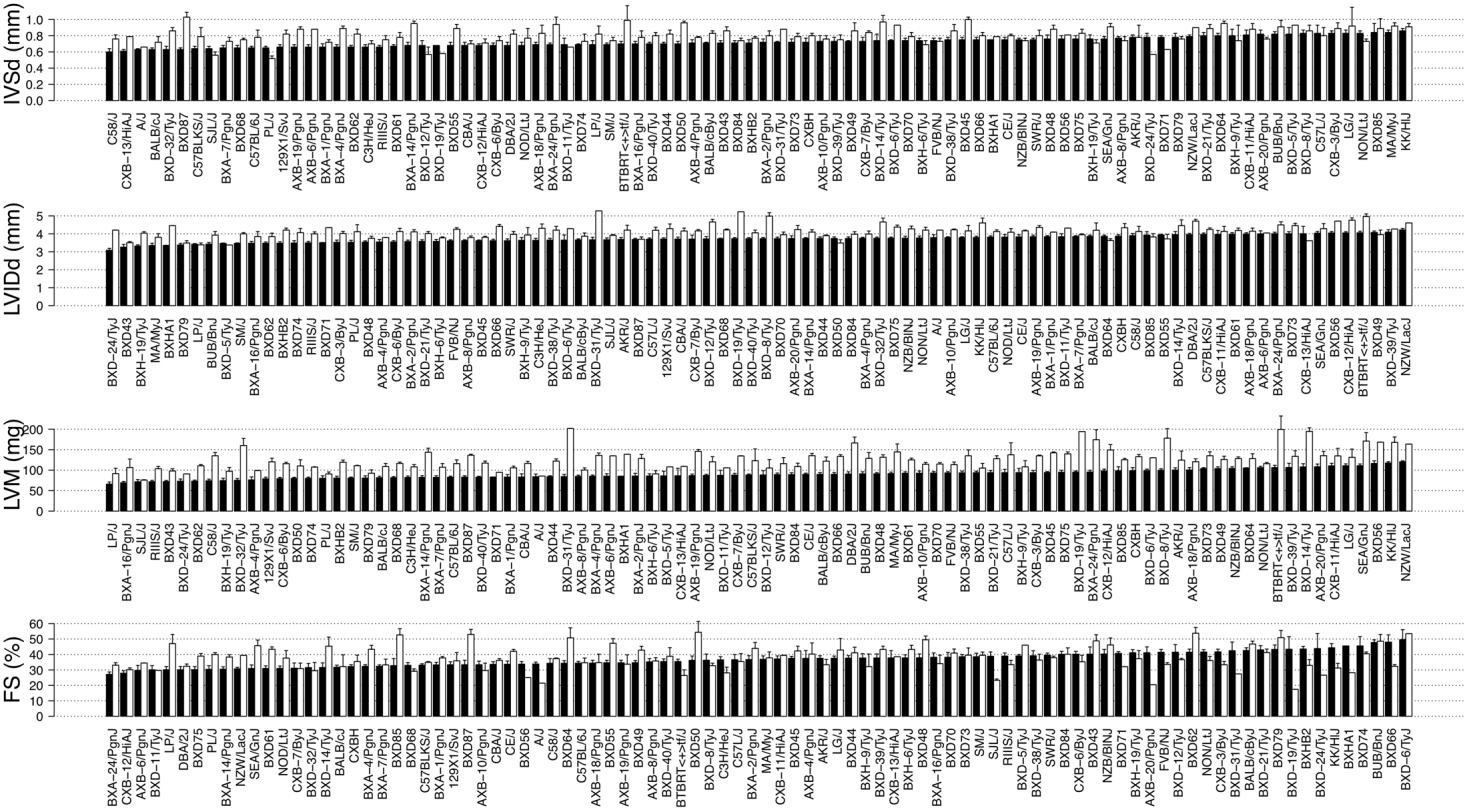
Variation in echocardiographic measures of cardiac structure and function among HMDP mouse strains. Black bars represent measurements under the baseline condition in ranked order. White bars represent measurements after 3 weeks of continuous ISO infusion. IVSd = interventricular septal wall thickness; LVIDd = left ventricular diastolic diameter; LVM = left ventricular mass; FS = fractional shortening. Error bars represent the standard errors of the means.

**Fig 3:**
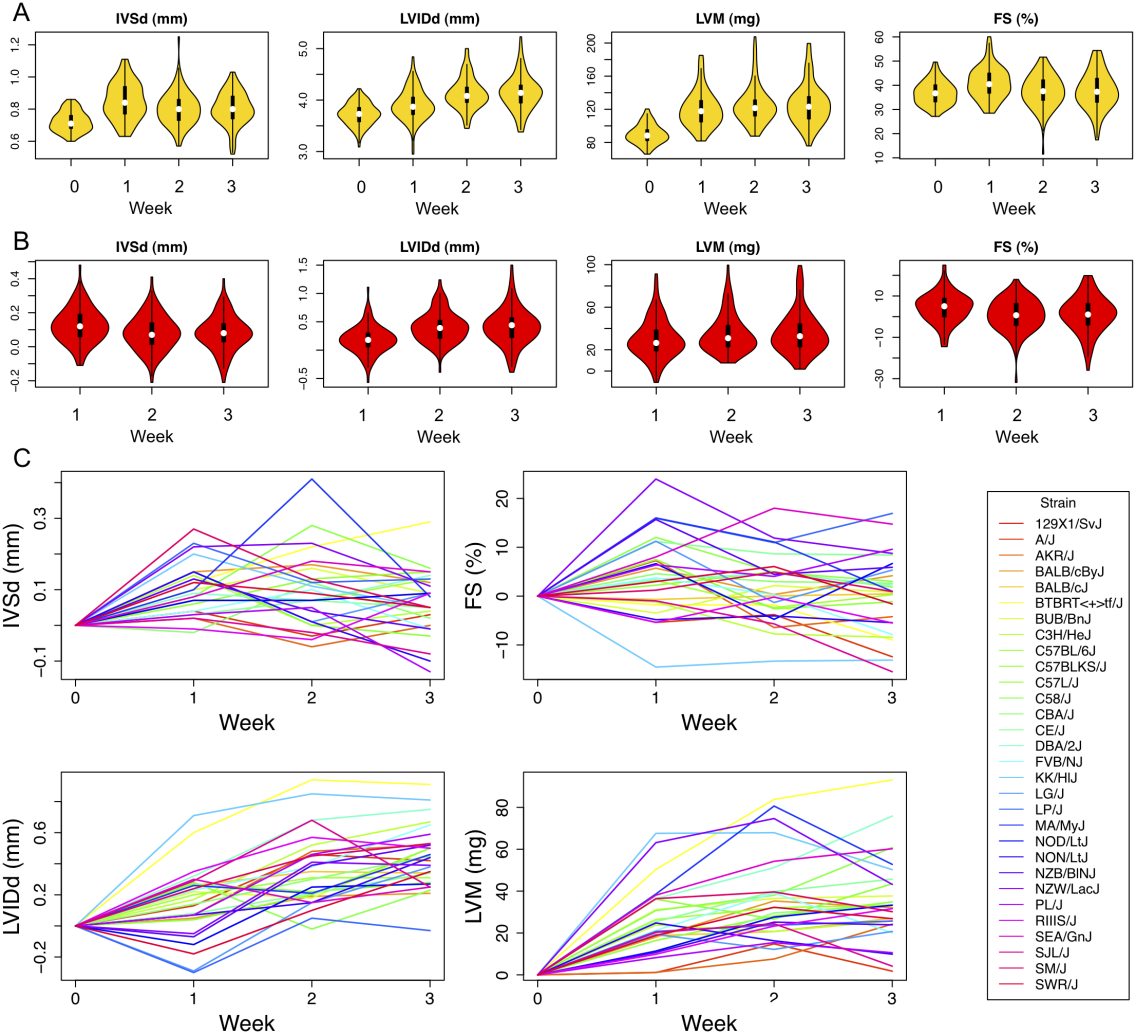
Population distribution of echocardiographic measures at each time point. The violin plot is a combination of a boxplot and a kernel density plot (a smooth histogram) rotated on its side. The white dot represents the median. The black box represents the interquartile range (IQR). The black vertical line represents the whiskers spanning the lowest and the highest data within 1.5 IQR from the lower and upper quartile. A) The population distribution at each ISO treatment time point. B) The distribution of the changes in echocardiographic measures from baseline. C) The changes in echocardiographic measures compared to baseline at each ISO time point for individual classical inbred strains.

### The HMDP demonstrates the presence of a compensatory-decompensating phenotypic spectrum

We performed correlation analysis across the HMDP to further understand the phenotype data observed. Not surprisingly, baseline body weight (BBW), a surrogate for body size, was significantly correlated with LVM and LVIDd but not with FS (S6A Fig), consistent with larger mice having larger and heavier hearts but body size not being a determinant of systolic heart function. In addition, under the baseline and ISO-treated conditions, HR was positively correlated with FS and negatively correlated with LVIDd. This observation is consistent with known negative chronotropic and inotropic effects of isoflurane on the heart and reflects the varying degrees of isoflurane sensitivity among HMDP strain. In fact, HR was significantly correlated across control and different ISO-treated time points, indicative of a strain-specific HR response to ISO. (S6B and S6C Fig). Interestingly, HR had no significant correlation with LVM estimates. Based on these findings, we chose to correct for confounding effects of body size and isoflurane sensitivity using BBW and HR as surrogate markers in downstream analyses.

BBW- and HR-adjusted partial correlations among pairs of echocardiographic and LV weight traits showed that ISO treatment uncoupled many measures of cardiac structure and function from baseline (Fig 4A). ISO-treatment introduced an immediate perturbation on FS, such that FS from week 1 onwards was uncorrelated to FS at baseline, possibly due to different genetic factors controlling FS before and after ISO. In fact, FS at week 1 was negatively correlated with LVIDd at later time points, consistent with week 1 FS being a measure of contractile reserve and an early predictor of progressive ventricular dilation. In contrast, ISO-induced perturbation on IVSd was not observed until week 2. IVSd hypertrophy was positively correlated with increased FS and negatively correlated with LVIDd dilation, consistent with the presence of a compensatory-decompensating spectrum that is genetically controlled and required for association mapping (Fig 4B).

**Fig 4:**
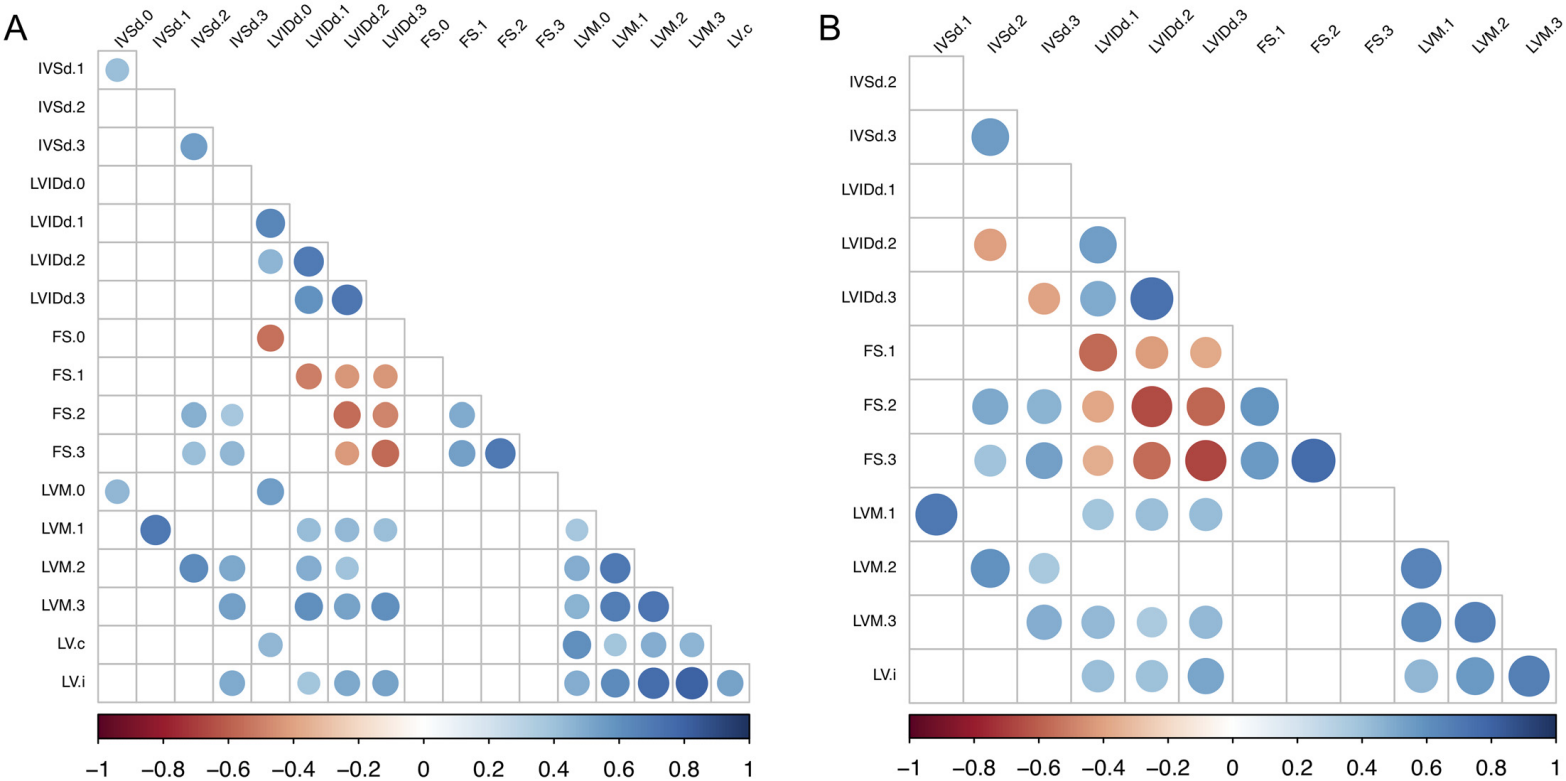
Correlations among echocardiographic traits across time points. A) Correlations among baseline body weight- and heart rate-adjusted traits across time points. B) Correlations among isoproterenol-induced changes in traits from baseline across time points. Colored dots represent the pairwise correlation r values with p-values exceeding Bonferroni corrected α significance level of 0.05. LV represents LV weight. Suffixes represent weekly echocardiographic time points under ISO treatment (0 = baseline, 1 = week 1, 2 = week 2, 3 = week 3) or control versus ISO LV weight at week 3 (c = control, i = ISO).

To describe each strain based on a composite of correlated traits, we used principal component (PC) analysis to transform ISO-induced changes into a set of linearly uncorrelated variables. The first three PCs account for 35%, 28% and 11% of the inter-strain variance observed, with the remaining PCs each accounting for < 10% of the variance observed. The variables factor map showed that the first three PCs captured phenotypes such as LVIDd dilation and FS decrease; LVM hypertrophy; and early IVSd increase (Fig 5A). The individuals factor maps highlighted KK/HlJ with decompensating features, such as LVIDd dilation and FS decrease, and NZW/LacJ with compensatory features, such as late IVSd and LVM increase and preserved FS (Fig 5B and 5C).

**Fig 5:**
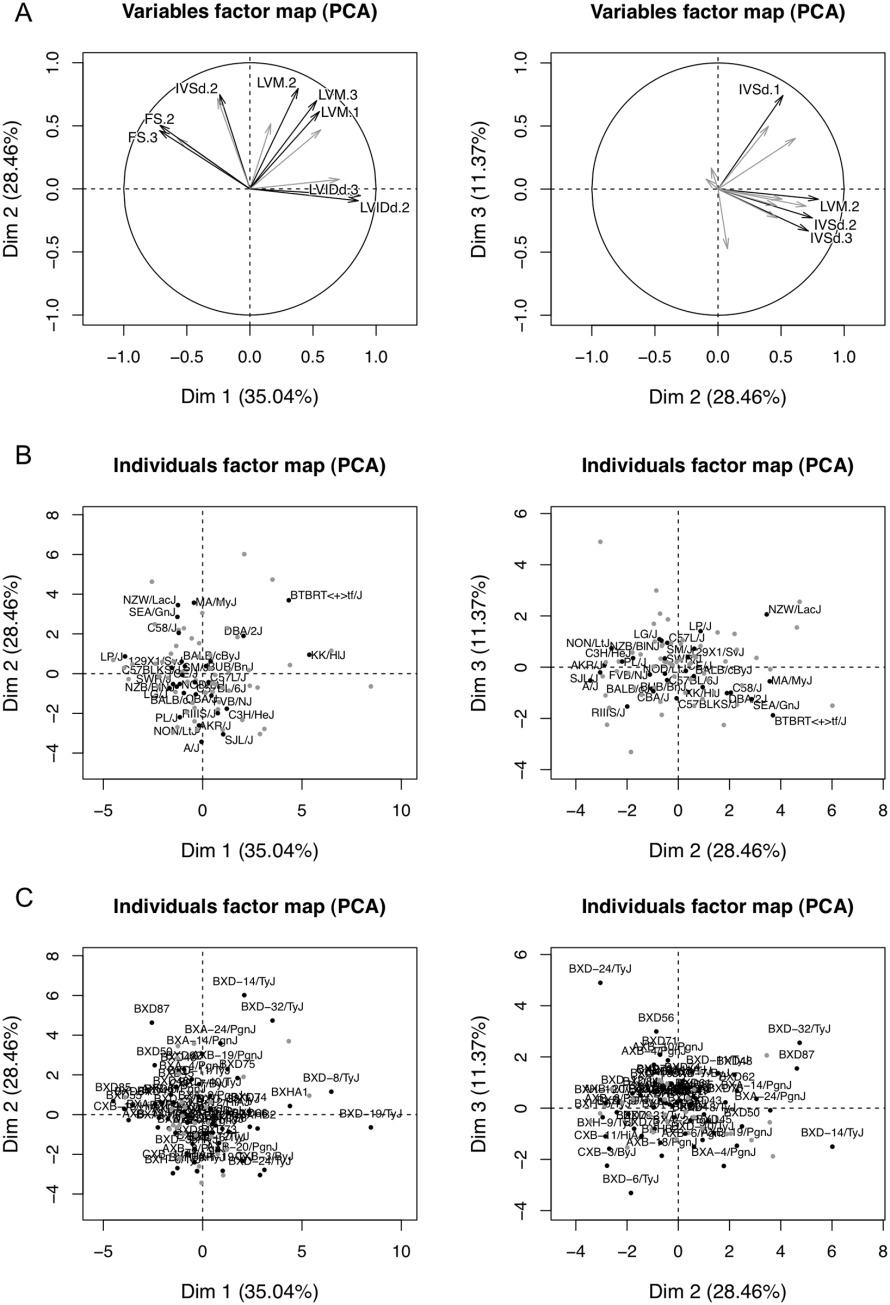
Principal component analysis of isoproterenol-induced changes from baseline. A. The variables factor map demonstrates the first three principal components that account for 74.8% of inter-strain variations. The first principal component corresponds roughly to LVIDd dilation and FS decrease. The second principal component corresponds to IVSd and LVM hypertrophy. The third principal component corresponds to early IVSd hypertrophy. The individual factor map projects the inbred mouse strains onto the first three principal components. Black dots highlight the classical (B) and recombinant (C) inbred strains and gray dots represent the remaining HMDP strains.

### Additive effects account for roughly half of the heritability estimates of cardiac structure and function across the HMDP

Heritability is the proportion of observed differences due to genetic variation in the population. Specifically, broad-sense heritability (H^2^) reflects all the genetic contributions to a population's phenotypic variance including additive, dominant, and epistatic effects, while narrow-sense heritability (h^2^) represents the proportion of phenotypic variance that is due to additive genetic effects alone. In inbred model organisms, where the environment is controlled and multiple animals of identical genetic background are available, between-strain and within-strain variation can be used to estimate H^2^, which reflects all genetic contribution to phenotypic variance. The majority of the traits we examined were highly heritable (H^2^ > 0.4) (S7 Fig). H^2^ estimates of LVM in the HMDP were between 61 and 81% (Table 1), which is similar to estimates for other common traits, such as body fat and insulin resistance, in the HMDP panel [18] and consistent with genetic factors making a significant contribution to cardiac structure and function. Narrow-sense heritability h^2^, the proportion of phenotypic variance due to additive genetic effects alone, incorporates genetic marker information and is the theoretical upper bound of what could be mapped in an association study. Narrow-sense heritability estimates h^2^ of LVM were from 39 to 57% (Table 1). Our results suggest that additive and non-additive effects, such as dominant and epistatic gene x gene interactions, each account for roughly half of the broad-sense heritability estimates in cardiac structural and functional traits in mice.

**Table 1:** Heritability estimates of cardiac structure and function under isoproterenol treatment.

r^2^	Control	Week 1	Week 2	Week 3
Broad-sense heritability estimates				
IVSd	0.61	0.59	0.49	0.43
LVIDd	0.76	0.68	0.67	0.68
LVM	0.81	0.70	0.61	0.74
FS	0.73	0.64	0.60	0.68
Narrow-sense heritability estimates				
IVSd	0.20 (0.12–0.31)	0.27 (0.15–0.44)	0.21 (0.09–0.41)	0.15 (0.06–0.35)
LVIDd	0.40 (0.29–0.51)	0.41 (0.27–0.57)	0.45 (0.31–0.60)	0.49 (0.34–0.64)
LVM	0.48 (0.38–0.59)	0.44 (0.31–0.58)	0.39 (0.26–0.55)	0.57 (0.43–0.70)
FS	0.30 (0.21–0.41)	0.31 (0.18–0.47)	0.34 (0.20–0.50)	0.38 (0.24–0.55)

Broad-sense heritability estimates are based on line repeatability. Narrow-sense heritability estimates are based on marker-based heritability estimates. Ninety-five percent confidence intervals are represented within the parentheses.

### ISO-induced gene expression changes across the HMDP are consistent with molecular, cellular and extracellular changes of cardiac remodeling

Human heart failure is characterized by chronic sympathetic activation to compensate for progressive cardiac function loss. Chronically, high levels of catecholamines may lead to calcium overload, initiating a cascade of alterations at the cellular level to result in cardiomyocyte death and progressive deterioration in cardiac structure and function. To protect itself from harmful effects of chronic adrenergic stimulation, a protective mechanism, called desensitization, reduced membrane availability of the beta-adrenergic receptors, leading to diminished downstream signaling. ISO is a non-selective β-adrenergic agonist that, when administered chronically in mice, mimics the state of chronic sympathetic activation in human heart failure [41].

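Adrb1 (probe ILMN_2710611), which encodes the β1-adrenoceptor, fell by 18.0% in ISO hearts. Its mean log2 intensity was 5.82 (SD 0.67, n = 87 strains) in control and 5.53 (SD 0.61) in ISO hearts, a log2 fold change of -0.29 (SE 0.05, adjusted p-value = 1.86e-06, limma), and it was lower in 62 of 87 strains. Gnai2 (ILMN_2908855), which encodes an α subunit of the inhibitory G protein, had a mean of 10.64 (SD 0.23) in control and 10.75 (SD 0.40) in ISO hearts, a change of 8.14% (log2 fold change 0.11, SE 0.05, adjusted p-value = 0.117), and was higher in 64 of 87 strains. The lowest of its differences were those of AXB-19/PgnJ (-2.85) and NOD/LtJ (-1.63), whose ISO hearts each had an array of low connectivity with 31.7% and 28.9% of the probes detected. Without arrays of low connectivity the change was 12.5% (adjusted p-value = 5.40e-06), under the fold threshold, and with pairs on the same BeadChip that match in strain identity, a setting chosen after seeing the data, it was 17.3% (adjusted p-value = 9.27e-09) and passed. Of 33 measured genes of β-adrenergic signaling, 3 rose, 2 fell and 28 did not pass, also when adjusted over the list alone. Adrb1 is not among these 33, since the annotation of the array gives its probe no symbol, and with it 3 of 34 rose and 3 fell. Grk5, a kinase that phosphorylates active G protein-coupled receptors, rose by 65.5% (log2 fold change 0.73, SE 0.09), Pde4d, a phosphodiesterase that degrades cAMP, by 40.3% (0.49, SE 0.04), and Arrb2, the scaffold protein β-arrestin 2, named after its value was seen, by 14.9%. Adcy6, an adenylyl cyclase of the heart that makes cAMP, fell by 16.5% (-0.26, SE 0.05), and Pde2a, a phosphodiesterase stimulated by cGMP, fell by 13.8% (-0.21, SE 0.06). As a whole the list did not pass (fry, adjusted p = 0.269, and 0.726 with Adrb1 added after seeing the data), and its median log2 fold change (-0.01) had the sign opposite to its mean (0.03) and to the test. In the same hearts 12 of 18 measured fibroblast markers rose. The log2 fold change within the 3 sets of BeadChips was -0.28, -0.28 and -0.16 for Adrb1 and 0.01, 0.19 and 0.04 for Gnai2. In an unpaired fit over all 99 strains, which changes both the pairing and the strains, the calls of Adrb1 and Pde2a ended (log2 fold changes -0.27 and -0.21, adjusted p = 0.0715 and 0.150). Unpaired over the 87 strains alone, a setting added after seeing the data, Adrb1 passed (adjusted p = 0.0436) and Pde2a did not (0.171). The calls of Adrb1, Pde2a and Pde4d ended without background correction, where their log2 fold changes were -0.10, -0.14 and 0.18, and those of Adcy6 and Pde2a without the arrays of low connectivity (-0.20 and -0.14). The call of Pde2a also ended with median scaling (-0.17) and with identity-matched pairs (-0.20).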

Consistent with molecular changes of cardiac remodeling in humans, ISO resulted in gene expression changes downstream of β-adrenergic receptor signaling across the HMDP mice. β1-adrenoceptor expression decreased by 17% (*Adrb1*, adjusted p-value = 2.56 x 10^−5^) and the inhibitory G-protein G_i_ increased by 16% (*Gnai2*, adjusted p-value = 4.47 x 10^−7^), reminiscent of diminished β-adrenergic responsiveness secondary to chronic β-adrenergic overdrive in cardiomyopathic hearts (S2A Table). In addition, ISO downregulated *Myh7* expression by 34% and *Myh6* expression by 15% (adjusted p-value = 6.93 x 10–7 and 6.77 x 10–4, respectively), possibly reflecting down-regulation of cardiac structural proteins or increased fibrotic tissue. 

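Myh7 (ILMN_2945491), the β-myosin heavy chain, had a mean log2 intensity of 7.44 (SD 1.15, n = 87 strains) in control and 6.84 (SD 0.97) in ISO hearts. It fell by 34.2% (log2 fold change -0.60, SE 0.13, adjusted p-value = 1.84e-04, limma) and was lower in 60 of 87 strains. Myh6, the α-myosin heavy chain that predominates in the adult mouse ventricle, was measured by a pair of probes. ILMN_2640008 changed by -12.6% (log2 fold change -0.19, SE 0.09, adjusted p-value = 0.128, lower in 56 strains) and ILMN_2788836 by -6.97% (-0.10, SE 0.03, adjusted p-value = 0.0121, lower in 59 strains), a change under the fold threshold. Of 16 measured genes of the fetal gene program, 2 rose, 3 fell and 11 did not pass (fry, adjusted p = 0.0802). Beside Myh7, the genes that fell were Tnnt1, slow skeletal troponin T (-26.7%), and Acta1, skeletal α-actin (-27.6%). Acta2, smooth muscle α-actin, rose by 24.2%, and Nppb, the B-type natriuretic peptide, by 16.4% (log2 fold change 0.22, SE 0.08, adjusted p-value = 0.0470). Of 24 sarcomere genes, Pdlim5, a Z-disc protein, rose by 34.4%, Myom1, which cross-links myosin in the M band, fell by 16.4%, and 22 did not pass (fry, adjusted p = 0.0659, with a mean of opposite sign to the test). Of 28 genes of calcium cycling and cardiac ion channels, 1 rose, 6 fell and 21 did not pass (fry, adjusted p = 1.35e-04, and adjusted p = 0.176 with an estimated correlation). Those that fell included Hrc, a calcium-binding protein of the sarcoplasmic reticulum (-21.0%), Hcn2, a pacemaker channel (-27.7%), Cacna2d1, a calcium channel subunit (-28.9%), and Casq1, skeletal calsequestrin (-27.2%), whereas Kcnq1, a potassium channel named after its value was seen, rose by 17.7%. The counts of these lists were the same when adjusted over the list alone, and 6 of 14 measured myofibroblast markers rose in the same hearts. By set of BeadChips the log2 fold change was -0.59, -0.75 and 0.00011 for Myh7 and -0.60, -0.27 and 0.37 for Myh6 ILMN_2640008, which on single arrays with the BeadChip as a block was -0.24 (adjusted p-value = 0.0482) and passed. In the unpaired fit over 99 strains the calls of Nppb, Acta1 and Pdlim5 ended (log2 fold changes 0.22, -0.47 and 0.48, adjusted p = 0.230, 0.0552 and 0.105), as they did unpaired over the 87 strains (adjusted p = 0.252, 0.0776 and 0.196), where that of Acta2 ended too (0.0525). That of Nppb also ended with median scaling (adjusted p = 0.107), with the first array of a strain only (0.0963) and without arrays of low connectivity (0.0597), that of Pdlim5 with median scaling (0.168), and without background correction that of Casq1 (log2 fold change -0.17).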

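Lgals3 (ILMN_1223317), which encodes galectin-3, a β-galactoside-binding lectin made by macrophages, rose from a mean log2 intensity of 7.91 (SD 1.20, n = 87 strains) in control to 9.54 (SD 1.45) in ISO hearts. This was a 3.10-fold rise (log2 fold change 1.63, SE 0.17, adjusted p-value = 5.18e-13, limma), and Lgals3 was higher in 78 of 87 strains. Of 25 measured macrophage markers, which include Lgals3, 14 rose, 2 fell and 9 did not pass (fry, adjusted p = 5.57e-08, the same counts when adjusted over the list alone). Beside Lgals3, Lyz2, the lysozyme of myeloid cells, rose by 77.0% (log2 fold change 0.82, SE 0.12), Fcgr3, a receptor for immunoglobulin G, by 47.6% (0.56, SE 0.08), and Lyz1, a further lysozyme, by 37.5% (0.46, SE 0.06). Folr2, a folate receptor of resident macrophages, fell by 19.4% and Cd83, a surface protein of activated antigen-presenting cells, fell by 19.8%, both named after their values were seen. By set of BeadChips the log2 fold change of Lgals3 was 1.89, 1.87 and 0.54, and the adjusted p of the macrophage markers was 3.91e-04, 3.66e-06 and 0.513. The low value in the third set depends on the 4 strains of BeadChip 24, since without them, a setting chosen after seeing the data, the log2 fold change of Lgals3 in that set was 1.50 (adjusted p-value = 0.141) and the markers had adjusted p = 0.0791.

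**Figure D1:**
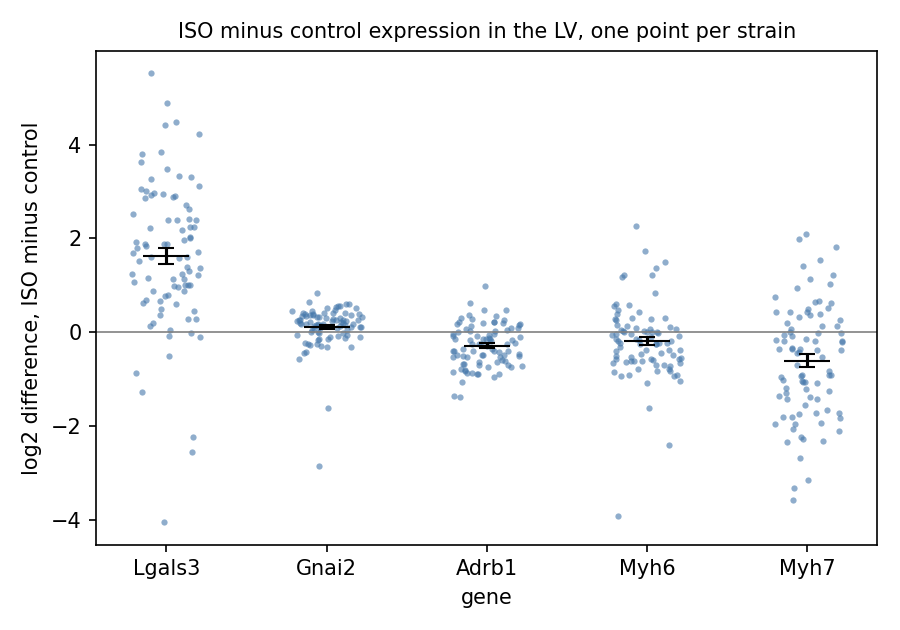
ISO minus control log2 intensity of Lgals3, Gnai2, Adrb1, Myh6 (ILMN_2640008) and Myh7 in each of 87 strains (1 point per strain, bar and whisker for the mean and SE). Lgals3 lies above 0 in 78 strains, Gnai2 in 64, Adrb1 in 25, Myh6 in 31 and Myh7 in 27.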

Finally, one of the most significantly up-regulated genes *Lgals3* was increased by 3.5-fold (adjusted p-value = 1.62E-22). *Lgals3*, or galectin-3, is an emerging clinical marker of cardiac fibrosis, adverse LV remodeling, and mortality in HF patients [42].

Gene ontology analysis of the up- and down-regulated probes was performed to examine the global changes in gene expression due to ISO. 

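Genes of the ECM rose together in ISO hearts. Of 56 measured collagens, matrix glycoproteins and matrix-modifying enzymes, 24 rose, 2 fell and 30 did not pass (fry, adjusted p = 8.77e-08). Tnc, the matrix glycoprotein tenascin C, rose by 98.6% (log2 fold change 0.99, SE 0.11, n = 87 strains), Mfap5, a protein of elastic microfibrils, by 76.1% (0.82, SE 0.09), Col14a1, a collagen that binds to fibrils, by 53.3% (0.62, SE 0.07), and Fbln2, the glycoprotein fibulin 2, by 36.9% (0.45, SE 0.05). Lamb2, a laminin of basement membranes, fell by 16.9%, and Ltbp1, which binds latent TGF-β, fell by 14.5%, both named after their values were seen. Of 27 matrix proteases and protease inhibitors, 9 rose, 2 fell and 16 did not pass (fry, adjusted p = 9.74e-08). Serping1, the complement C1 inhibitor, rose by 43.1%, and the metalloproteinases Mmp14 and Mmp2 by 42.1% and 37.5%. Timp4, a metalloproteinase inhibitor of the heart, fell by 28.8%, and Mmp13, a collagenase, fell by 20.1%, also named after their values were seen. Of 26 genes of TGF-β signaling, 7 rose, 1 fell and 18 did not pass (fry, adjusted p = 6.20e-07). Fstl1, a secreted glycoprotein related to follistatin, rose by 49.0%, Meox1, a homeobox transcription factor, by 43.1%, and Ccn2, connective tissue growth factor, by 35.9%, and Smad2, a signal transducer of the TGF-β receptors named after its value was seen, fell by 13.2%. Of 30 heparin- and polysaccharide-binding genes, 9 rose, none fell and 21 did not pass (fry, adjusted p = 3.85e-06), with Col5a1 up by 28.1%, Bgn, the proteoglycan biglycan, by 27.9% and Pcolce, an enhancer of procollagen processing, by 27.0%. Of 40 genes of growth factor binding, 12 rose, 3 fell and 25 did not pass (fry, adjusted p = 1.35e-04, and adjusted p = 0.0998 with an estimated correlation). Col3a1 and Col1a1, fibrillar collagens, rose by 61.9% and 56.3%, and Igfbp6, an insulin-like growth factor binding protein, by 41.4%, while Igfbp3, another such protein (-22.7%), Nrp1, a coreceptor of VEGF (-15.2%), and Ltbp1 fell, all 3 named after their values were seen. The counts of these 5 lists were the same when adjusted over the list alone. Of all 44 lists tested, 28 had a fry adjusted p under 0.05, 17 upward and 11 downward, and 14 of these also passed in camera with an estimated correlation. The ECM list had adjusted p = 0.0867, 2.66e-08 and 0.809 within the 3 sets of BeadChips, where 15, 32 and 0 of the 44 lists passed in fry, and 2 in the third set without BeadChip 24, the ECM list not among them (adjusted p = 0.323).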

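Genes of inflammation and of lysosomes were higher in ISO hearts. Of 44 genes of the response to wounding, 17 rose, none fell and 27 did not pass (fry, adjusted p = 4.06e-09). Saa3, an acute phase protein, rose by 60.4% (log2 fold change 0.68, SE 0.11, n = 87 strains), Alox5ap, which is needed for leukotriene synthesis, by 31.0% (0.39, SE 0.05), and Anxa1, an annexin that restrains inflammation, by 27.3% (0.35, SE 0.05). Of 41 lysosomal genes, 10 rose (11 when adjusted over the list alone), 1 fell and 30 did not pass (fry, adjusted p = 6.57e-09). Ctsh, a cysteine protease, rose by 32.9%, Cd63, a membrane protein of lysosomes, by 16.7%, and Manba, a lysosomal mannosidase named after its value was seen, fell by 14.9%. Of 41 chemokines and chemokine signaling genes, 14 rose (15 when adjusted over the list alone), 2 fell and 25 did not pass (fry, adjusted p = 1.33e-06). The chemokines Ccl8, Ccl12 and Ccl4 rose by 99.3%, 92.3% and 56.5%, and Pf4, platelet factor 4, by 41.4%, while Ackr3, a scavenging chemokine receptor, fell by 23.1%, and Cxcl9, a chemokine induced by interferon-γ, fell by 21.1%, both named after their values were seen.

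Of 42 actin cytoskeleton genes, 9 rose, 2 fell and 31 did not pass (fry, adjusted p = 0.00779, and adjusted p = 0.236 with an estimated correlation). Capg and Lcp1, actin-binding proteins of macrophages and other leukocytes, rose by 48.0% and 39.9%, whereas Ezr, which links actin to the cell membrane, fell by 21.1%, and Fscn1, an actin-bundling protein named after its value was seen, fell by 16.9%. Of 43 genes of prenylated proteins, 5 rose (6 when adjusted over the list alone), none fell and 38 did not pass (fry, adjusted p = 1.35e-04, and adjusted p = 0.0652 with an estimated correlation). They were the small GTPases Rab32 (33.1%), Rhou (21.4%), Rab31 (18.2%) and Rap2a (15.3%, named after its value was seen) and the nuclear lamin Lmna (15.0%). Of 42 genes with EGF-like domains, 7 rose, 5 fell and 30 did not pass (fry, adjusted p = 0.171), with Adgre1, the macrophage antigen F4/80, up by 34.3% and Vldlr, a lipoprotein receptor (-19.8%), and Scube2, a secreted protein (-26.0%, named after its value was seen), down beside Ltbp1, Notch4 and Dll4. Of 36 angiogenesis genes, 3 rose, 5 fell (6 when adjusted over the list alone) and 28 did not pass (fry, downward, adjusted p = 0.00102, and adjusted p = 0.232 with an estimated correlation). Anxa2, a binding protein of plasminogen, rose by 24.7% and Vegfd, a growth factor of lymphatic vessels, by 17.7%, beside Mmp14. Vegfa, the main growth factor of blood vessels, fell by 15.9%, Notch4, an endothelial receptor, fell by 14.1%, its ligand Dll4 fell by 16.1% and Tie1, an endothelial receptor tyrosine kinase, fell by 15.5%, beside Nrp1, of which Vegfd, Dll4 and Nrp1 were named after their values were seen. Within the 3 sets of BeadChips the adjusted p was 0.00567, 9.70e-09 and 0.513 (0.0247 without BeadChip 24) for the wounding list, 3.91e-04, 1.48e-08 and 0.849 for the lysosomal list and 0.016, 0.0262 and 0.513 for the angiogenesis list. The call of Lmna ended in the unpaired fit over 99 strains (log2 fold change 0.18, adjusted p = 0.0664), though not unpaired over the 87 strains (adjusted p = 0.0358), and under the fold threshold on single arrays with the BeadChip as a block, without background correction, with median scaling, with the first array only, with pairs on the same BeadChip and with identity-matched pairs (log2 fold changes between 0.187 and 0.199). The actin and prenylated protein lists lost their calls with median scaling (adjusted p = 0.215 and 0.165). The call of Notch4 ended without the arrays of low connectivity (log2 fold change -0.15), and those of Anxa1, Adgre1 and Rhou without background correction (0.11, 0.17 and 0.12).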

The up-regulated probes were most enriched for secreted signal glycoprotein, proteinaceous extracellular matrix (ECM), angiogenesis, polysaccharide binding, actin cytoskeleton, vacuole, response to wounding, chemokine signaling pathway, and epidermal growth factor (EGF)-like calcium-binding, prenylation and growth factor binding (S2B Table). The down-regulated probes were most enriched in mitochondrial matrix, mitochondrial inner membrane, and flavoprotein (S2C Table). 

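Genes of fatty acid oxidation and of flavoproteins were lower in ISO hearts. Of 35 genes of fatty acid oxidation, 10 fell, 1 rose and 24 did not pass (fry, adjusted p = 5.57e-08). Acot1, which hydrolyzes fatty acyl-CoA, fell by 44.8% (log2 fold change -0.86, SE 0.10, n = 87 strains), Decr1, which acts on unsaturated fatty acids, fell by 22.2% (-0.36, SE 0.06), and Cpt2, an enzyme of the carnitine shuttle, fell by 17.8% (-0.28, SE 0.04). Bdh1, which oxidizes the ketone body β-hydroxybutyrate, rose by 47.0% (0.56, SE 0.06). Of 39 flavoprotein genes, 9 fell, 1 rose and 29 did not pass (fry, adjusted p = 9.74e-08). Prodh, proline dehydrogenase, fell by 33.6%, Ldhd, a lactate dehydrogenase of mitochondria, fell by 25.9%, Gcdh, an enzyme of lysine breakdown, fell by 21.5%, and Cyb5r3, a cytochrome b5 reductase named after its value was seen, rose by 15.0%. Of 42 genes of the mitochondrial matrix and TCA cycle, 5 fell, none rose (1 when adjusted over the list alone) and 37 did not pass (fry, adjusted p = 3.58e-04, and adjusted p = 0.184 with an estimated correlation). These were Dbt (-23.3%) and Bckdha (-17.8%), subunits of the complex that breaks down branched-chain amino acids, Idh2, an isocitrate dehydrogenase (-16.8%), Hspd1, a chaperonin (-16.5%), and Pdk2, a kinase that inhibits pyruvate dehydrogenase (-14.1%, named after its value was seen). Of 55 genes of oxidative phosphorylation in the inner membrane, Cox6c, a subunit of cytochrome c oxidase, fell by 14.3%, and the other 54 did not pass (fry, adjusted p = 0.0298, and adjusted p = 0.480 with an estimated correlation). Of 22 targets and coactivators of PPARs, 5 fell, none rose and 17 did not pass (fry, adjusted p = 1.36e-06, and adjusted p = 0.0664 with an estimated correlation), namely Acot1, Vldlr, Esrrb, an estrogen-related receptor (-15.7%), Plin5, a lipid droplet protein (-14.3%), and Ppargc1b, a coactivator of mitochondrial genes (-14.4%, named after its value was seen). The counts were the same when adjusted over the list alone where no other is given. Over the same strains the mean log2 change of the macrophage markers was 0.33 (SE 0.05, higher in 73 of 87 strains). Within the 3 sets of BeadChips the adjusted p was 0.0149, 3.56e-10 and 0.882 for fatty acid oxidation, 0.016, 8.13e-09 and 0.692 for flavoproteins and, with an upward change in the third set, 0.0404, 2.66e-08 and 0.656 for the matrix list. In the unpaired fit over 99 strains the calls of Idh2, Cox6c and the oxidative phosphorylation list ended (adjusted p = 0.0736, 0.0550 and 0.116), and unpaired over the 87 strains those of Idh2 and the list did (0.0569 and 0.0729), while Cox6c passed (0.0254). The call of Cox6c ended under the fold threshold on single arrays with the BeadChip as a block (log2 fold change -0.19), with the first array only (-0.197), with pairs on the same BeadChip (-0.188) and, among settings chosen after seeing the data, without BeadChips 12, 23 and 24 (-0.165), without BeadChip 19 as well (-0.166) and with identity-matched pairs (-0.196). The call of that list ended in the first 3 of these settings (adjusted p = 0.0586, 0.0822 and 0.0718), with identity-matched pairs (0.0888) and with median scaling (0.115).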

Gene ontology analysis of the top 1000 correlated transcripts for each phenotype-expression pair was performed to identify processes specific for each phenotype. Under the baseline condition, transcripts that correlated with LVIDd were modestly enriched for actin-binding, cell junction and synapse. 

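In control hearts of the 61 strains whose baseline LVIDd could be read in the copy of S5 Table (3.15 to 4.22 mm, median 3.73 mm), the smallest p-value of a regression of expression on LVIDd was that of Otud7b, a deubiquitinase, named after its value was seen (p-value = 5.66e-05, adjusted p-value = 1.00). The 37 measured genes of actin binding, cell junction and synapse, among them Pdlim3, Nlgn2 and Chrnb1, held 1 of the 1000 probes with the largest absolute bicor, which are 3.89% of all probes. On balance this list did not move with LVIDd (fry, adjusted p = 0.905). Over all probes none passed an adjusted p-value of 0.05 in limma, and 917 had an unadjusted p-value under 0.05. Of the 44 gene lists none passed in fry, and glycolysis genes (unadjusted p = 0.0150) and skeletal muscle genes (unadjusted p = 0.0215) were the 2 with an unadjusted p under 0.05.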

At week 3 of ISO, transcripts that correlated with LVID and LVM were highly enriched for proteinaceous ECM, secreted signal glycoprotein, actin cytoskeleton, collagen, ECM receptor interaction, EGF, polysaccharide binding, and mitochondrial membrane (S2D Table). These findings provided strong evidence that ISO induced cellular and ECM changes of cardiac remodeling found in HF.

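ECM genes in ISO hearts did not pass a test of a joint relation to LVM at week 3 across 90 strains, whose means ran from 75.8 to 201.62 mg with a median of 122.65 mg (fry, adjusted p = 0.788). Of the 1000 probes with the largest absolute bicor with LVM, which are 3.89% of all probes, 4 belonged to the 56 ECM genes. None of these 4 correlations was positive, and over-representation among the 1000 was not tested. The actin cytoskeleton list held 1 of 42, the EGF-like list 2 of 42, the growth factor binding list 1 of 40, the heparin- and polysaccharide-binding list 0 of 30, the mitochondrial matrix list 2 of 42 and the oxidative phosphorylation list 2 of 55. For LVIDd at week 3, read for 63 strains in the copy of S5 Table (3.38 to 5.28 mm, median 4.13 mm), the ECM list held 2 of 56, the actin list 3 of 42 and the oxidative phosphorylation list 1 of 55, each with a fry adjusted p of 0.983. The smallest p-values of a regression on LVIDd were those of Hs6st2, which sulfates heparan sulfate (p-value = 1.02e-05), and Krr1, a factor of ribosome assembly (p-value = 1.18e-05), both with adjusted p-value = 0.152 and named after their values were seen. No probe passed an adjusted p-value of 0.05 in limma for LVM or LVIDd, and 1257 and 1228 had an unadjusted p-value under 0.05. None of the 44 lists passed in fry for either trait, and at an unadjusted p under 0.05 there were 2 for LVM and 0 for LVIDd. In simulated data of the same size, correlations of 0.4 were found in 65% of cases over 90 strains and in 17.5% over 63. These relations also need the right strain name on every array. In the check of strain labels, 0 of 12 arrays matched a partner on another BeadChip. The names were thus not borne out across BeadChips, which limits all of these relations further.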

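Markers of fibroblasts and myofibroblasts rose in ISO hearts. The lists of endothelial cells, smooth muscle cells and pericytes, T and NK cells and B cells did not pass in fry. Of 18 fibroblast markers 12 rose (13 when adjusted over the list alone), none fell and 6 did not pass (fry, adjusted p = 7.69e-10). Loxl1, which cross-links elastin, rose by 36.9% (log2 fold change 0.45, SE 0.06, n = 87 strains), and Pi16, a secreted peptidase inhibitor of fibroblasts, by 41.3% (0.50, SE 0.07), beside Mfap5 and Col3a1. Of 14 myofibroblast markers 6 rose, none fell and 8 did not pass (fry, adjusted p = 2.47e-08). These lists are not independent of the matrix genes, since the fibroblast list shares 8 genes with the ECM list and 3 with the growth factor binding list, and Acta2 also marks smooth muscle cells. Of 18 endothelial markers, Tie1 fell and 17 did not pass (fry, downward, adjusted p = 0.0975), with a mean log2 change of -0.06 (SE 0.03). Of 15 markers of smooth muscle cells and pericytes, Cspg4, a proteoglycan of pericytes, rose by 23.6%, as did Acta2, Myocd, a coactivator of smooth muscle genes, fell by 19.7%, and 12 did not pass (fry, adjusted p = 0.965, with a median of opposite sign to the test). Of 16 markers of T and NK cells, Prf1, the pore-forming protein of cytotoxic cells, fell by 23.8%, and 15 did not pass (fry, adjusted p = 0.800, also with a median of opposite sign). None of 11 B cell markers passed in limma, also at an unadjusted p-value under 0.05 (fry, adjusted p = 1.00). The mean change of the fibroblast markers was 0.38 on the log2 scale (SE 0.05) and was positive in 69 of 87 strains. The fibroblast list had adjusted p = 0.0149, 3.56e-10 and 0.551 (0.0549 without BeadChip 24) within the sets of BeadChips. The call of Tie1 ended without the arrays of low connectivity (log2 fold change -0.15), and those of Tie1 and Cspg4 without background correction (-0.17 and 0.14).

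**Figure D2:**
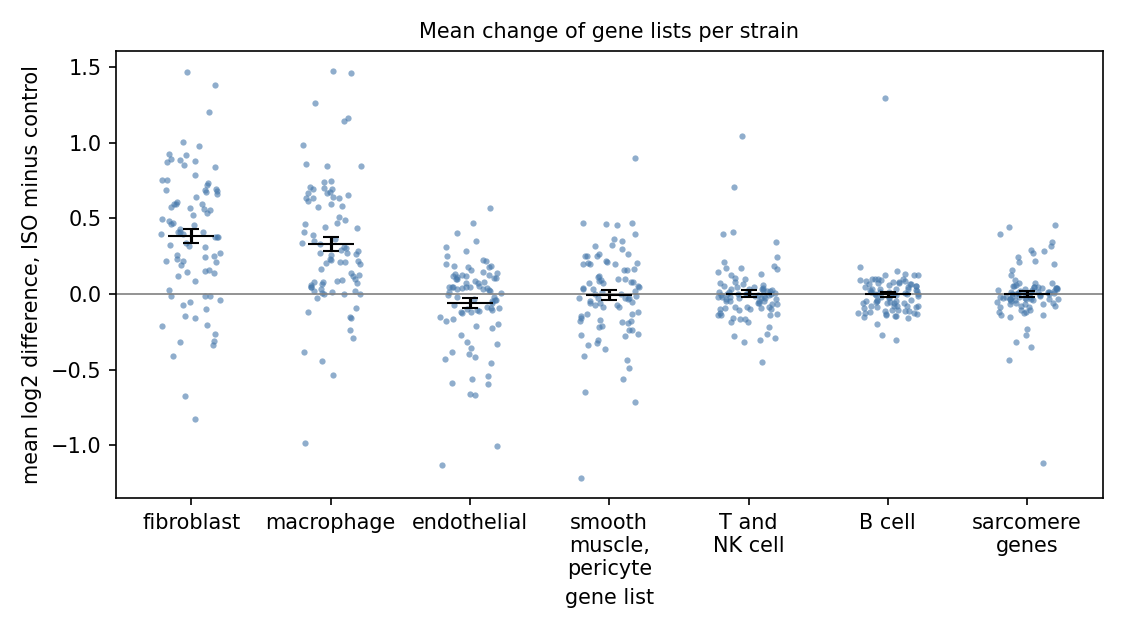
Mean ISO minus control log2 change of the fibroblast, macrophage, endothelial, smooth muscle and pericyte, T and NK cell, B cell and sarcomere gene lists in each of 87 strains (1 point per strain, bar and whisker for the mean and SE). The mean is 0.38 for fibroblast and 0.33 for macrophage markers, -0.06 (SE 0.03) for endothelial markers and -0.01 for smooth muscle and pericyte markers.

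From the decrease of Adrb1 and the increase of Gnai2, the paper draws a parallel to the reduced β-adrenergic responsiveness of cardiomyopathic hearts, and from the lower Myh7 and Myh6 it proposes less expression of structural proteins or more fibrous tissue. From the gene ontology terms of the changed probes and of the transcripts correlated with LVID and LVM, the paper reasons that there is strong evidence for ISO-induced changes in cells and ECM of the kind found in HF.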

### Association mapping of cardiac remodeling and gene expression identified candidate genes for 17 cQTL associated with ISO-induced cardiac remodeling traits

Association mapping at each ISO-treated time point was performed to define cQTLs for BBW- and HR-adjusted echocardiographic changes in measures from baseline. In addition, association mapping was performed for each gene transcripts under baseline and ISO-treated conditions, to define local expression quantitative trait loci (cis-eQTL) near each cQTL. Because genetic information flows from DNA to transcript to clinical phenotypes, a transcript with an eQTL that coincides with cQTL of a trait of interest may be hypothesized to be causal for the trait. Using a custom pipeline that overlays cQTL, cis-eQTL, expression-phenotype correlation, and structural variation, candidate genes for each cQTL were prioritized. 

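Several positional candidates of Table 2 changed in ISO hearts. Tnc, tenascin C, rose by 98.6% and 87.9% at 2 of its 6 probes, Ctsk, the collagen-degrading protease cathepsin K, by 60.2% (log2 fold change 0.68, SE 0.10, adjusted p-value = 2.71e-07, n = 87 strains), and Svep1, a cell adhesion protein of the ECM, by 59.0% (0.67, SE 0.08, adjusted p-value = 1.75e-10). Ecm1, an extracellular glycoprotein, rose by 26.1% and 37.1% at its 2 probes. Tmod4, a tropomodulin that caps actin filaments in skeletal muscle, fell at all 3 of its probes (-35.8%, -36.9% and -32.7%) and was lower in 75 of 87 strains at the first (log2 fold change -0.64, SE 0.06, adjusted p-value = 8.96e-14). Whrn, the scaffold protein whirlin, fell by 17.8% (-0.28, SE 0.05, adjusted p-value = 3.62e-06). Ciart, a repressor of the circadian clock, fell by 23.7% at 1 of its 2 probes (adjusted p-value = 0.0394), and the other had adjusted p-value = 0.0539. Jun, a subunit of the transcription factor AP-1, and Car14, a carbonic anhydrase, changed by 11.5% and -12.5%, under the fold threshold (adjusted p-value = 0.0219 and 0.00117).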

The significantly associated loci and candidate genes for echocardiographic measures are provided in Table 2. 

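Bckdhb, a subunit of the enzyme complex that breaks down branched-chain amino acids, had the smallest p-value among the candidates of Table 2 when expression was correlated with the trait of the locus. In ISO hearts its bicor with the change in IVSd, the thickness of the septum, at week 1 was 0.295 (permutation p = 0.00364, n = 90 strains), with Pearson's r of 0.295 (p = 0.00446), Spearman's rho of 0.314 (p = 0.00231) and r of 0.308 without the 2 strains farthest from the median of expression. Jun in control hearts had a bicor of -0.288 with IVSd at week 1 (p = 0.00644, n = 86), with Pearson's r of -0.271 (p = 0.0108), Spearman's rho of -0.292 (p = 0.00628) and r of -0.224 without the 2 farthest strains. Both were named after their values were seen. In all, 172 pairs of 80 probes of 43 genes with a trait were computed, and 7 had an unadjusted p under 0.05. Of these, 2 were among the 104 pairs of genes that Table 2 marks as correlated and 5 among the 68 others. Table 2 marks genes and names no probe or condition, so not each of the 104 pairs is one that the paper reports. By Pearson's r 16 pairs had one, 11 marked and 5 not, and by Spearman's rho 11, 7 marked and 4 not. None passed an adjusted p of 0.05, the smallest being 0.548 for bicor, 0.378 for r and 0.397 for rho. In ISO hearts the bicor of Bckdhb was 0.227, 0.301 and 0.0452 within the 3 sets of BeadChips (23, 48 and 19 strains), and in control hearts that of Jun was -0.363, -0.0156 and -0.351 (24, 48 and 14 strains), so that the relation of Jun did not hold in the second set. A correlation across strains needs the right strain name on every array. In the check of strain labels, 0 of 12 arrays matched a partner on another BeadChip. The names were thus not borne out across BeadChips, which limits all of these values.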

All significantly associated loci as well as supporting evidence described above are provided in S6 Table. All SNPs with association p-value < 0.001 are provided in S7 Table.

**Table 2:** Significant association loci.

Chr	Start	End	Range	Trait	rsID	P-value	MAF	ES	ω^2^	Analyses	Candidate genes
1	187.4	187.6	0.2	LVIDd	rs32292745	2.97E-06	0.08	0.21	1%	1dLVIDd	*Lyplal1*
3	82.1	82.6	0.5	FS	rs32712632	9.06E-07	0.3	6.1	14%	3FS	**Tdo2**, **Accn5**, **Gucy1a3**
3	94.3	95.7	1.4	LVIDd	rs33064660	1.30E-06	0.22	0.29	7%	3LVIDd	*Rorc*, **Oaz3**, **Mrpl9**, Snx27*, **Selenbp1**, **Psmd4**, **Tmod4**, **Gm128**, **Bnipl**, **Anxa9**, **Lass2**, **Ctsk**, Golph3l, **Ecm1**, **Prpf3**, **Mrps21**, **Gm129**, **BC028528**, **Car14**
4	54.2	55	0.8	LVM	rs27794497	9.30E-07	0.36	18.2	11%	3LVM,3dLVM,1LVM,1dLVM	***Klf4***
4	58.2	58.3	0.1	LVIDd	rs27851114	2.78E-06	0.06	0.2	6%	1dLVIDd	**Txndc8**, Svep1, Musk
4	62.4	62.7	0.3	LVM	rs28295600	3.77E-06	0.39	18.2	9%	3LVM	*Rgs3*, Zfp618, **Orm3**, **Whrn**
4	63.7	64	0.3	LVM	rs3656076	1.74E-07	0.44	20.8	8%	3LVM,3dLVM	Tnc
4	93.1	95.2	2.1	IVSd	rs28128253	4.65E-09	0.36	0.10	15%	1IVSd	**Jun**
7	51.5	52.4	0.9	LVM	rs40560913	1.44E-09	0.4	18.8	10%	3LVM,3dLVM,2LVIDd,iLV,dLV	Myh14, Izumo2*
9	66.9	69.6	2.7	IVSd	rs49424819	7.35E-07	0.35	0.09	1%	1dIVSd	M5C1000I18Rik, ***Vps13c***
9	74.9	75.8	0.9	FS	rs33896682	3.41E-06	0.40	3.22	4%	2dFS	Arpp19*, Bmp5
9	75.8	80.2	4.4	IVSd	rs13480288	1.95E-09	0.38	0.10	12%	1dIVSd	**Tinag**, Lrrc1*, **Omt2b**, **Impg1**
9	84	84.6	0.6	IVSd	rs36266287	6.89E-07	0.38	0.09	6%	1dIVSd	Bckdhb, Fam46a
11	36.8	36.9	0.1	LVIDd	rs6333970	2.83E-06	0.31	0.25	8%	1LVIDd	Tenm2
12	57.8	57.9	0.1	LVIDd	rs47048438	3.41E-06	0.07	0.20	1%	1dLVIDd	**Nkx2-9**, Slc25a21*
15	40	40.1	0.1	FS	rs48791248	2.71E-07	0.10	6.79	14%	1FS	Dpys, **Lrp12**, **Zfpm2**
18	47	49.2	2.2	FS	rs51860788	1.04E-06	0.41	6.62	6%	2FS	**Trim36**

Start and end positions as well as range are in the unit of Mb. Peak p-value and SNP rsID and are listed. If multiple SNPs have the same p-value, only one representative rsID is listed and indicated by an underline. MAF denotes the minor allele frequency. ES denotes the effect size per allele. The units for the effect sizes are mm for IVSd and LVIDd, mg for LVM, and % for FS. Variance explained is denoted by ω^2^. Analyses are the analyses in which the SNP exceeded the genome-wide significant threshold. If multiple analyses yielded significant p-value at a given SNP, the underlined analyses has the most statistically significant p-value. Candidate genes are denoted by structural variation (underlined), cis-eQTL (italics) and correlation with trait were present (bold). *Golph3l* and *Bmp5* have a stop_gained variant. *M5C1000I18Rik* and *Dpys* have a splice acceptor variant. *Dpys* has 2 missense variants.

* denotes that one of the lead SNPs resided in the gene.

A total of 17 genome-wide significant cQTL were identified, including 4 for IVSd, 5 for LVIDd, 4 for LVM and 4 for FS, many of which were less than 1 Mb in size (Table 2). As expected, some of the correlated measures mapped to the same loci across ISO-treated time points or traits (S8 Fig). We compared our loci with available cardiovascular disease GWAS loci in human (S8 Table). One of the loci for week 1 IVSd hypertrophy near *Fam46a* on chromosome 9 has previously been shown in a multi-ethnic GWAS meta-analysis to be associated with systolic and diastolic blood pressure (p-value = 6.2 x 10^−5^ and 5.5 x 10^−7^, respectively) [43]. One of the loci for week 1 FS near *Lrp12* and *Zfpm2* on chromosome 15 has previously been shown in a small human GWAS to be associated with sudden cardiac arrest due to ventricular tachycardia and ventricular fibrillation in patients with coronary artery disease (p-value = 1 x 10^−6^) [44].

### *Klf4* is a causal gene for ISO-induced LVM hypertrophy

A locus on chromosome 4 was significantly associated with LVM at week 3 (Fig 6A). LVM hypertrophy at weeks 1 and 2 and LV weight hypertrophy were also associated with this locus at lesser significance levels, while baseline LVM did not map to this locus (S8A–S8C Fig). Mouse strains with the GG and the TT genotypes at the lead SNP rs2779449 (p-value = 9.3 x 10^−7^) conferred a median week 3 LVM of 117 mg and 135 mg, respectively. SNP rs27794497, located in an intergenic region between *Tmem38b* and *Zfp462*, and surrounding SNPs in LD (r^2^ > 0.8) spanned a region containing 4 genes (Fig 6B). Among these genes, *Klf4* alone had a significant cis-eQTL at SNP rs27794497 (p-value = 5.9 x 10^−5^) and was significantly correlated with LVM hypertrophy at week 3 (bicor = -0.3, p-value = 0.0088; S8D and S9 Figs). 

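Klf4, which encodes a zinc finger transcription factor, was measured by 3 probes, and none changed with ISO (ILMN_1241903 by -8.41%, ILMN_2999439 by -1.45% and ILMN_1221264 by -6.72%, adjusted p-value = 0.334, 0.886 and 0.369, limma, n = 87 strains). The bicor of ILMN_2999439 in control hearts with the change in LVM from baseline to week 3 was -0.0998 (permutation p = 0.362, n = 84 strains), with Pearson's r of -0.0658 (p = 0.551), Spearman's rho of -0.0973 (p = 0.376) and r of -0.0639 without the 2 strains farthest from the median of expression. In ISO hearts the same probe had a bicor of 0.0885 (p = 0.405, n = 90), r of 0.0272 (p = 0.797), rho of 0.0535 (p = 0.616) and r of 0.0160 without the 2 farthest strains. By class of strain the bicor was -0.340 in 27 classical and 0.0222 in 57 RI strains in control hearts (permutation p of the difference = 0.0818, adjusted p = 0.132 over 12 differences), and -0.259 in 29 and 0.256 in 61 in ISO hearts (permutation p = 0.0218, adjusted p = 0.0944). ILMN_1221264 in control hearts had a bicor of -0.212 with the change in LVM (p = 0.0515), r of -0.211 (p = 0.0532), rho of -0.219 (p = 0.0448) and r of -0.188 without the 2 farthest strains, and ILMN_1241903 had a bicor of -0.159 (p = 0.147), r of -0.177 (p = 0.106), rho of -0.194 (p = 0.0759) and r of -0.108 without them. Of the 12 pairs of probe, condition and trait (LVM at week 3 or its change), none passed an adjusted p of 0.05, the smallest adjusted p of a bicor was 0.184, and 1 had an unadjusted p under 0.05. By Pearson's r 2 had one and by Spearman's rho 4. By bicor 7 had one in classical strains alone (smallest adjusted p 0.0561) and 1 in RI strains alone. Without BeadChips 12, 23 and 24, a setting chosen after seeing the data, the number was 4, and without the 2 farthest strains 0. Within the 3 sets of BeadChips the bicor of ILMN_2999439 with the change in LVM was -0.252, -0.0877 and 0.271 in control hearts and that of ILMN_1221264 was -0.209, -0.273 and 0.142 (24, 48 and 12 strains), so that its sign did not hold in the third set. All of these values are limited by the strain labels, since 0 of 12 arrays matched a partner on another BeadChip and the names were not borne out across BeadChips.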

Our results suggest that *Klf4* is a negative modulator of ISO-induced LVM. During the course of this study, Yoshida *et al*. demonstrated that, when subjected to ISO, cardiomyocyte-specific *Klf4* knock-out mice demonstrated enhanced cardiac hypertrophy, augmented cellular enlargement, exaggerated expression of the transcriptional regulator myocardin and fetal cardiac genes [45].

**Fig 6:**
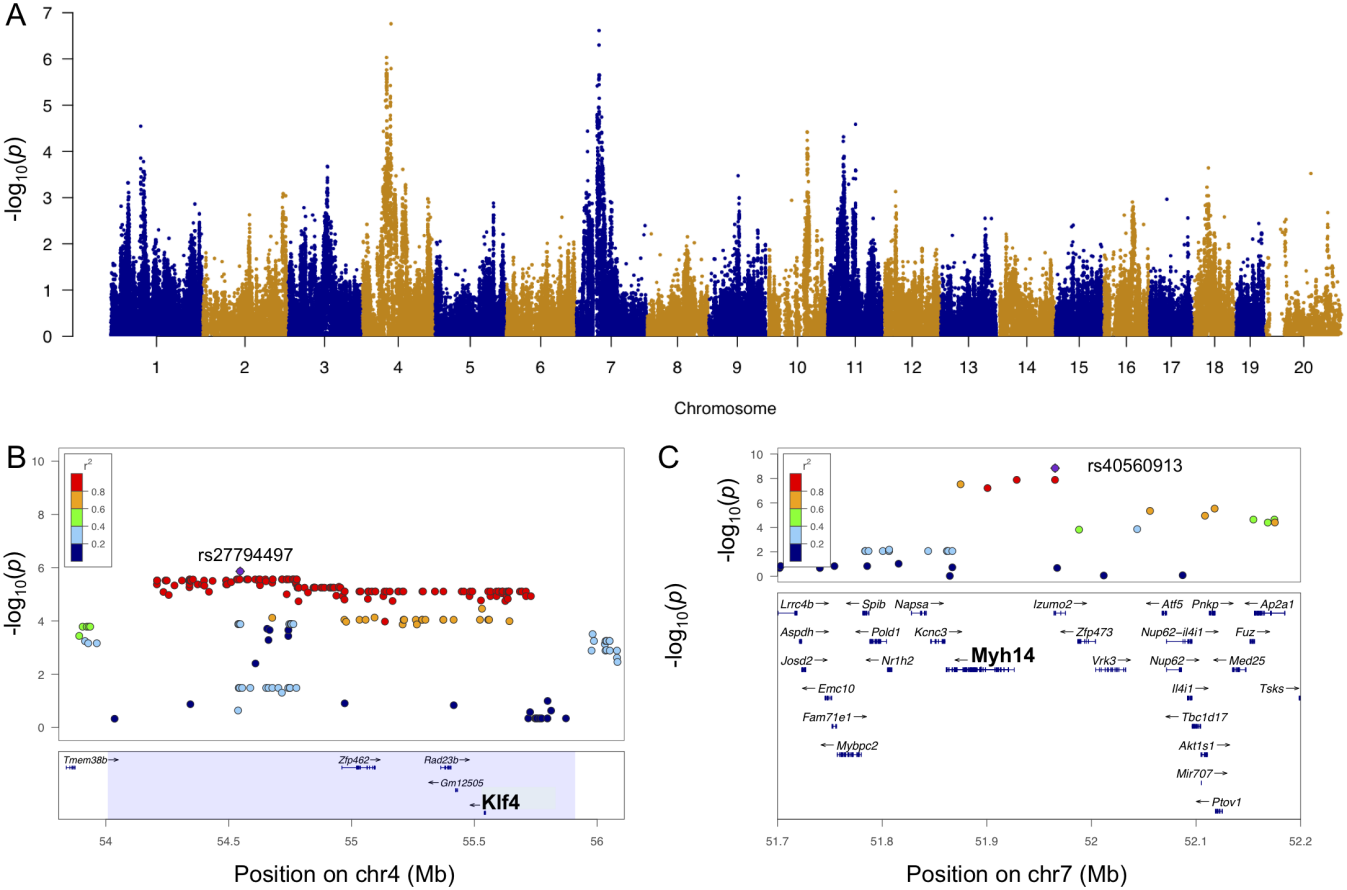
Genome-wide association for week 3 LVM. A. Manhattan plot for week 3 LVM. B. Regional plot for week 3 LVM around peak SNP rs27794497 (purple). C. Regional plot for week 3 LVM hypertrophy around SNP rs40560913 (purple). Pairwise r2 between the peak SNP and the surrounding SNPs are denoted by color scale.

### *Myh14* is a causal gene for ISO-induced LVM hypertrophy

In addition, a locus on chromosome 7 was significantly associated with LVM hypertrophy at weeks 3 (Fig 6A). This locus was also associated with LVM hypertrophy at week 1 and LV weight hypertrophy at lesser significance levels, while baseline LVM did not map to this locus (Fig 7). Mouse strains with the AA and the GG genotypes at the lead SNP rs40560913 (p-value = 1.44 x 10^−9^) conferred a median LVM increase of 43 mg and 28 mg, respectively. SNP rs40560913, located in the intron of *Izumo2*, and surrounding SNPs in LD (r^2^ > 0.8) spanned only one other gene *Myh14* (Fig 6C).

**Fig 7:**
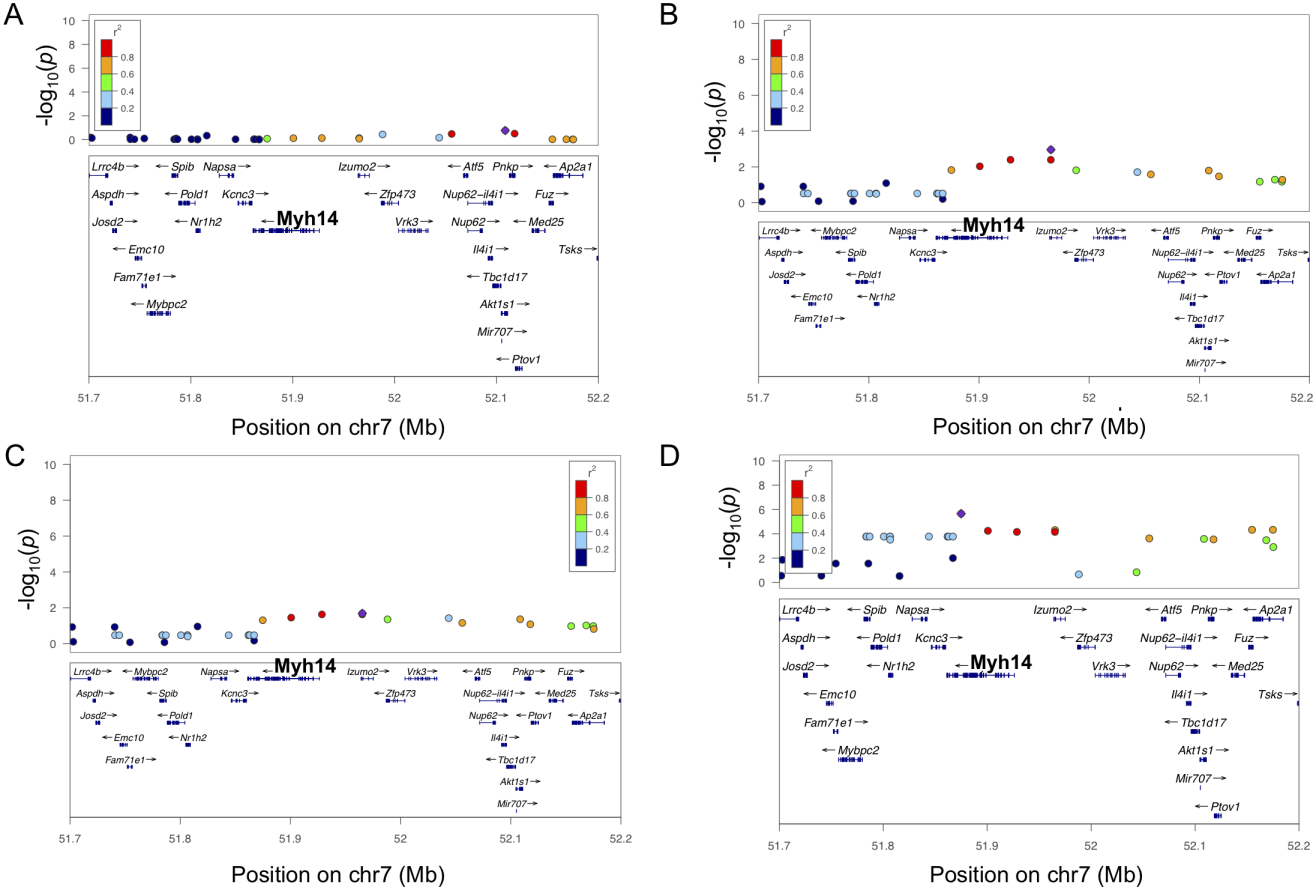
Regional plots of LV hypertrophy at chromosome 7 across time points. A. Regional plot for LVM at baseline. B. Regional plots for ISO-induced LVM hypertrophy at week 1. C. Regional plots for ISO-induced LVM hypertrophy at week 2. D. Regional plot for ISO-induced LV weight hypertrophy at week 3.

Neither *Izumo2*, a sperm-specific gene, nor *Myh14* was represented on the expression array used in our study. By qPCR of available matching control and ISO RNA samples in 26 mouse strains, we found *Myh14* expression to be increased by 46% with ISO treatment (p-value = 0.002). The available qPCR results was not adequate to map for eQTL. As *Myh14* was represented on microarray platforms used in prior HMDP studies, we queried our cis-eQTL database and found that *Myh14* has cis-eQTL signals across multiple tissues at the same locus and its expression in adipose and liver was negatively correlated with body mass normalized heart weight at week 8 in the HMDP obesity study (S9 and S10 Tables) [18]. Based on these findings, we hypothesized that *Myh14* was the causal gene for this locus.

MYH14 is a non-muscle myosin involved in mechanotransduction—knockout of the gene/protein has no basal phenotype [2] and the role of MYH14 has never been comprehensively determined in the heart. To validate *Myh14* as a causal gene for LVM hypertrophy, we performed siRNA knock-down of *Myh14* in neonatal rat ventricular myocytes (NRVM) followed by phenylephrine and ISO stimulation *in vitro*. *Myh14* knock-down demonstrated > 70% efficiency (Fig 8A). *Myh14* siRNA treated cells displayed poor attachment to the tissue culture plates (Fig 8B). In addition, quantitative measurements of cell size showed that *Myh14* siRNA treated NRVMs failed to undergo characteristic cellular hypertrophy under phenylephrine (PE) and ISO stimulation (Fig 8C) and resulted in decreased cell viability (Fig 8D).

**Fig 8:**
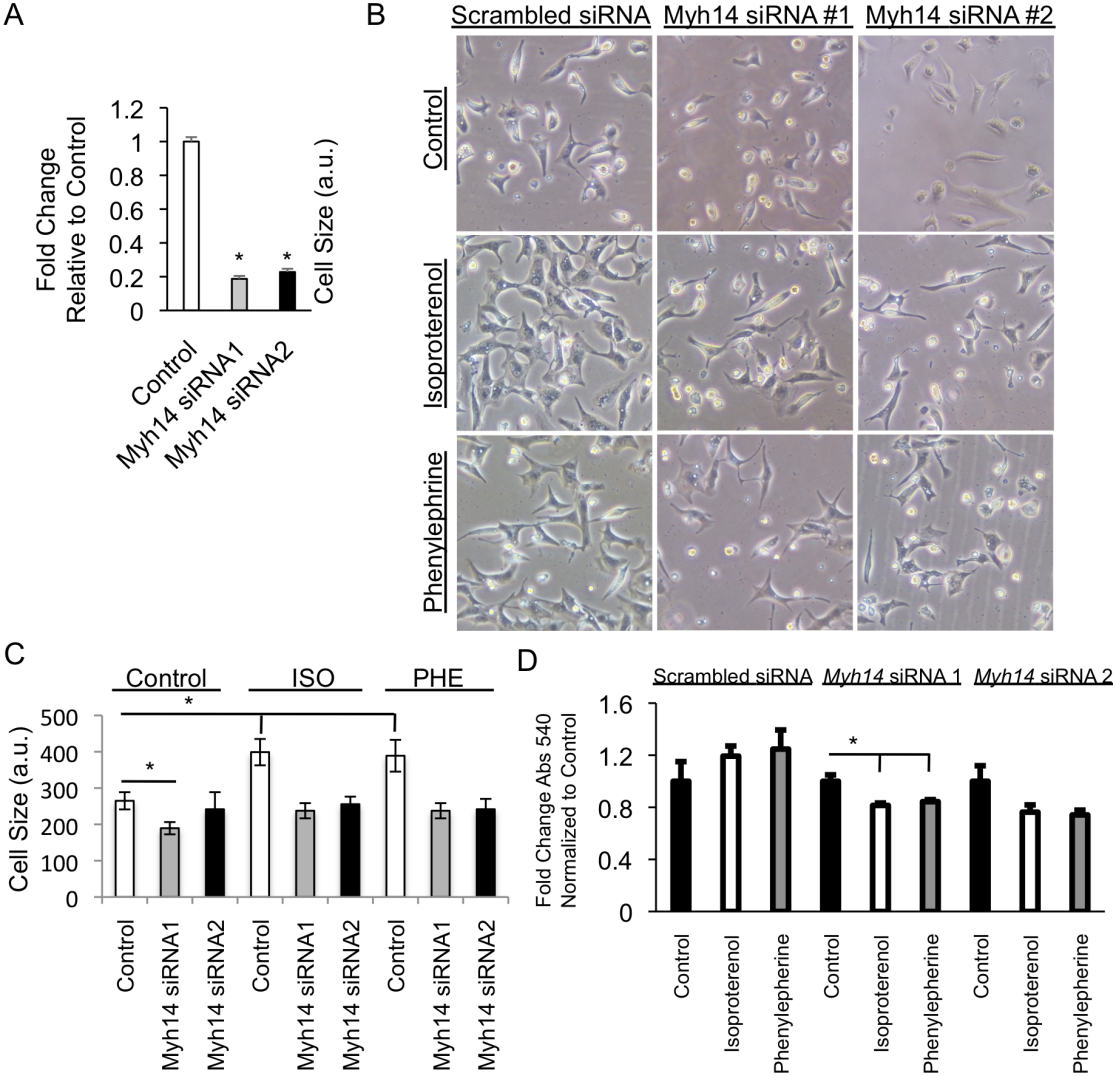
*Myh14* knock-down in stressed neonatal rat ventricular myocytes (NRVMs) causes abrogation of hypertrophic response and decreased cell viability. Knock-down of *Myh14* in NRVMs using siRNA (A), followed by ISO and phenylephrine (PHE) treatments, showed the *Myh14* knock-down treated NRVMs displayed poor attachment to tissue culture plates (B), did not undergo characteristic hypertrophy (C) and resulted in decreased cell viability based on MTT assay (D). Error bars are SEM, n = 3. * denotes p < 0.05.

To further examine the role of *Myh14* in cardiac remodeling *in vivo*, we obtained *Myh14*^-/-^ mice from the Adelstein lab [40]. Wild-type, heterozygous (*Myh14*^+/-^) and homozygous (*Myh14*^-/-^) littermates were not phenotypically different and no disproportionate spontaneous sudden death was observed in *Myh14* deficient mice (oldest *Myh14*^-/-^ mouse 12 months to date). qPCR analysis showed a complete loss of *Myh14* expression in *Myh14*^-/-^ hearts (Fig 9H). ISO-induced LVM and LVIDd hypertrophy were significantly increased in *Myh14*^-/-^ and *Myh14*^+/-^ versus wild-type controls (Fig 9A and 9B). There were no significant differences in baseline EF among genotypes but ISO-treated *Myh14*^-/-^ mice demonstrated a trend towards EF reduction compared to *Myh14*^+/-^ and WT mice (Fig 9C). Cardiomyocyte cross-sectional area, as measured by wheat germ agglutinin (WGA) staining, showed that cardiomyocytes from ISO-treated *Myh14*^-/-^ mice were more significantly hypertrophied compared to *Myh14*^+/-^ and WT mice (Fig 9D and 9E). Histological sections of *Myh14*^-/-^ hearts revealed no abnormal phenotype at baseline but increased myocardial fibrosis and intercalated disc disarray after ISO treatment (Fig 9F and 9G). RT-PCR demonstrated the up-regulation of immediate early gene *Myc*, fetal gene *Nppb*, and fibrosis gene *Lgals3* in ISO-treated *Myh14* deficient hearts compared to controls (Fig 9H).

**Fig 9:**
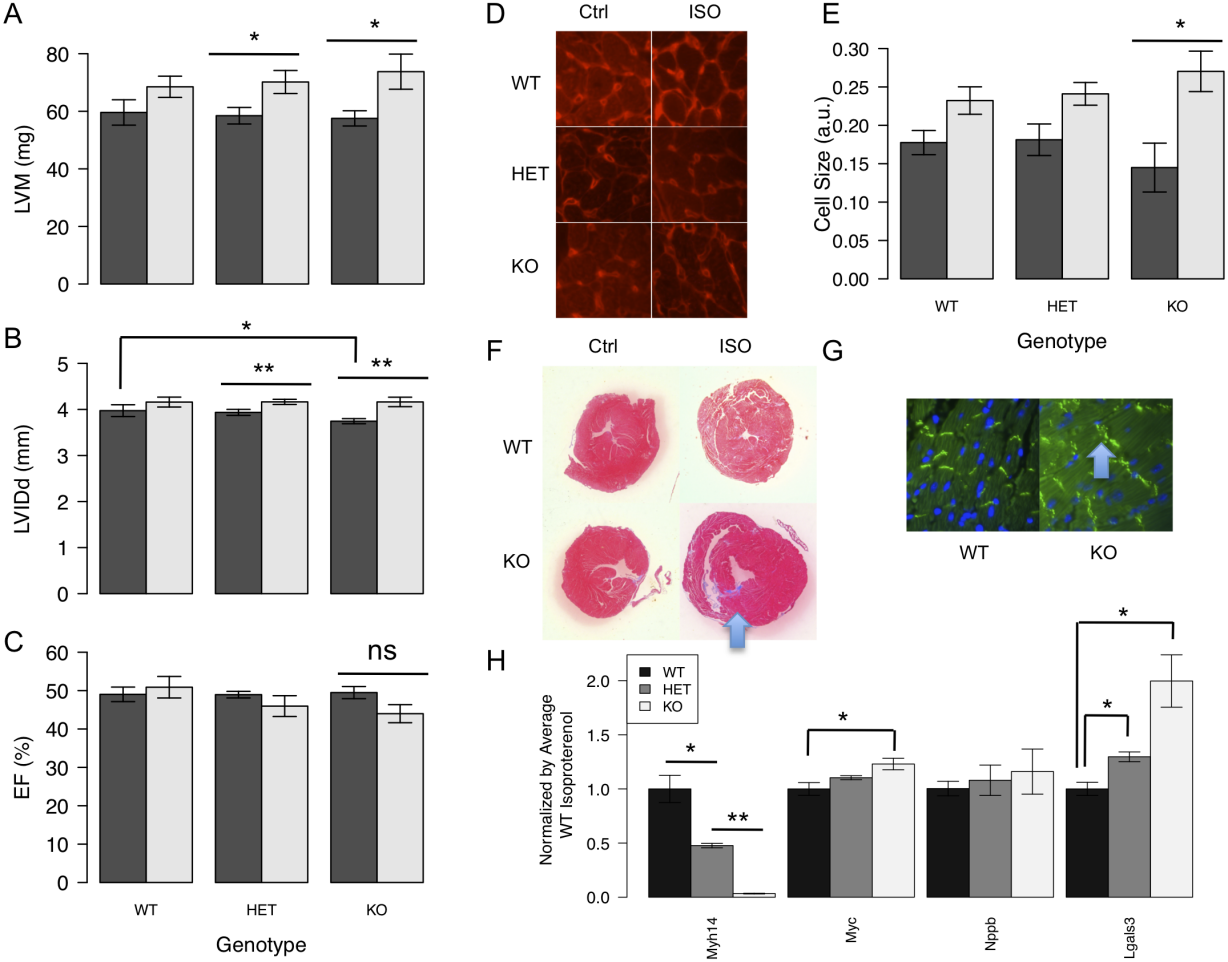
*Myh14* deficiency under ISO results in LVM hypertrophy, LVIDd dilation, increased cardiomyocyte size, fibrosis, intercalated disc disarray, and hypertrophic signals. Female mice of wild-type (WT), heterozygous (HET) and knockout (KO) *Myh14* genotypes were treated with ISO at 10–12 weeks of age (n = 6, 9, and 7, respectively). *Myh14* deficiency conferred an increase in ISO-induced LVM hypertrophy (A) and LVID dilation (B). There was a trend towards decreased ISO-induced EF (C) due to *Myh14* deficiency. Cardiomyocyte cross-sectional area, as measured by wheat germ agglutinin (WGA) staining (D), showed that cardiomyocytes from ISO-treated KO mice were more significantly hypertrophied compared to HET and WT mice (E). Dark gray bars (baseline in A and B; average of baseline and week 1 in C; control in E). Light gray bars (average of weeks 1–3 measures in A and B; average of weeks 2–3 measures in C; ISO-treated in E). *Myh14* deficiency conferred an increase in ISO-induced fibrosis (blue arrow) by Masson’s trichrome staining (F) and an increase in intercalated disc disarray (blue arrow) by β-catenin staining (G). Cardiac tissue gene expression of hypertrophic and fibrosis markers were examined by RT-PCR at the end of a 3-week ISO infusion (H). *Myc*, *Nppb*, and *Lgals3* were increased with *Myh14* deficiency. Error bars are SEM, n = 3. * represents t-test p-value < 0.05. ** represents t-test p-value < 0.005.

### The HMDP resource

The study data, including gene-gene and gene-trait correlations as well as clinical trait and transcript mapping, can be accessed via a user-friendly web-based interface at http://systems.genetics.ucla.edu/.

## Discussion

Human HF GWAS have identified a handful of genetic determinants that explain a small proportion of the genetic variance, in spite of involving tens of thousands of individuals [46]. Given the breadth of etiological and clinico-pathological heterogeneity, even larger cohorts may not be big enough to discriminate signals from noise. We carried out an alternative approach in the mouse, which has several advantages over human. First, we used multiple mice per strain and were able to fully control the age, environment, severity and timing of cardiac injury, to accurately assess cardiac remodeling with minimal confounding. As a result, our heritability estimates of LVM were significantly higher than that in human of 24–32% in the Framingham Heart Study [47] and 36–47% in an Australian twin study [48]. The relatively high heritability provided sufficient power to uncover novel loci not previously identified in human. Second, the HMDP strains have either been sequenced or densely genotyped, eliminating genotyping costs and errors. Third, access to control and ISO LV transcriptome as well as sequence variation in 17 of the classical inbred strains available from the Wellcome Trust Mouse Genomes Project (MGP) allowed us to examine cis-eQTL, transcript-to-trait correlations, and functional variants to prioritize candidate genes and generate hypotheses for functional validation without prior knowledge in an unbiased manner, thus overcoming some of the challenges of working with relatively long LD in mice. Given the paucity of association signals in humans, we consider the association signals we observed in mice to be complementary to existing human studies. While the individual genetic variants observed in mice may not be identical to the variants observed in human populations, candidate genes from this study help identify genes and/or pathways participating in modifying mechanisms of heart failure pathology.

We recognize that using only one gender is a limitation of our study that prevents us to readily extrapolate our findings to male mice. During the pilot phase of the study, we observed a slightly wider phenotypic separation among the 4 core classical inbred strains (A/J, C57BL/6J, C3H/HeJ, and DBA/2J) in females than in males, which is important for our association mapping study design. Under the constraints of cost for animal procurement and maintenance, we chose to study females only. We believe that at least some of the findings observed in females will likely recapitulate in males, since gender differences in mortality in humans appear to be predominantly due to factors, such as age, co-morbidities and treatment approaches [49], rather than gender itself. Moreover, higher rates of mortality and cardiogenic shock have been observed in women compared with men after acute myocardial infarction [49], yet females are under represented in both human and mouse studies.

Our study established an echocardiographic reference range for 100+ inbred mouse strains. To minimize the variability to handling among different mouse strains, inhaled isoflurane, one of the most commonly used agent for prolonged anesthesia in mice, was administered during echocardiography. Based on recent studies on sedated mice, FS of 33% and 32% in 129X1/SvJ male and C57BL/6J female mice were similar to our strain averages of 33% and 34%, respectively [50,51].

Inhaled anesthetics, including isoflurane, are known cardiac depressants, especially upon deep sedation. In a study involving C57BL/6 male mice, mean arterial pressure (MAP), HR, and body temperature at an isoflurane concentrations of 1.5% (volume-to-volume, v/v) remained comparable to the conscious state for up to 90 minutes post-induction [52]. In another study using C57BL/6 male mice, where HR was fixed at different dosages/depths of isoflurane [53], echocardiographic measurements were found to be highly reproducible at a high HR (475–525 bpm) but were correlated with HR under a low HR (350–400 bpm). Although no comparable prior data exist for the vast majority of the mouse strains in our study, we empirically observed that different mouse strains exhibited variable sensitivity to anesthesia and that HR correlated to a number of echocardiographic measures representing cardiac inotropy and chamber size (S6B Fig). Therefore, we adjusted for HR as a covariate and a surrogate for isoflurane sensitivity in our analysis. In spite of concerns regarding HR being a confounding factor and surrogate marker for variable isoflurane sensitivity, correlations among echocardiographic measures remained roughly unchanged, before and after adjusting for HR, consistent with relatively minor cardiac depressive effects of isoflurane.

In spite of ongoing inotropic stimulation by ISO throughout the 3-week treatment time course, some strains displayed the same or decreased FS at later ISO time points compared to baseline, consistent with a decrease in contractile reserve—an observation in early HF stages of decreased cardiac function augmentation to direct inotropic stimulation—marked by reduced beta-adrenergic receptors along with altered sarcoplasmic reticulum Ca2+-adenosine triphosphatase 2a (SERCA2a) and phospholamban [54]. Our narrow-sense heritability estimates were roughly half of broad-sense heritability estimates, suggesting that both additive and dominant/epistatic genetic effects play important roles in the genetic variance of HF.

Our association analyses provided direct evidence that common genetic variation control ISO-induced cardiac remodeling. The following considerations are relevant to the interpretation of the results. Equivalent dosages of ISO were given to each strain to control the degree of cardiac insult. Although we could not control for ISO metabolism, we believe its contribution to the results was minor. Linkage analysis using only the BXD RI strains resulted in a significant reduction in resolution (S10 Fig). On the other hand, association analysis using only the classical inbred strains suffered a significant loss of power (S11 Fig). Our study, which combines the classical inbred and RI strains to achieve high genetic resolution and adequate statistical power, represents a substantial improvement over traditional linkage analysis. In addition, panel-specific SNP selection based on minor allele frequency and missing genotype cutoffs could indirectly affect association results. For example, SNPs that did not meet the minor allele frequency and missing genotype cutoffs in the entire HMDP panel resulted in the loss of association signals around the 40 Mb region on chromosome 7 (S11C Fig). Moreover, genetic variation that is well represented among the BXD panel could contribute more substantially to the association results, due to the fact that the BXD panel (44 strains) was highly represented among the entire HMDP panel (104 strains) (S10 Fig). In the setting of a relatively narrow phenotypic spectrum, adjustments for uncorrelated covariates can deflate the association results. For example, baseline FS, which was not correlated to BBW and has a similar narrow-sense heritability estimate as ISO-treated FS, had two associated loci prior to but none after BBW adjustment. Finally, the significantly associated loci explained about 23–38% of the total variance observed, which is significantly higher than in human HF GWAS.

In our previously published manuscript, we identified a number of heart weight and fibrosis loci but none for ISO-induced LV weight hypertrophy [21]. A number of factors may have hampered the detection of association signals for LV weight. For example, LV weight hypertrophy for each strain was estimated based on the difference of the strain averages from control and ISO-treated cohorts. Given the small numbers of individuals in each cohort, variation in LV weight due to variation in body size and cardiac chamber dissection may have introduced errors in ISO-induced LV weight hypertrophy estimates per strain. In contrast, LVM was measured non-invasively, which allowed for repeated measurements in the same animal. The baseline LVM estimate served as an internal control measure for body size in each mouse treated with ISO. This approach represented an important advantage over our previous analysis, which allowed us to estimate ISO-induced LVM hypertrophy more accurately and improve the power of association analysis. Of note, the LVM measurements demonstrated a positive bias in the upper ranges as a result of its derivation, which contains a constant multiplier:

$$\text{LV mass }(\text{Penn})\;=\;1.04\;([\text{LVIDd }+\text{ PWd }+\text{ IVSd}{]}^{3}\;-\;[\text{LVIDd}{]}^{3})\;-\;13,6\text{ g},$$

where LVIDd represents left ventricular internal dimension at end diastole, PWd represents posterior wall thickness at end diastole, and IVSd represents interventricular septal wall thickness at end diastole.

In a mapping study, the spread rather than the absolute values of the data drives the association analysis. Therefore, in spite of the positive bias in the upper ranges, LVM and LV weights yielded similar association results (Figs 6C and 7D), with LV weight having a reduced statistical significance as compared to LVM.

Our association analysis not only highlighted a number of genomic regions and genes for HF susceptibility in mice, it also provides independent supportive evidence for syntenic regions in humans and is complementary to existing and future human HF genome-wide association and family-based linkage studies. For example, a candidate causal genomic region or gene for HF or inherited cardiomyopathy in humans not reaching statistical significance may be recovered based on additional supportive evidence from mice. Next, based on the central dogma that the flow of genomic information starts from the DNA, to the RNA then to the phenotype of interest, the cardiac transcriptome data allow us to generate hypotheses to test causal inference. For instance, when the transcript level of a gene in an association locus is associated with genetic variation and correlates with phenotype, we may hypothesize that the gene could be causally related to the phenotype, thereby facilitating prioritization of candidate genes in an association locus (Fig 10). Our data could be used to explore the roles of individual candidate genes in existing human GWAS loci. In addition, we have provided a rich data resource for the HF research community to interrogate a given gene’s relationship with other genes in the cardiac transcriptome. For example, a HF community researcher studying a novel HF gene X may be interested in its upstream regulatory and downstream regulated genes. In addition to identifying other genes in the cardiac transcriptome that correlated with gene X, a search for gene X’s trans-eQTL, a distant locus controlling the expression of gene X, may reveal a number of putative upstream regulators of gene X for hypothesis driven experiments and testing. On the other hand, if gene X was regulated at the local level, identification of additional cardiac transcripts regulated by the same locus could reveal gene X’s putative downstream targets. Finally, the differentially expressed cardiac transcripts that correlated with cardiac remodeling phenotypes represent a set of genes that may play important roles in HF pathogenesis and compensatory changes and may be enriched for HF biomarkers. Our transcriptome data could complement existing human transcriptome data, a valuable set of transcripts that represent the true spectrum of human HF but whose RNA sample quality may be more variable, to identify additional players of HF pathogenesis, compensatory changes and biomarkers.

**Fig 10:**
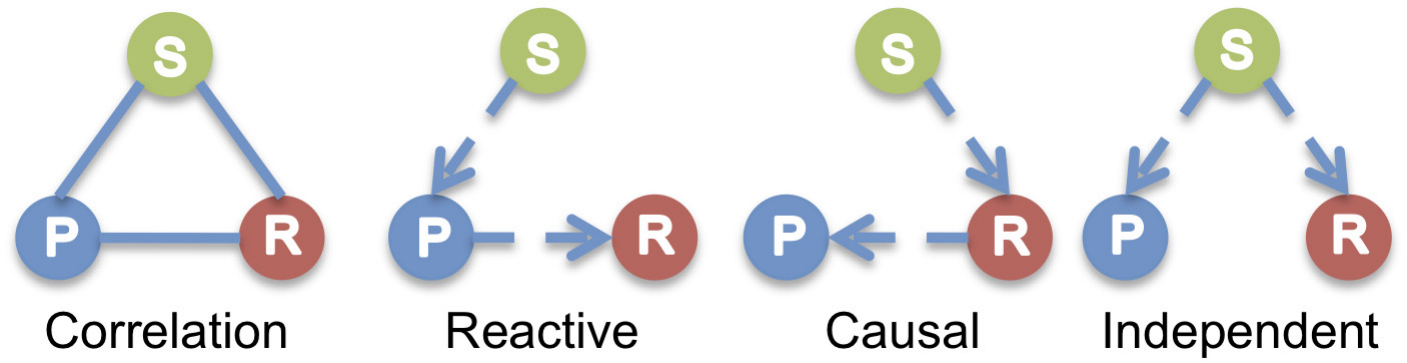
Relationships between variation and correlated traits. There are three possible causal relationships when there is correlation among a SNP (single nucleotide polymorphism) S, a transcript (RNA) R, and a physiological or pathologic trait (phenotype) P. In the causal model, the SNP variation affects its transcript levels leading to the resulting phenotype. In the reactive model, the SNP acts on the phenotypes, which in turn affects transcript. In the independent model, the SNP variation acts on both the phenotype and transcript independently.

Our study implicated *Klf4* and *Myh14* to be negative regulators of cardiac hypertrophy under ISO stress. Our results showed that the degree of LVM hypertrophy was inversely correlated with the expression of *Klf4* (S9 Fig). Since the expression of *Klf4* expression was genetically determined by the cis-eQTL, our findings suggest that *Klf4* expression may be causally related to the degree of LVM hypertrophy. In other words, the higher the Klf4 expression, the lesser the degree of LVM hypertrophy. We note, however, that our data does not provide proof of a causal relationship, since a significant fraction of *Klf4* expression occurs in trans, but is consistent with findings from previous literature showing that KLF4 is a negative modulator of ISO-induced LVM. *Klf4*, or Krüppel-like factor 4, a zinc-finger transcriptional regulator best known as one of the four Yamanaka factors that are sufficient to reprogram differentiated cells into embryonic-like induced-pluripotent stem cells (iPSCs) [55], has recently emerged as an important modulator of cardiomyocyte hypertrophy. Cardiomyocyte-specific deletion of *Klf4* in mice resulted in a slightly increased heart weight and increased ANF levels compared to controls. When subjected to pressure overload, these mice developed increased pathologic cardiac hypertrophy, fibrosis, apoptosis and mortality, compared to control banded mice [56]. *In vitro* studies confirmed that KLF4 binds to the ANF and GATA4 promoters and acts as a repressor of cardiomyocyte hypertrophy [57].

*Myh14* was the only gene expressed in the heart that was located at the chromosome 7 locus affecting cardiac hypertrophy in our study. *Myh14*, myosin heavy polypeptide 14, encodes the heavy chain of the molecular motor nonmuscle myosin II-C (NMIIC), which is a member of the nonmuscle myosin II motor protein family that plays an integral role in mechanotransduction, converging external and cell-generated forces by interacting with cytoskeletal actin. When bred in a background of non-muscle myosin II-B (NMIIB) hypomorphic mice expressing only 12% of wild-type amounts of NMIIB protein, *Myh14*^-/-^ mice developed marked cardiac myocyte hypertrophy, interstitial fibrosis and diffuse N-cadherin and β-catenin patterns at the intercalated discs, where NMIIB and NMIIC colocalized [40]. Collectively, these prior studies implicated *Klf4* and *Myh14* as negative regulators of stress-induced cardiac hypertrophy *in vivo*, which is also supported by our results.

In our *in vivo* study, we showed that *Myh14* deficient mice exhibited increased ISO-induced LVID dilation, LVM hypertrophy, cardiac fibrosis, and hypertrophic markers *Myc* and *Nppb*. On the other hand, *In vitro* siRNA knockdown of *Myh14* in NRVMs failed to elicit a hypertrophic response when stimulated with ISO but rather displayed poor attachment to the tissue culture plates and poor survival. As a non-muscle myosin, *Myh14* is ubiquitously expressed and could act through non-cardiomyocytes to modulate cardiomyocyte growth and hypertrophy. We focused on *Myh14* inside cardiomyocytes due to a previous study demonstrating the location of *Myh14* in the intercalated disc and its implicated role at the cell-cell junction [40]. Since NRVMs in tissue culture do not fully recapitulate the three-dimensional structure of the heart, the consequence of *Myh14* deficiency may be quite different *in vitro* versus *in vivo*. These seemingly discrepant results raise important questions regarding the mechanisms through which *Myh14* deficiency leads to cardiomyocyte death in the absence of mechanotransduction stress *in vitro* and cardiac hypertrophy on an organ level *in vivo*.

To further explore mechanisms mediating *Myh14* deficiency in LVM hypertrophy, we queried the existing HMDP cardiac transcriptome database available via http://systems.genetics.ucla.edu/ [58]. We found that the cis-eQTL locus that controls *Myh14* expression also controls *Foxo1* in trans (p-value = 1.20x 10^−5^) and that the expression of *Foxo1* was significantly positively correlated with *Myh14* (bicor = 0.74, p-value = 6.7 x 10^−18^), which implicated *Foxo1*, a forkhead family transcription factor, as a potential mediator of *Myh14*. In addition, *Myh14* expression was correlated with *Cdk11b* (bicor = 0.59, p-value 1.53 x 10^−10^) and *Cdk11b* was controlled by the *Myh14* locus (rs32804715, p-value = 9.08 x 10^−6^), which implicated *Cdk11b*, a member of the cyclin-dependent kinase family known to be a negative regulator of normal cell cycle progression, as a potential mediator of *Myh14*.

Moreover, we showed that ISO-treated *Myh14* deficient heart demonstrated disrupted assembly of intercalated discs involving β-catenin, which is a dual function protein that provides cell-cell connections at the adherens junctions in the intercalated disc, to facilitate mechanical and electrical coupling between adjacent cardiomyocytes, and regulates gene transcription as a transcriptional coactivator, raising the possibility that disordered β-catenin localization in the intercalated disk due to *Myh14* deficiency could have direct consequences on β-catenin signaling. In fact, altered intercalated disc architecture in cardiac muscle hypertrophy and HF has previously been associated with altered β-catenin abundance [59], subcellular localization [60], and canonical Wnt/β-catenin/TCF signaling. Interestingly, transcription factors FOXO and TCF are known to compete to interact with β-catenin [61]. Our experimental results showed that *Myh14* is important in the maintenance of normal cardiac structure under ISO stress and that the loss of *Myh14* exacerbates the hypertrophic response to ISO. Further understanding of the crosstalk between *Myh14*, β-catenin, and *Foxo1*, will likely reveal important mechanisms regarding how *Myh14* deficiency leads to cardiac hypertrophy under ISO stress.

Cardiac remodeling is one of the most important prognostic determinants of clinical HF. Our study results provide an important resource to the HF research community and highlight the strength of a systems approach to studying HF. The integration of high throughput molecular phenotypes, such as genomic and transcriptomic data, provides a means to identify novel candidate causal genes and a powerful alternative to human studies to understand the complex interactions underpinning phenotypic variation of cardiac remodeling. Similar to human GWAS, many of our lead SNPs lie in noncoding regions. Future directions will include sequence-based computational approaches to systematically prioritize functional regulatory variants. Future insights in how common genetic variations in a population modify HF progression will further shed light on genetic risk profiling, gene-gene and gene-environment interactions as well as the design of personalized therapies for HF patients.

## Supporting Information

S1 Fig Baseline and week 3 echocardiographic measures in control mice. (A) Baseline and week 3 echocardiographic measures in control mice were significantly correlated. (B) Bland-Altman plots demonstrated agreement between baseline and week 3 echocardiographic measures in control mice. IVSd represents the interventricular septal wall thickness during diastole. LVIDd represents the left ventricular internal dimension during diastole. LVM represents left ventricular mass. FS represents fractional shortening. Each data point represents a mouse in the control group.
(PDF)

S2 Fig Association results from EMMA and FaST-LMM. The manhattan plots for the change in week 1 IVSd show that association p-values by EMMA and FaST-LMM analyses were similar.
(PDF)

S3 Fig Left ventricular weight and echocardiographic estimates of left ventricular mass were significantly and highly correlated. (A) LVM at baseline versus control LV. (B) LVM versus LV after ISO for 3 weeks. (C) The change in LVM from baseline to week 3 of ISO versus the difference in the strain-averaged LV weights between control and ISO. Bland-Altman plots (bottom row) showing the agreement between LV and LVM are provided below. (D) Comparison of LV and LVM phenotypic spectra between control and isoproterenol hearts at week 3.
Each data point represents a mouse strain.
(PDF)

S4 Fig Variation in the echocardiographic measures of cardiac structure and function among mouse strains. (A) Black bars represent measurements under the baseline condition. White bars represent measurements after 3 weeks of continuous ISO infusion. Data presented in alphabetical order of strain names. Error bars represent the standard errors of the means. (B) Gray bars represent the differences in measurements between baseline and week 3 of continuous ISO infusion in ranked order.
(PDF)

S5 Fig The spectrum of LVM among C57BL/6, DBA/2, and BXD recombinant inbred strains. The baseline LVM and week 3 LVM for each of the C57BL/6, DBA/2, and BXD RI strains (top). The change in LVM at week 3 for C57BL/6, DBA/2, and BXD RI strains (bottom). Error bars represent the standard error of the means.
(PDF)

S6 Fig Relationships between baseline body weight, heart rate and echocardiographic measures. (A) Relationships between echocardiographic measures and baseline body weight. BBW represents baseline body weight. (B) Relationships between echocardiographic measures and heart rate at corresponding time points. HR represents heart rate. (C) Relationships between HR across time points. Each data point represents a mouse strain.
(PDF)

S7 Fig Relative magnitude of heritability estimates. Line repeatability and marker-based h2 estimates for echo measures IVSd, LVIDd, LVM, and FS at baseline, week 1, week 2, and week 3 of ISO are compared.
(PDF)

S8 Fig Fine mapping of LVM at chromosome 4 across time points. A. Regional plot for LVM hypertrophy at week 1. B. Regional plot for LVM hypertrophy at week 2. C. Regional plot for ISO-treated LV hypertrophy at week 3. D. Regional plot for the ISO-treated *Klf4* expression (ILMN_1221264) around SNP rs27794497 (purple).
(PDF)

S9 Fig Correlation between *Klf4* transcript levels and week 3 LVM. Color circles represent SNP genotype at rs27811538. Bicor correlation and p-values are provided above. Pearson correlation between LVM and *Klf4* are as follows: Control ILMN_1241903 r = -0.28 p-value = 0.01, ISO ILMN_1241903 r = -0.21 p-value = 0.07; Control ILMN_1221264 r = -0.23 p-value = 0.04, ISO ILMN_1221264 r = -0.21 and p-value = 0.07.

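Expression of Klf4 at ILMN_1241903 in control hearts had a Pearson's r of -0.241 with LVM at week 3 (permutation p = 0.0275, adjusted p = 0.200 over 12 pairs, n = 84 strains), a Spearman's rho of -0.199 (p = 0.0698), a bicor of -0.194 (p = 0.0760) and r of -0.164 without the 2 strains farthest from the median of expression. At ILMN_1221264 in control hearts r was -0.233 (p = 0.0334, adjusted p = 0.200), rho -0.18 (p = 0.0993), bicor -0.20 (p = 0.0662) and r without the 2 farthest strains -0.205. In ISO hearts (n = 90 strains) ILMN_1241903 had r of -0.152 (p = 0.153, adjusted p = 0.262), rho of -0.209 (p = 0.0490), bicor of -0.168 (p = 0.113) and r of -0.105 without the 2 farthest strains. ILMN_1221264 in ISO hearts had r of -0.169 (p = 0.114, adjusted p = 0.262), rho of -0.243 (p = 0.0213, adjusted p = 0.130), bicor of -0.214 (p = 0.0420) and r of -0.127 without them. Within the 3 sets of BeadChips the bicor of ILMN_1241903 was -0.277, -0.282 and 0.302 in control hearts and -0.288, -0.315 and 0.241 in ISO hearts, and that of ILMN_1221264 was -0.143, -0.25 and 0.195 in control and -0.350, -0.393 and 0.375 in ISO hearts, so that the negative relation did not hold in the third set. Nor was it seen in RI strains, where the bicor of ILMN_1241903 was -0.00328 in control and 0.0136 in ISO hearts and that of ILMN_1221264 was -0.0373 and 0.0226, against -0.465, -0.431, -0.416 and -0.503 in classical strains. The adjusted p of these 4 differences over 12 was 0.0944, 0.0944, 0.132 and 0.0944.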

(PDF)

S10 Fig Comparative analysis of classical inbred, BXD, and all HMDP strains. The genome-wide and chromosome 9 manhattan plots for the change in week 1 IVSd analyzed using the classical inbred strains only (A) and all of the HMDP strains (C). The genome-wide and chromosome 9 linkage maps for the change in week 1 IVSd analyzed using the BXD recombinant inbred strains only (B).
(PDF)

S11 Fig Comparative analysis of classical inbred, BXD, and all HMDP strains. The genome-wide and chromosome 7 manhattan plots for the change in week 3 LVM analyzed using the classical inbred strains only (A) and all of the HMDP strains (C). The genome-wide and chromosome 7 linkage maps for the change in week 3 LVM analyzed using the BXD recombinant inbred strains only (B).
(PDF)

S1 Table The reproducibility of echocardiographic measures in control mice.

S2 Table Differentially regulated genes by isoproterenol treatment. A. Significantly up- or down-regulated cardiac genes by isoproterenol treatment. B. DAVID gene ontology analysis of up-regulated cardiac genes. C. DAVID gene ontology analysis of down-regulated cardiac genes. D. Summary of DAVID gene ontology analysis of cardiac genes correlated to echocardiographic measures. DAVID gene ontology analysis was performed based on top 1000 correlated cardiac genes for each echocardiographic measures either at baseline or at wee 3 of isoproterenol. Gene clusters exceeding nominal p-value 0.05 are shown.
(XLSX)

S3 Table The number of births by gender and genotypes in *Myh14*^+/-^ crosses.

S4 Table Study sample characteristics of the HMDP across isoproterenol treatment time points.

S5 Table Echcardiographic measures of cardiac structure and function at different isoproterenol treatment time points by HMDP mouse strains.

S6 Table Summary of association loci and loci gene differential expression, cis-eQTL, correlation to trait and sequence variations. A. Summary of genetic loci by trait. Weight traits such as total heart (TH), left ventricle (LV) and right ventricle (RV) weights are denoted by the prefix wt. Echo traits are denoted by the prefix w1 for week 1, w2 for week 2, and w3 for week 3 followed by echo for measurement or delta for the difference compared to baseline at the corresponding time point. Genomic coordinates were listed in mm9. B. Genes within the association loci were queried using a custom computational pipeline to examine the presence of differential expression with isoproterenol, cis-eQTL, correlation to trait of interest and sequence or structural variations.
(XLSX)

S7 Table SNPs with association p-value < 0.001. Select SNPs from our analysis that exceed the association p-value threshold of < 0.001.
(XLSX)

S8 Table Human and mouse cardiovascular GWAS overlap genes.

S9 Table *Myh14* cis-eQTL across multiples tissues in different HMDP datasets.

S10 Table *Myh14* correlation to heart weight in different HMDP datasets.

# Supplementary material for: Genetic Dissection of Cardiac Remodeling in an Isoproterenol-Induced Heart Failure Mouse Model
**Source:** PLoS Genet. 2016 Jul 6;12(7):e1006038. doi: 10.1371/journal.pgen.1006038
**Supplement:** S2 Fig — The manhattan plots for the change in week 1 IVSd show that association p-values by EMMA and FaST-LMM analyses were similar.

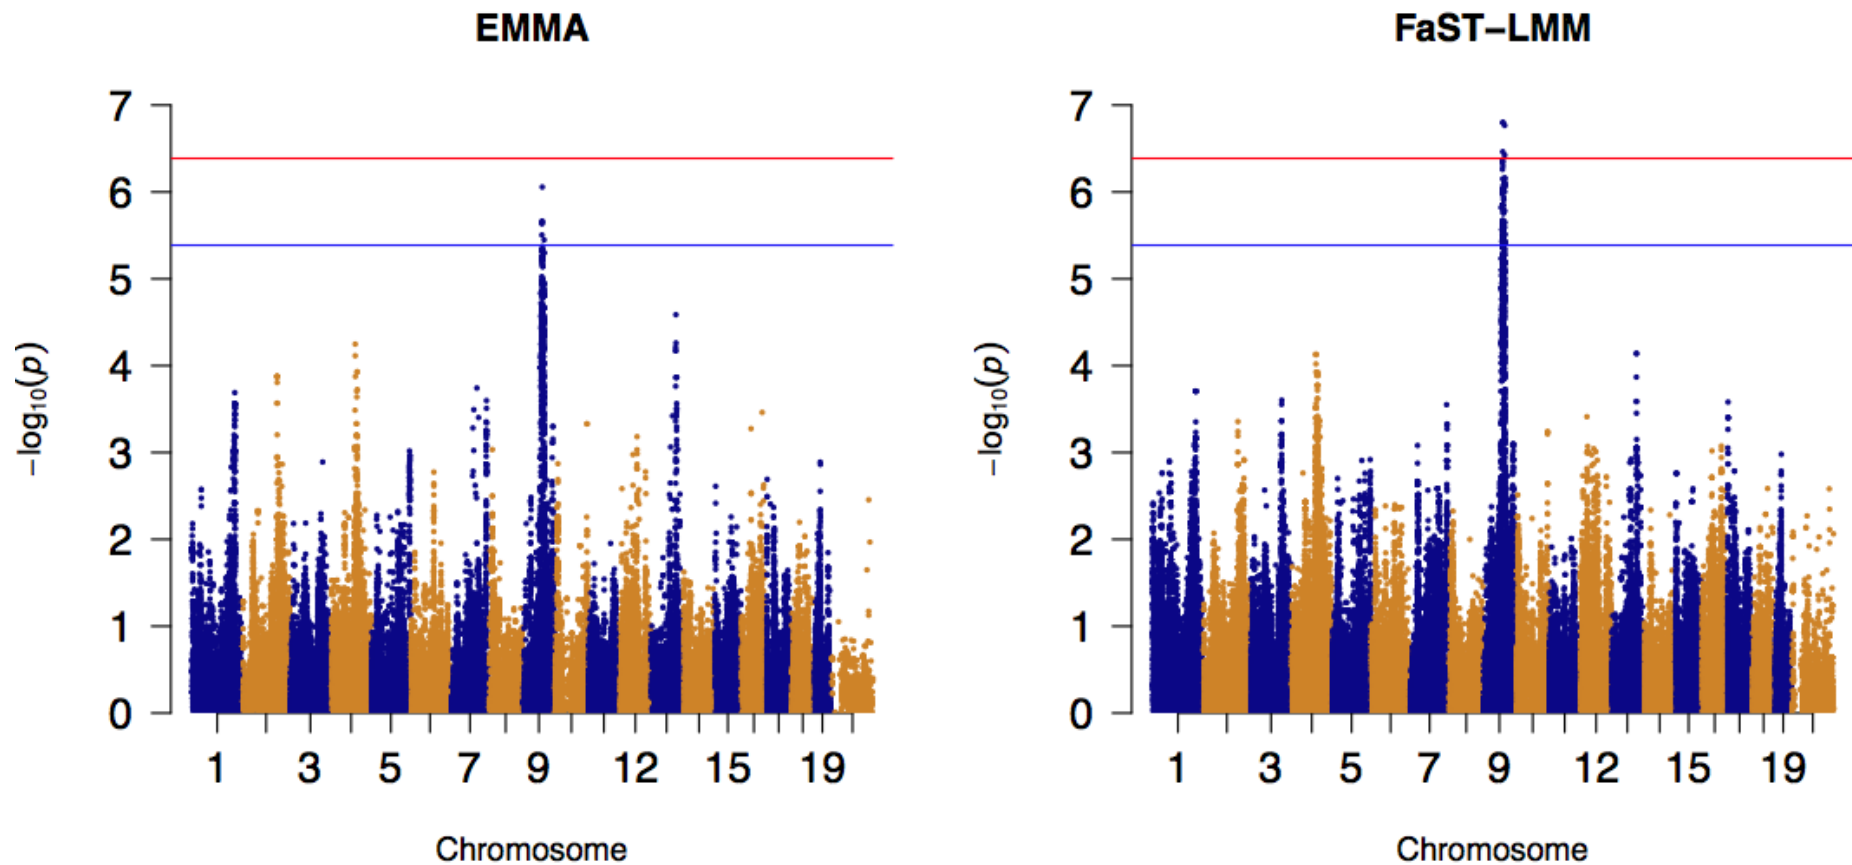

S2 Fig. Association results from EMMA and FaST-LMM

The manhattan plots for the change in week 1 IVSd show that association p-values by EMMA and FaST-LMM analyses were similar.

# Supplementary material for: Genetic Dissection of Cardiac Remodeling in an Isoproterenol-Induced Heart Failure Mouse Model
**Source:** PLoS Genet. 2016 Jul 6;12(7):e1006038. doi: 10.1371/journal.pgen.1006038
**Supplement:** S3 Fig — (A) LVM at baseline versus control LV. (B) LVM versus LV after ISO for 3 weeks. (C) The change in LVM from baseline to week 3 of ISO versus the difference in the strain-averaged LV weights between control and ISO. Bland-Altman plots (bottom row) showing the agreement between LV and LVM are provided below. (D) Comparison of LV and LVM phenotypic spectra between control and isoproterenol hearts at week 3. Each data point represents a mouse strain.

A. Control

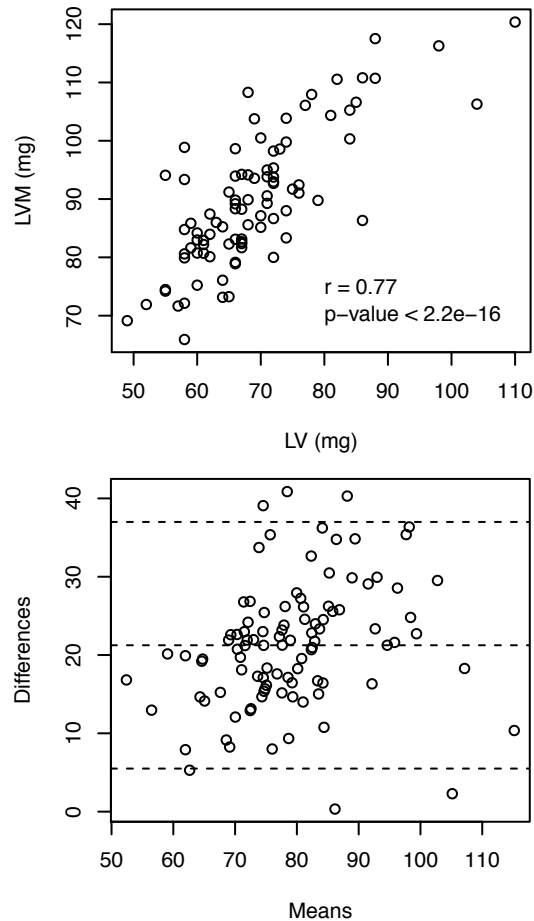

B. Isoproterenol

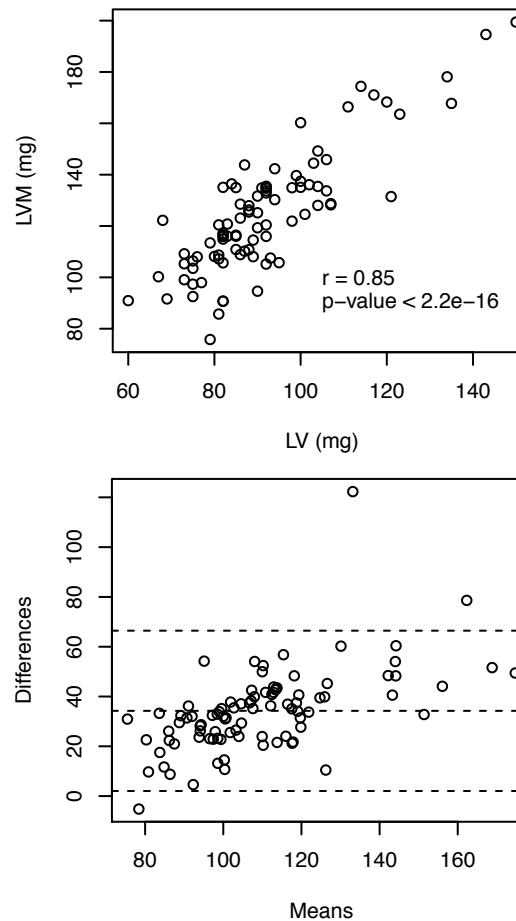

C. Hypertrophy

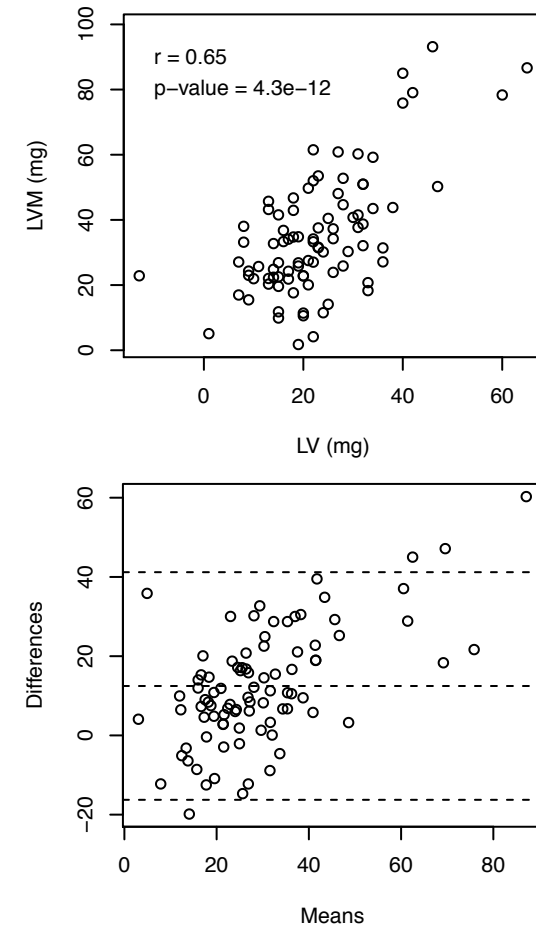

S3 Fig. Left ventricular weight and echocardiographic estimates of left ventricular mass were significantly and highly correlated

(A) LVM at baseline versus control LV. (B) LVM versus LV after ISO for 3 weeks. (C) The change in LVM from baseline to week 3 of ISO versus the difference in the strain-averaged LV weights between control and ISO. Bland-Altman plots (bottom row) showing the agreement between LV and LVM are provided below. Each data point represents a mouse strain.

D

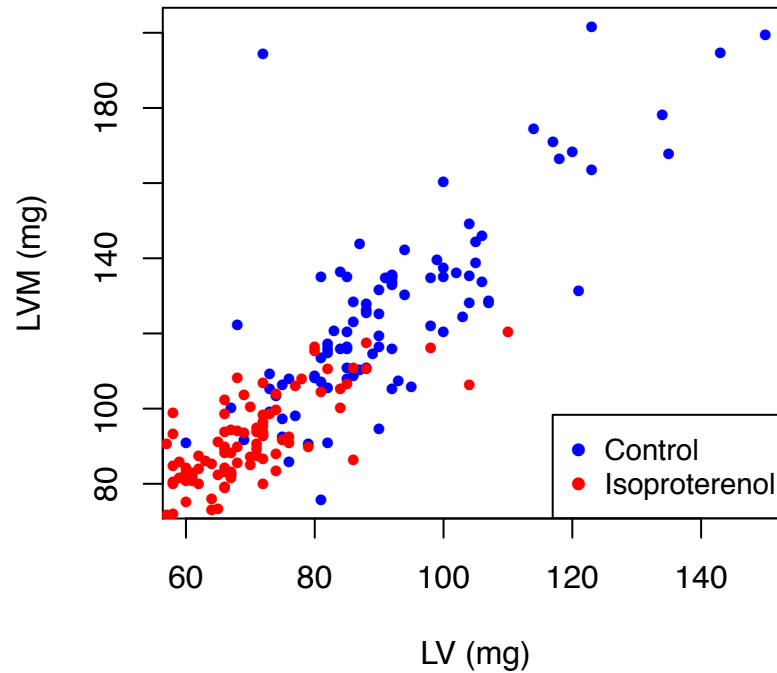

S3 Fig. Left ventricular weight and echocardiographic estimates of left ventricular mass were significantly and highly correlated

(D) Comparison of LV and LVM phenotypic spectra between control and isoproterenol hearts at week 3.

# Supplementary material for: Genetic Dissection of Cardiac Remodeling in an Isoproterenol-Induced Heart Failure Mouse Model
**Source:** PLoS Genet. 2016 Jul 6;12(7):e1006038. doi: 10.1371/journal.pgen.1006038
**Supplement:** S4 Fig — (A) Black bars represent measurements under the baseline condition. White bars represent measurements after 3 weeks of continuous ISO infusion. Data presented in alphabetical order of strain names. Error bars represent the standard errors of the means. (B) Gray bars represent the differences in measurements between baseline and week 3 of continuous ISO infusion in ranked order.

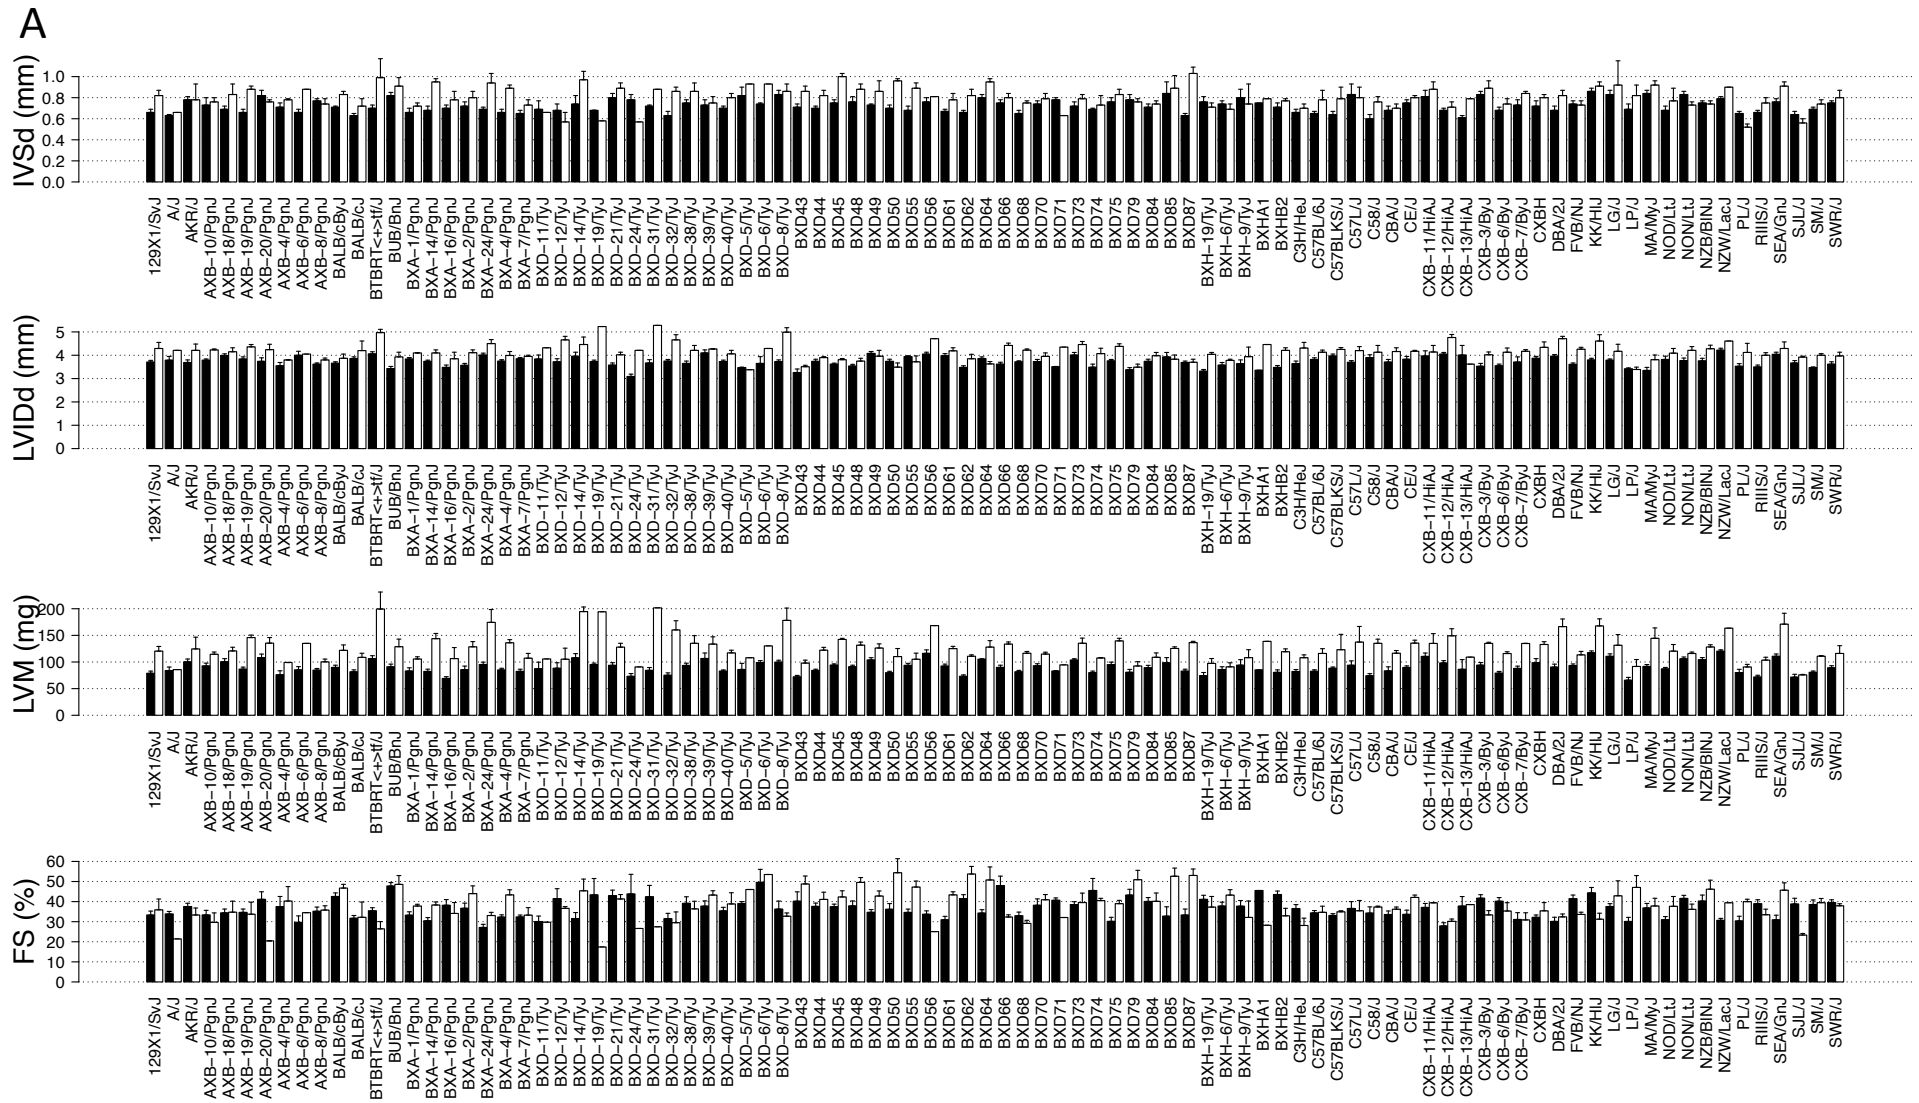

S4 Fig. Variation in the echocardiographic measures of cardiac structure and function among mouse strains. (A) Black bars represent measurements under the baseline condition. White bars represent measurements after 3 weeks of continuous ISO infusion. Data presented in alphabetical order of strain names. Error bars represent the standard errors of the means.

# Supplementary material for: Genetic Dissection of Cardiac Remodeling in an Isoproterenol-Induced Heart Failure Mouse Model
**Source:** PLoS Genet. 2016 Jul 6;12(7):e1006038. doi: 10.1371/journal.pgen.1006038
**Supplement:** S5 Fig — The baseline LVM and week 3 LVM for each of the C57BL/6, DBA/2, and BXD RI strains (top). The change in LVM at week 3 for C57BL/6, DBA/2, and BXD RI strains (bottom). Error bars represent the standard error of the means.

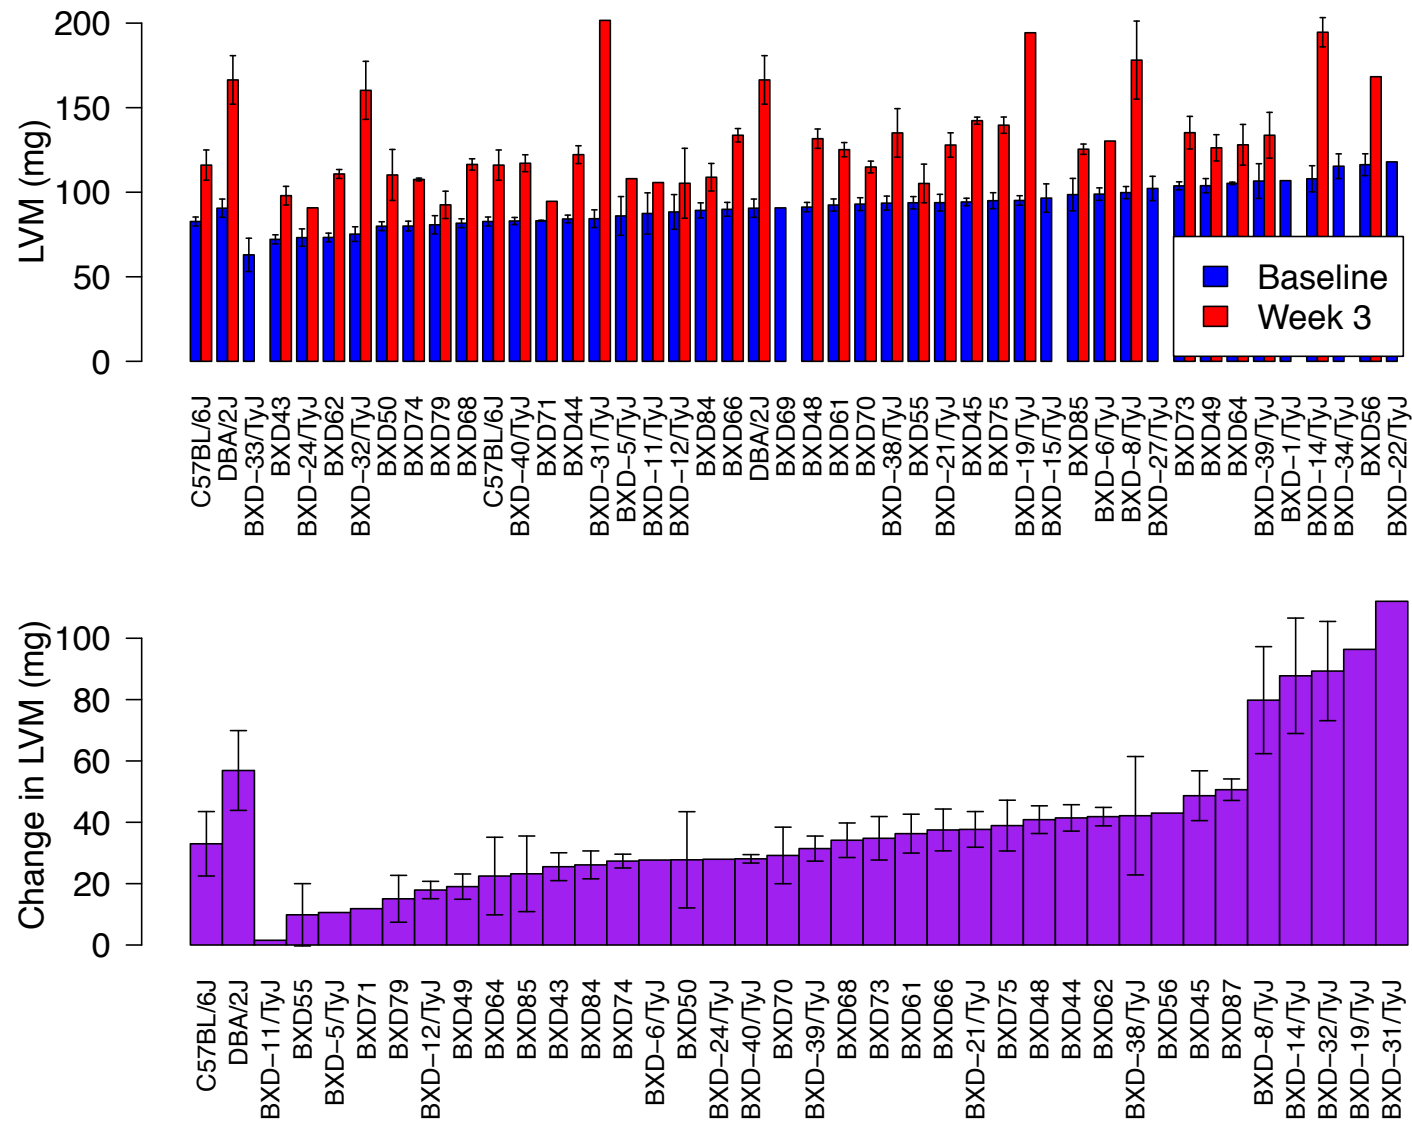

S5 Fig. The spectrum of LVM among C57BL/6, DBA/2, and BXD recombinant inbred strains
The baseline LVM and week 3 LVM for each of the C57BL/6, DBA/2, and BXD RI strains (top). The change in LVM at week 3 for C57BL/6, DBA/2, and BXD RI strains (bottom). Error bars represent the standard error of the means.

# Supplementary material for: Genetic Dissection of Cardiac Remodeling in an Isoproterenol-Induced Heart Failure Mouse Model
**Source:** PLoS Genet. 2016 Jul 6;12(7):e1006038. doi: 10.1371/journal.pgen.1006038
**Supplement:** S6 Fig — (A) Relationships between echocardiographic measures and baseline body weight. BBW represents baseline body weight. (B) Relationships between echocardiographic measures and heart rate at corresponding time points. HR represents heart rate. (C) Relationships between HR across time points. Each data point represents a mouse strain.

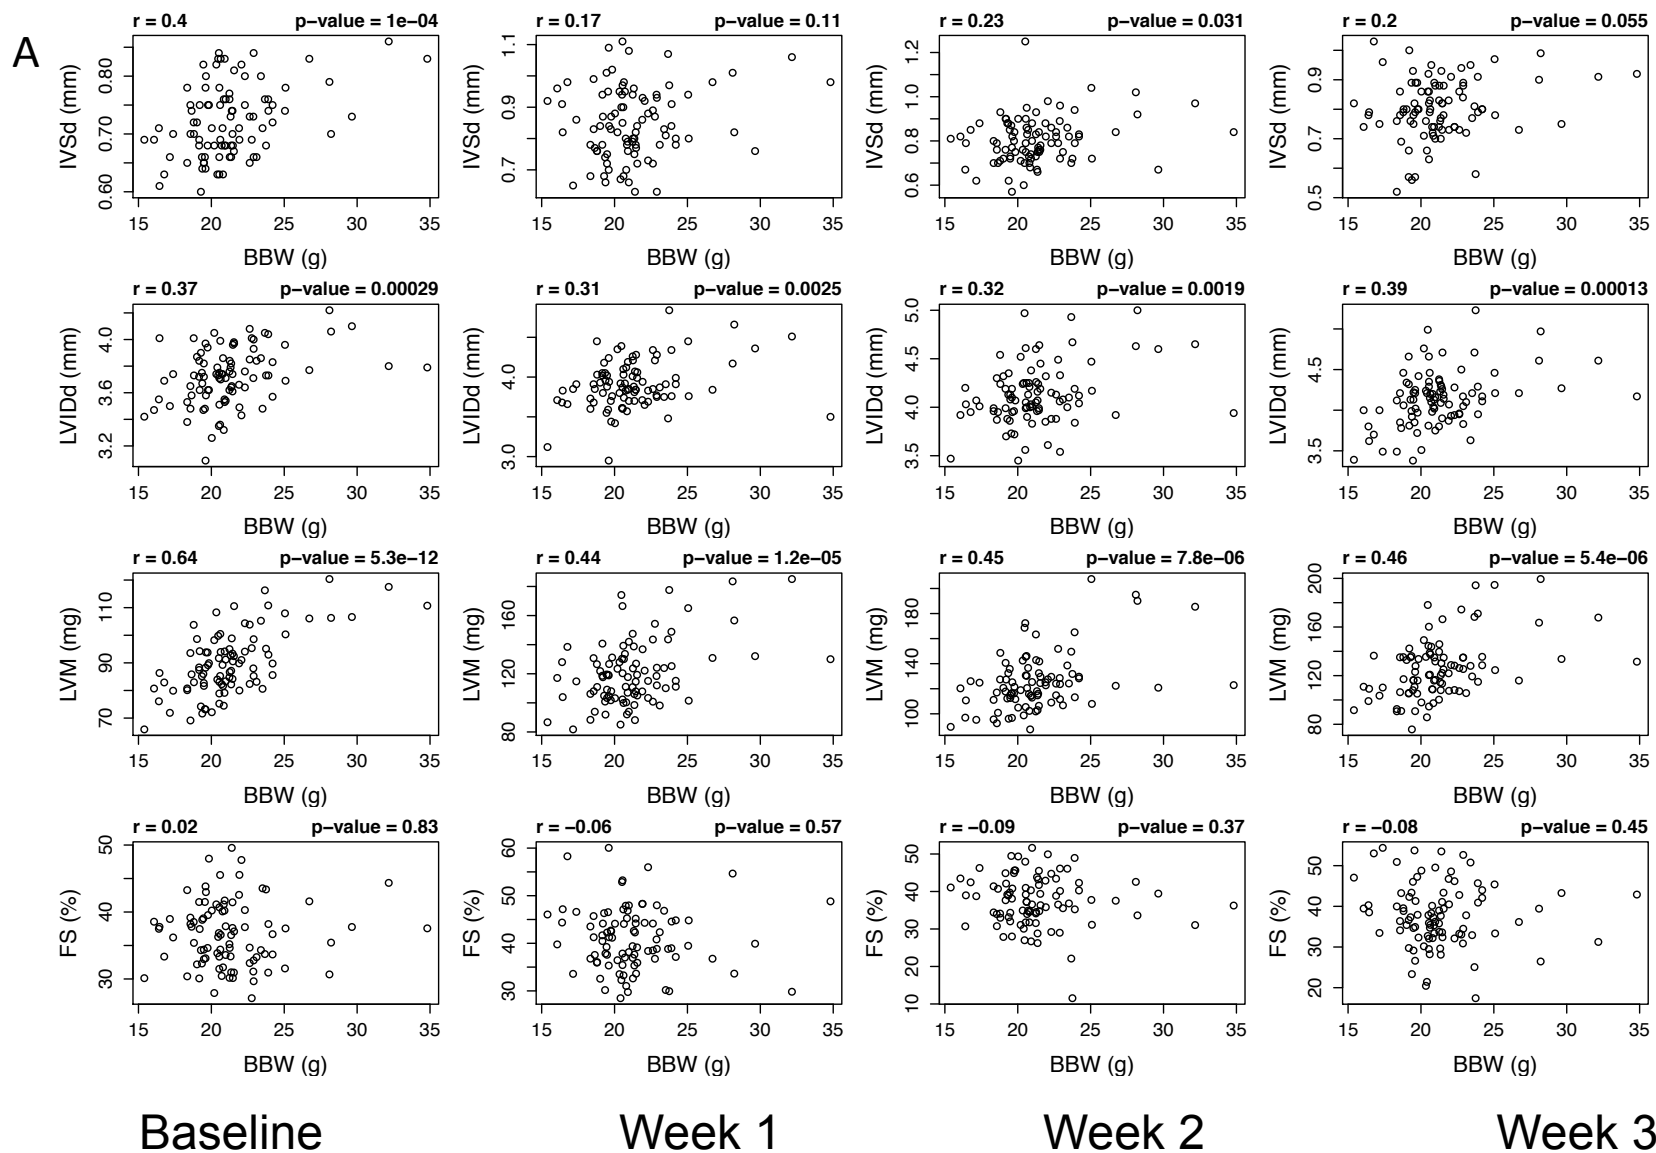

S6 Fig. Relationships between baseline body weight, heart rate and echocardiographic measures

(A) Relationships between echocardiographic measures and baseline body weight. BBW represents baseline body weight. Each data point represents a mouse strain.

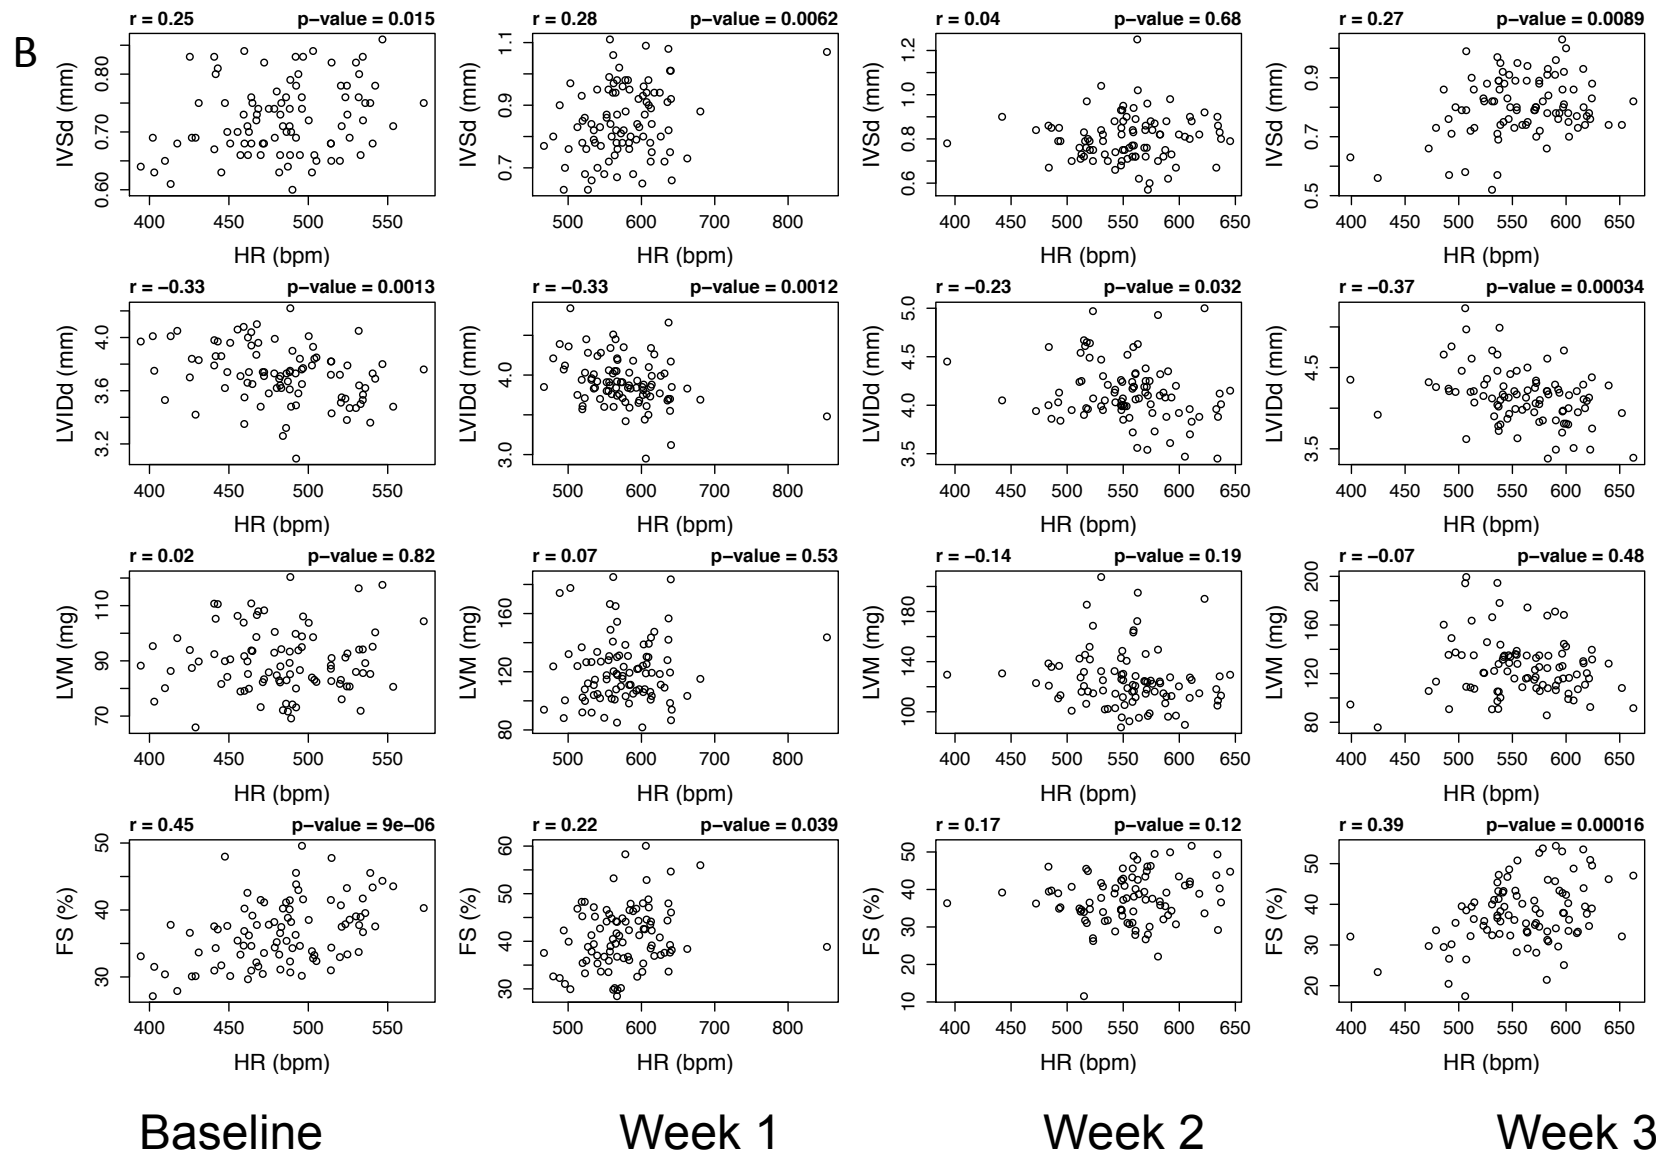

S6 Fig. Relationships between baseline body weight, heart rate and echocardiographic measures

(B) Relationships between echocardiographic measures and heart rate at corresponding time points. HR represents heart rate. Each data point represents a mouse strain.

C

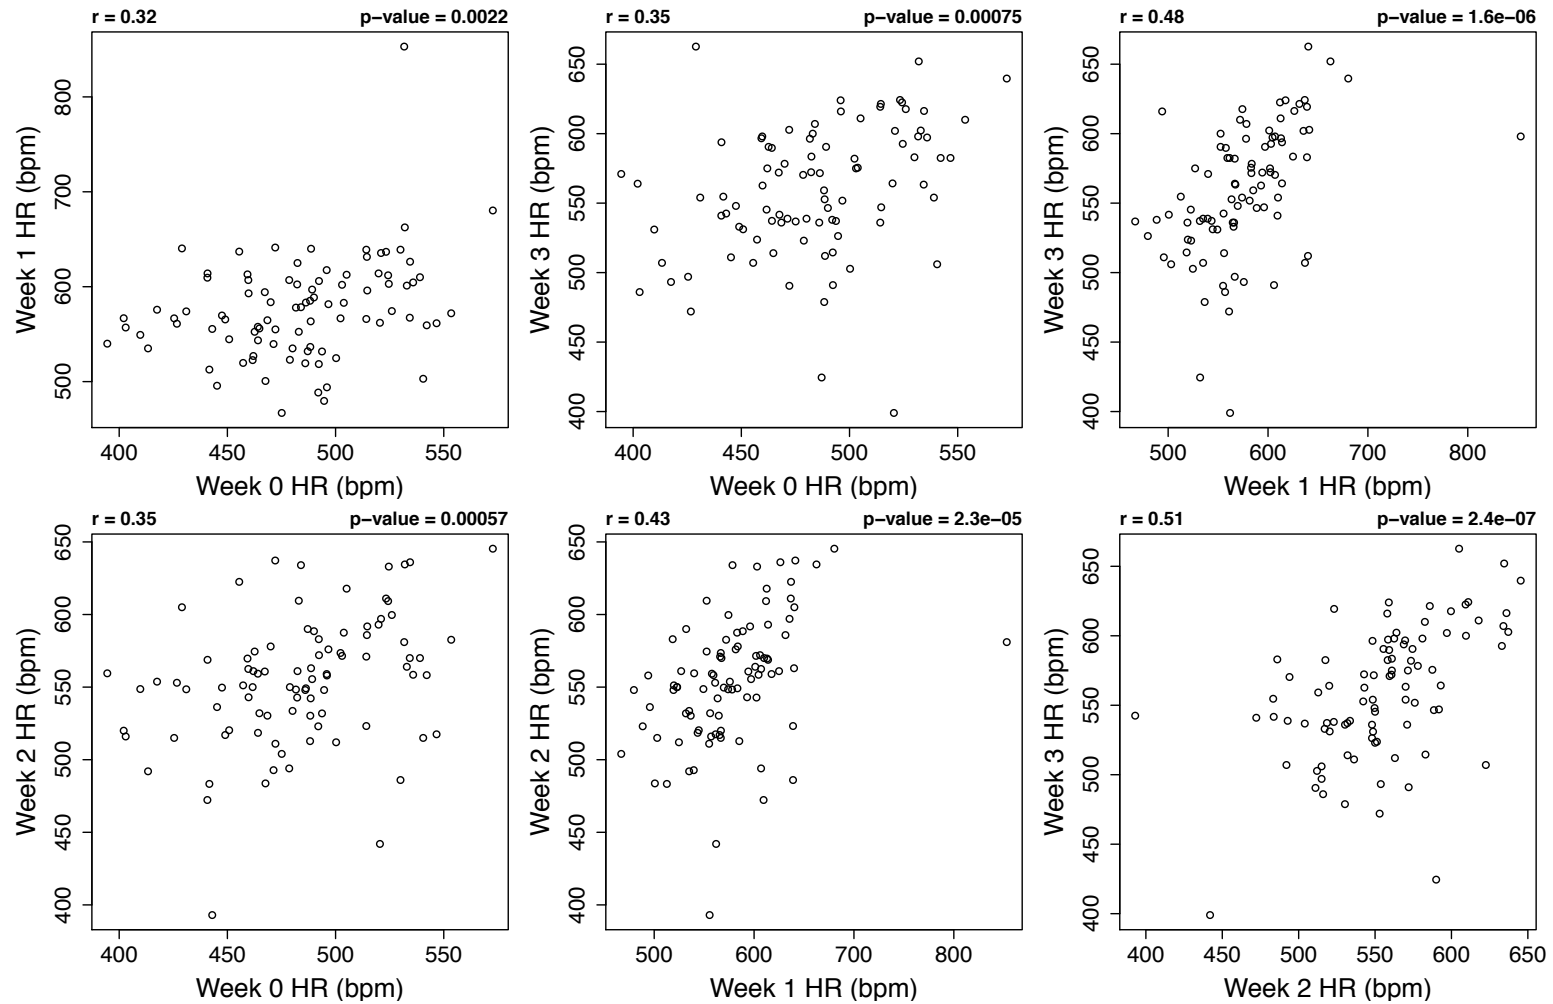

S6 Fig. Relationships between baseline body weight, heart rate and echocardiographic measures

(C) Relationships between heart rates across time points. HR represents heart rate. Each data point represents a mouse strain.

# Supplementary material for: Genetic Dissection of Cardiac Remodeling in an Isoproterenol-Induced Heart Failure Mouse Model
**Source:** PLoS Genet. 2016 Jul 6;12(7):e1006038. doi: 10.1371/journal.pgen.1006038
**Supplement:** S7 Fig — Line repeatability and marker-based h2 estimates for echo measures IVSd, LVIDd, LVM, and FS at baseline, week 1, week 2, and week 3 of ISO are compared.

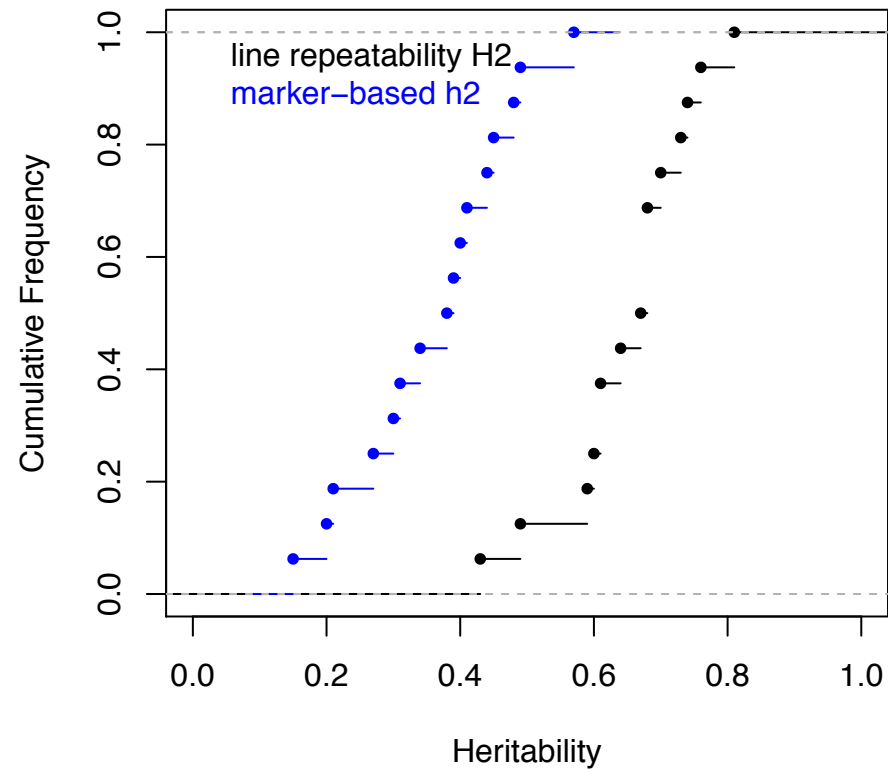

S7 Fig. Relative magnitude of heritability estimates

Line repeatability and marker-based h^2 estimates for echo measures IVSd, LVIDd, LVM, and FS at baseline, week 1, week 2, and week 3 of ISO are compared.

# Supplementary material for: Genetic Dissection of Cardiac Remodeling in an Isoproterenol-Induced Heart Failure Mouse Model
**Source:** PLoS Genet. 2016 Jul 6;12(7):e1006038. doi: 10.1371/journal.pgen.1006038
**Supplement:** S8 Fig — A. Regional plot for LVM hypertrophy at week 1. B. Regional plot for LVM hypertrophy at week 2. C. Regional plot for ISO-treated LV hypertrophy at week 3. D. Regional plot for the ISO-treated Klf4 expression (ILMN_1221264) around SNP rs27794497 (purple).

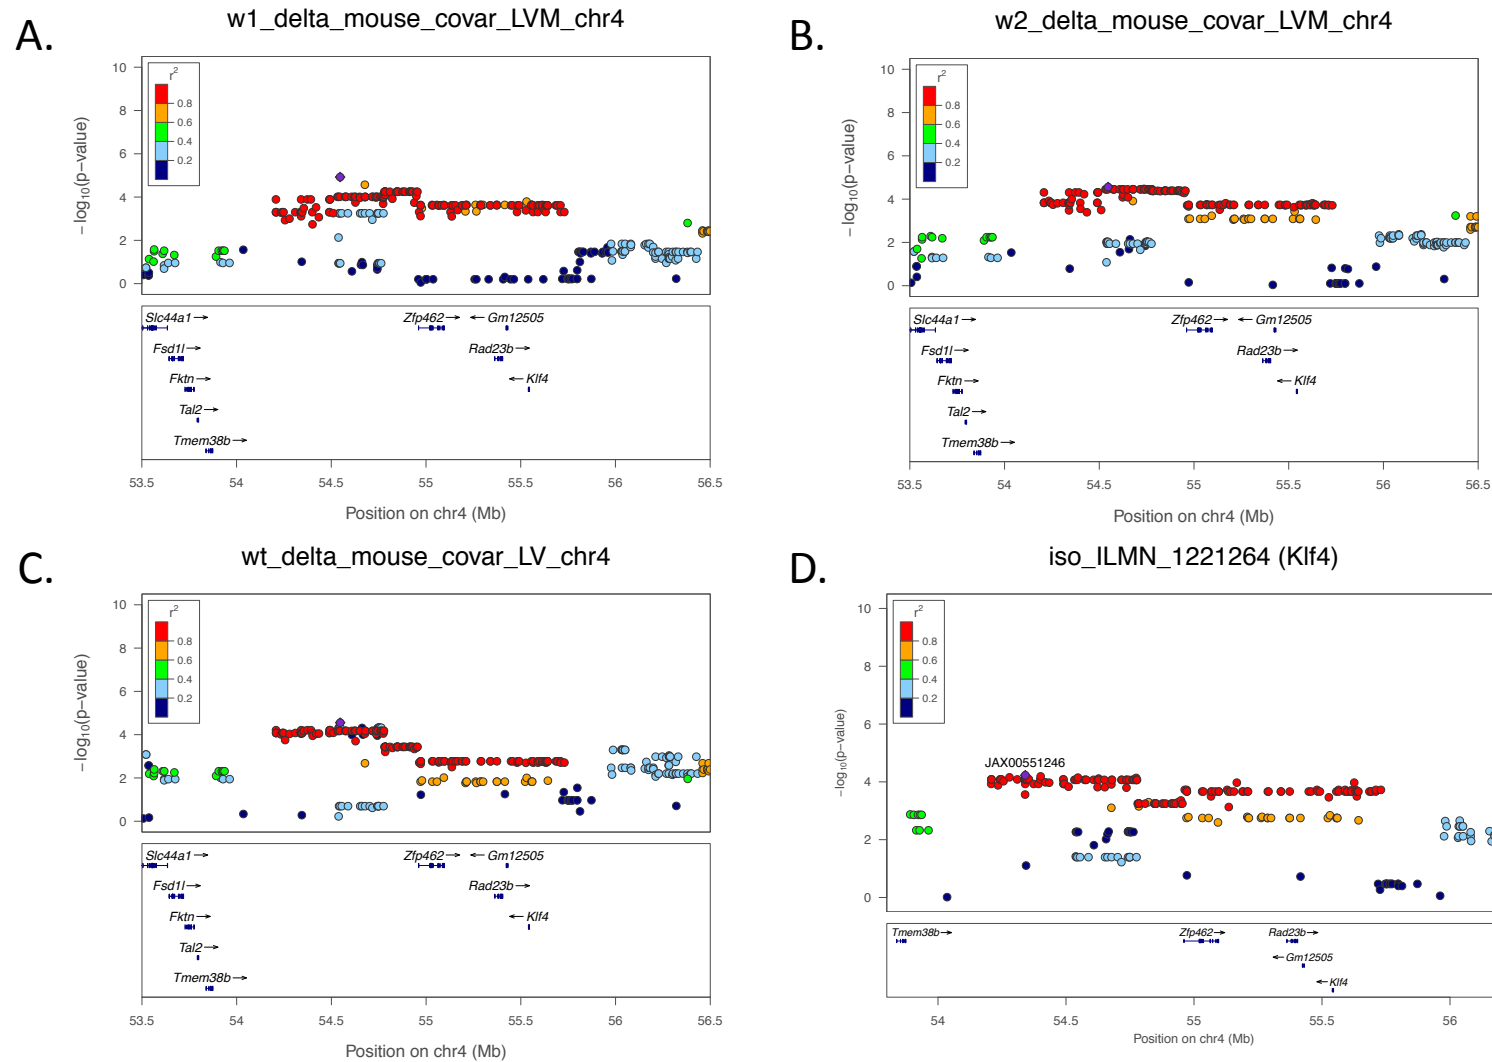

S8 Fig. Fine mapping of LVM at chromosome 4 across time points

A. Regional plot for LVM hypertrophy at week 1. B. Regional plot for LVM hypertrophy at week 2. C. Regional plot for ISO-treated LV hypertrophy at week 3. D. Regional plot for the ISO-treated *Klf4* expression (ILMN_1221264) around SNP rs27794497 (purple).

# Supplementary material for: Genetic Dissection of Cardiac Remodeling in an Isoproterenol-Induced Heart Failure Mouse Model
**Source:** PLoS Genet. 2016 Jul 6;12(7):e1006038. doi: 10.1371/journal.pgen.1006038
**Supplement:** S9 Fig — Color circles represent SNP genotype at rs27811538. Bicor correlation and p-values are provided above. Pearson correlation between LVM and Klf4 are as follows: Control ILMN_1241903 r = -0.28 p-value = 0.01, ISO ILMN_1241903 r = -0.21 p-value = 0.07; Control ILMN_1221264 r = -0.23 p-value = 0.04, ISO ILMN_1221264 r = -0.21 and p-value = 0.07.

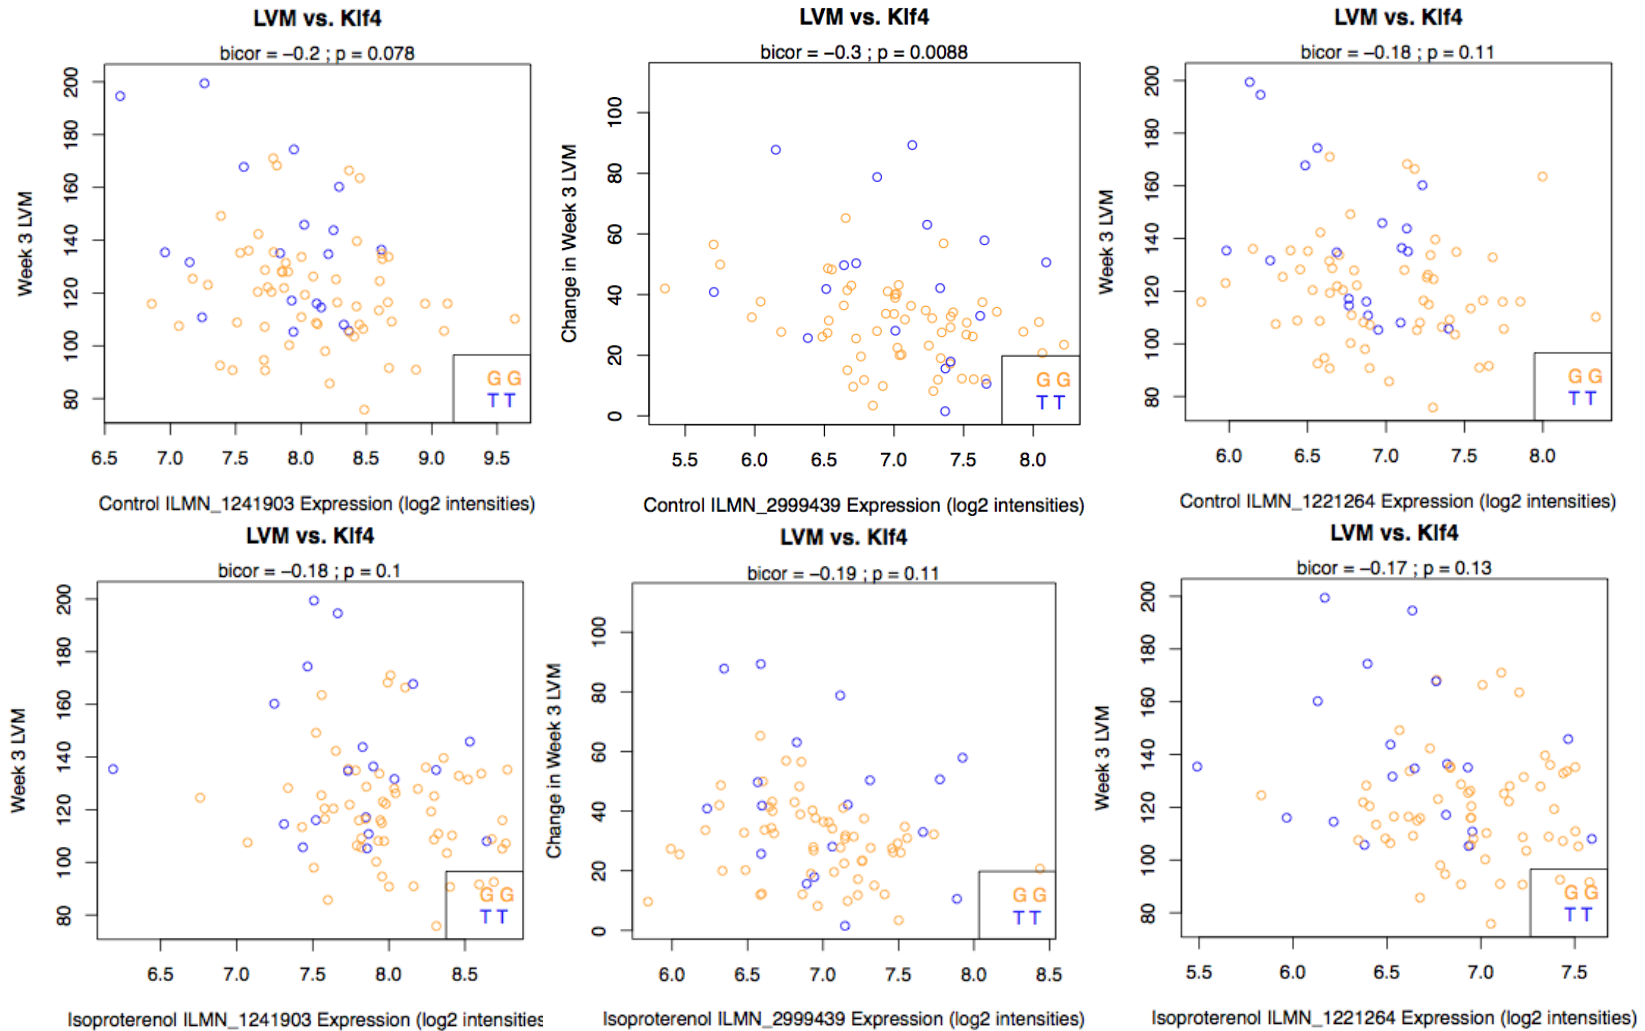

S9 Fig. Correlation between *Klf4* transcript levels and week 3 LVM

Color circles represent SNP genotype at rs27811538. Bicor correlation and p-values are provided above. Pearson correlation between LVM and *Klf4* are as follows: Control ILMN_1241903 $r = -0.28$ p-value = 0.01, ISO ILMN_1241903 $r = -0.21$ p-value = 0.07; Control ILMN_1221264 $r = -0.23$ p-value = 0.04, ISO ILMN_1221264 $r = -0.21$ and p-value = 0.07.

# Supplementary material for: Genetic Dissection of Cardiac Remodeling in an Isoproterenol-Induced Heart Failure Mouse Model
**Source:** PLoS Genet. 2016 Jul 6;12(7):e1006038. doi: 10.1371/journal.pgen.1006038
**Supplement:** S10 Fig — The genome-wide and chromosome 9 manhattan plots for the change in week 1 IVSd analyzed using the classical inbred strains only (A) and all of the HMDP strains (C). The genome-wide and chromosome 9 linkage maps for the change in week 1 IVSd analyzed using the BXD recombinant inbred strains only (B).

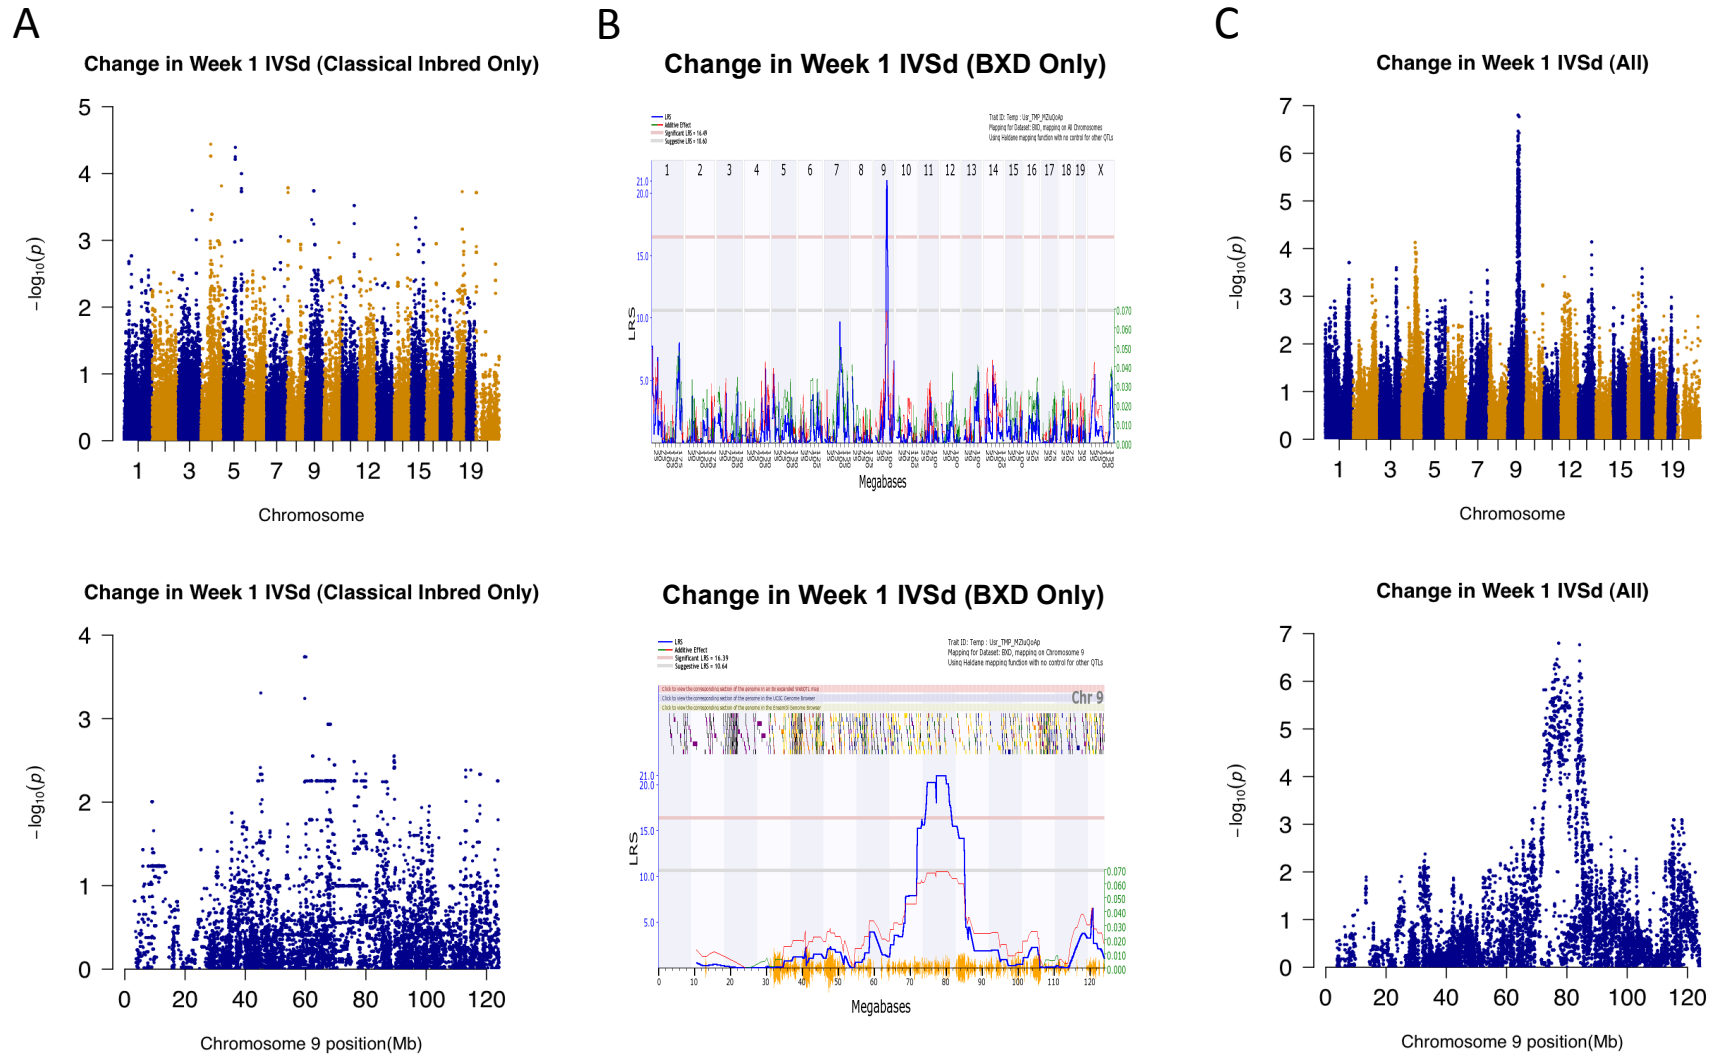

S10 Fig. Comparative analysis of classical inbred, BXD, and all HMDP strains

The genomewide and chromosome 9 manhattan plots for the change in week 1 IVSd analyzed using the classical inbred strains only (A) and all of the HMDP strains (C). The genomewide and chromosome 9 linkage maps for the change in week 1 IVSd analyzed using the BXD recombinant inbred strains only (B).

# Supplementary material for: Genetic Dissection of Cardiac Remodeling in an Isoproterenol-Induced Heart Failure Mouse Model
**Source:** PLoS Genet. 2016 Jul 6;12(7):e1006038. doi: 10.1371/journal.pgen.1006038
**Supplement:** S11 Fig — The genome-wide and chromosome 7 manhattan plots for the change in week 3 LVM analyzed using the classical inbred strains only (A) and all of the HMDP strains (C). The genome-wide and chromosome 7 linkage maps for the change in week 3 LVM analyzed using the BXD recombinant inbred strains only (B).

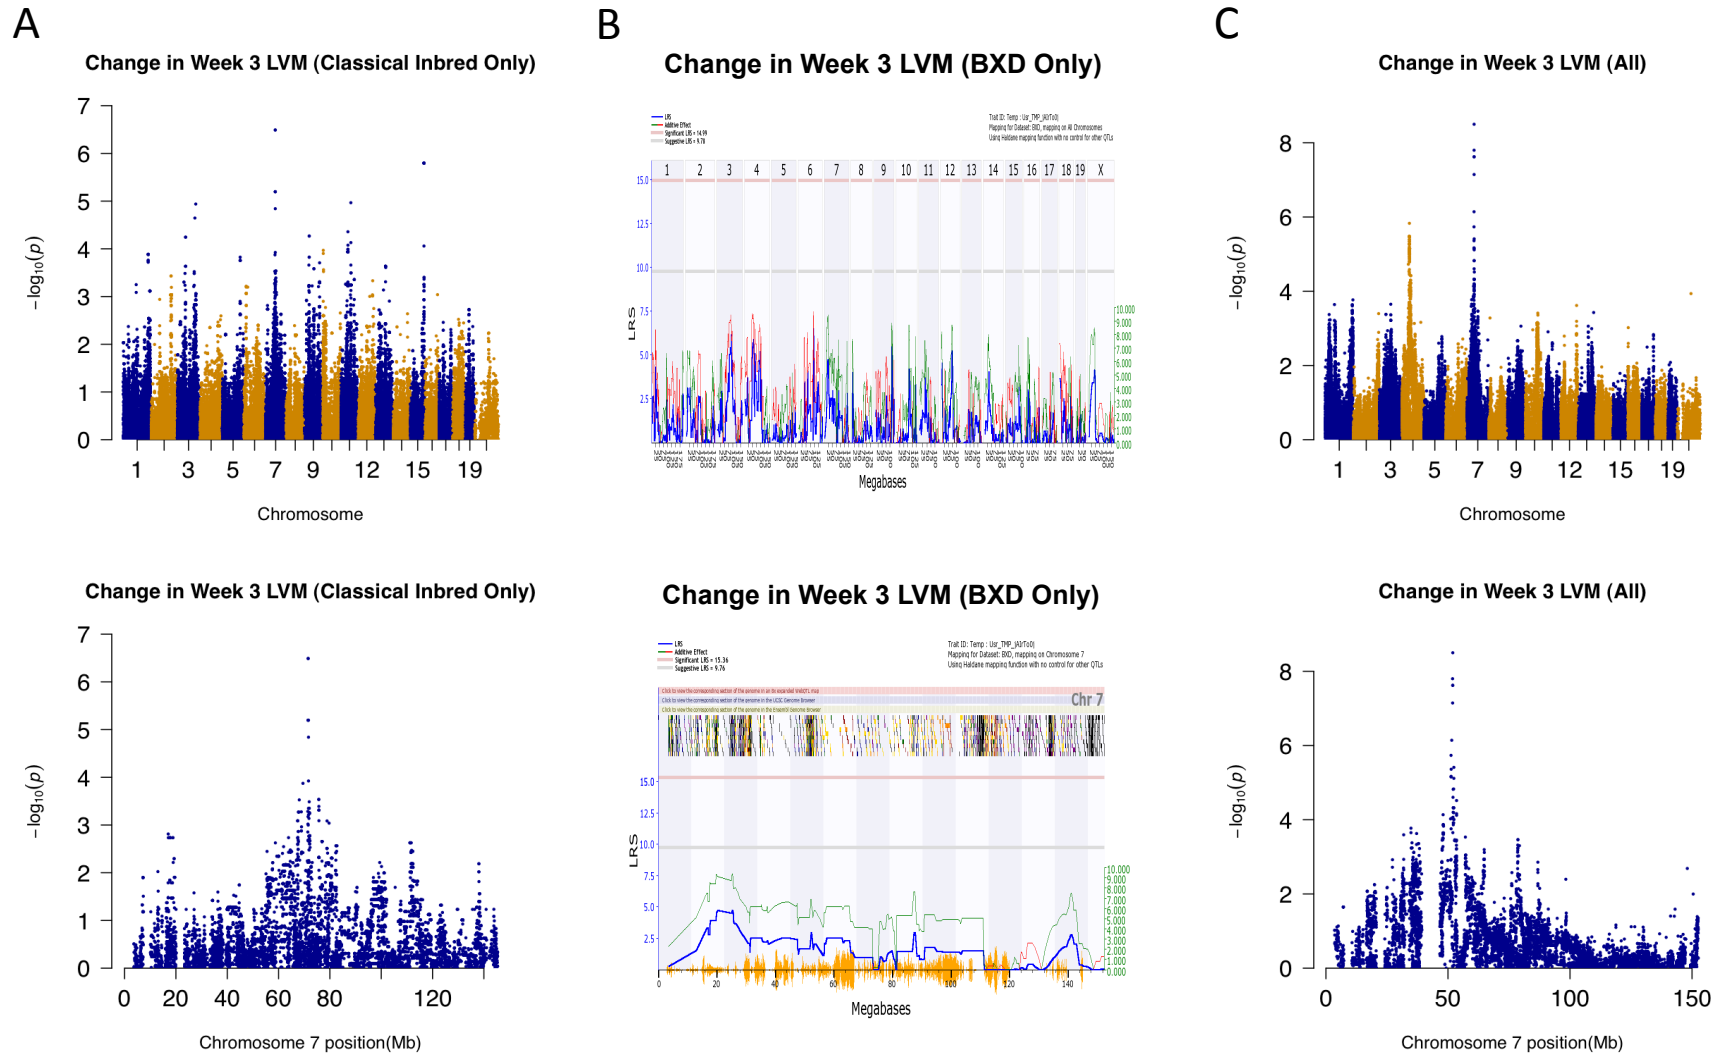

S11 Fig. Comparative analysis of classical inbred, BXD, and all HMDP strains

The genomewide and chromosome 7 manhattan plots for the change in week 3 LVM analyzed using the classical inbred strains only (A) and all of the HMDP strains (C). The genomewide and chromosome 7 linkage maps for the change in week 3 LVM analyzed using the BXD recombinant inbred strains only (B).

# Supplementary material for: Genetic Dissection of Cardiac Remodeling in an Isoproterenol-Induced Heart Failure Mouse Model
**Source:** PLoS Genet. 2016 Jul 6;12(7):e1006038. doi: 10.1371/journal.pgen.1006038
**Supplement:** S1 Table

S1 Table. The reproducibility of echocardiographic measures in control mice.

	Baseline	Week 3	p-value
IVSd (mm)	0.73	0.75	0.725
LVIDd (mm)	3.75	3.68	0.019
LVM (mg)	92.3	93.5	0.345
FS (%)	36.5	38.8	0.002

Echocardiograms in control mice from 70 strains were performed at baseline and at week 3 time points. The mean values at each time point were compared using a paired t-test.

# Supplementary material for: Genetic Dissection of Cardiac Remodeling in an Isoproterenol-Induced Heart Failure Mouse Model
**Source:** PLoS Genet. 2016 Jul 6;12(7):e1006038. doi: 10.1371/journal.pgen.1006038
**Supplement:** S3 Table

S3 Table. The number of births by gender and genotypes in *Myh14*^{+/-} crosses.

Sex	HET	KO	WT
Female	49	23	23
Male	33	23	18

Chi-Square test p = 0.13

# Supplementary material for: Genetic Dissection of Cardiac Remodeling in an Isoproterenol-Induced Heart Failure Mouse Model
**Source:** PLoS Genet. 2016 Jul 6;12(7):e1006038. doi: 10.1371/journal.pgen.1006038
**Supplement:** S4 Table

S4 Table. Study sample characteristics of the HMDP across isoproterenol treatment time points.

	Baseline	Week 1	Week 2	Week 3
IVSd (mm)	0.72 ± 0.06	0.85 ± 0.11	0.80 ± 0.10	0.80 ± 0.10
LVIDd (mm)	3.72 ± 0.21	3.91 ± 0.30	4.13 ± 0.30	4.14 ± 0.34
LVM (mg)	89.9 ± 11.4	120.2 ± 21.8	124.9 ± 22.7	125.8 ± 24.4
FS (%)	36.7 ± 4.8	40.9 ± 6.5	37.5 ± 6.7	37.7 ± 7.7

The population mean ± standard deviation of the 91 strains for which we have complete data across all time points are represented above.

# Supplementary material for: Genetic Dissection of Cardiac Remodeling in an Isoproterenol-Induced Heart Failure Mouse Model
**Source:** PLoS Genet. 2016 Jul 6;12(7):e1006038. doi: 10.1371/journal.pgen.1006038
**Supplement:** S5 Table

S5 Table. Echcardiographic measures of cardiac structure and function at different isoproterenol treatment time points by HMDP mouse strains.

A. IVSd (mm)

Strain	m.0	se.0	n.0	m.1	se.1	n.1	m.2	se.2	n.2	m.3	se.3	n.3
129X1/SvJ	0.66	0.03	11	0.85	0.05	7	0.75	0.06	5	0.82	0.05	4
A/J	0.63	0.01	7	0.67	0.06	3	0.6	0	2	0.66	NA	1
AKR/J	0.78	0.03	8	0.8	0.05	6	0.72	0.02	4	0.78	0.15	2
AXB-10/PgnJ	0.73	0.07	5	0.96	NA	1	0.67	NA	1	0.76	0.04	3
AXB-12/PgnJ	0.74	0.04	3	NA	NA	NA	NA	NA	NA	NA	NA	NA
AXB-13/PgnJ	0.68	NA	1	NA	NA	NA	NA	NA	NA	NA	NA	NA
AXB-18/PgnJ	0.69	0.03	8	0.68	0.06	4	0.95	0.02	3	0.83	0.1	3
AXB-19/PgnJ	0.66	0.03	10	0.8	0.08	3	0.93	0.19	3	0.88	0.03	3
AXB-20/PgnJ	0.82	0.05	5	0.95	0.05	2	0.76	0.09	2	0.76	0.02	2
AXB-4/PgnJ	0.71	0.04	3	0.91	0.13	2	0.67	0.01	2	0.78	0.01	2
AXB-6/PgnJ	0.66	0.03	2	0.63	NA	1	0.72	NA	1	0.88	NA	1
AXB-8/PgnJ	0.77	0.02	8	0.79	0.06	5	0.73	0.06	5	0.74	0.05	5
BALB/cByJ	0.71	0.01	6	0.86	0.03	3	0.88	0.05	3	0.83	0.03	3
BALB/cJ	0.63	0.02	18	0.7	0.05	6	0.7	0.05	4	0.72	0.07	3
BTBRT<+>tf/J	0.7	0.03	17	0.82	0.03	2	0.92	0.09	2	0.99	0.18	2
BUB/BnJ	0.82	0.03	11	0.92	0.1	5	0.98	0.04	4	0.91	0.08	5
BXA-1/PgnJ	0.66	0.04	5	0.78	0.01	2	0.75	0.04	2	0.72	0.03	2
BXA-11/PgnJ	0.7	NA	1	NA	NA	NA	NA	NA	NA	NA	NA	NA
BXA-12/PgnJ	0.66	0.04	4	0.79	NA	1	NA	NA	NA	NA	NA	NA
BXA-14/PgnJ	0.68	0.04	9	0.95	0.09	5	0.85	0.04	5	0.95	0.03	5
BXA-16/PgnJ	0.7	0.03	6	0.83	0.12	4	0.76	0.05	4	0.78	0.08	4
BXA-2/PgnJ	0.72	0.04	7	0.8	0.02	3	0.83	0.07	3	0.8	0.06	3
BXA-24/PgnJ	0.69	0.02	13	0.87	0.05	5	0.79	0.08	5	0.94	0.09	4
BXA-4/PgnJ	0.66	0.03	8	0.74	0.08	4	0.88	0.07	4	0.89	0.03	4
BXA-7/PgnJ	0.65	0.03	10	0.72	0.06	5	0.82	0.03	5	0.73	0.05	5
BXD-1/TyJ	0.89	NA	1	NA	NA	NA	NA	NA	NA	NA	NA	NA
BXD-11/TyJ	0.69	0.08	3	0.94	NA	1	0.9	NA	1	0.66	NA	1
BXD-12/TyJ	0.68	0.06	5	0.78	0.01	2	0.76	0.02	2	0.57	0.09	2
BXD-14/TyJ	0.74	0.08	4	0.94	0.04	3	1.04	0.06	3	0.97	0.08	3
BXD-15/TyJ	0.62	0.04	3	0.9	NA	1	NA	NA	NA	NA	NA	NA
BXD-19/TyJ	0.68	0	2	0.97	NA	1	0.72	NA	1	0.58	NA	1
BXD-21/TyJ	0.8	0.04	15	0.84	0.04	8	0.82	0.03	8	0.89	0.05	7
BXD-22/TyJ	0.93	NA	1	0.97	NA	1	0.49	NA	1	NA	NA	NA
BXD-24/TyJ	0.78	0.05	3	1.09	NA	1	0.57	NA	1	0.57	NA	1
BXD-27/TyJ	0.77	0.07	4	NA	NA	NA	NA	NA	NA	NA	NA	NA
BXD-31/TyJ	0.72	0.01	2	0.88	NA	1	NA	NA	NA	0.88	NA	1
BXD-32/TyJ	0.63	0.04	9	1.11	NA	1	0.79	NA	1	0.86	0.04	3
BXD-33/TyJ	0.71	0.19	2	NA	NA	NA	NA	NA	NA	NA	NA	NA
BXD-34/TyJ	0.74	0.07	7	NA	NA	NA	NA	NA	NA	NA	NA	NA
BXD-38/TyJ	0.75	0.03	10	0.99	0.05	2	0.79	0.15	2	0.86	0.08	2
BXD-39/TyJ	0.73	0.05	5	0.76	0.03	3	0.67	0.09	3	0.75	0.06	3
BXD-40/TyJ	0.7	0.02	21	0.76	0.04	6	0.93	0.1	6	0.8	0.04	5
BXD-5/TyJ	0.82	0.08	2	1.01	NA	1	0.85	NA	1	0.93	NA	1
BXD-6/TyJ	0.74	0.01	2	0.63	NA	1	0.77	NA	1	0.93	NA	1

BXD-8/TyJ	0.83	0.04	3	0.9	0.17	2	0.7	0.08	2	0.86	0.07	2
BXD43	0.71	0.03	7	0.88	0.04	5	0.9	0.04	5	0.86	0.05	5
BXD44	0.7	0.02	4	0.82	0.01	2	0.76	0.09	2	0.82	0.05	2
BXD45	0.75	0.03	7	0.87	0.05	2	0.9	0.08	2	1	0.03	2
BXD48	0.76	0.05	6	1.08	0.05	4	0.88	0.05	4	0.88	0.05	4
BXD49	0.73	0.01	7	0.89	0.01	3	0.84	0.08	3	0.86	0.1	3
BXD50	0.7	0.03	5	0.86	0.08	2	0.88	0	2	0.96	0.02	2
BXD55	0.68	0.04	7	0.83	0.04	4	0.8	0.07	4	0.89	0.05	4
BXD56	0.76	0.04	7	1.07	NA	1	0.7	NA	1	0.81	NA	1
BXD61	0.67	0.02	11	0.84	0.04	5	0.76	0.06	5	0.78	0.06	5
BXD62	0.66	0.02	7	0.95	0.01	3	0.87	0.03	3	0.82	0.06	3
BXD64	0.8	0.03	6	0.83	0.06	3	0.86	0.02	3	0.95	0.03	3
BXD66	0.75	0.03	6	1.02	0.04	3	0.75	0.04	3	0.8	0.04	3
BXD68	0.65	0.03	8	0.75	0.02	5	0.73	0.03	5	0.75	0.02	5
BXD69	0.91	NA	1	NA	NA	NA	NA	NA	NA	NA	NA	NA
BXD70	0.74	0.03	7	0.91	0.03	3	0.79	0.03	3	0.79	0.05	3
BXD71	0.78	0.02	2	0.97	NA	1	0.9	NA	1	0.63	NA	1
BXD73	0.72	0.04	8	0.76	0.04	4	0.71	0.02	4	0.79	0.04	4
BXD74	0.69	0.01	4	0.93	0	2	0.82	0.12	2	0.73	0.09	2
BXD75	0.76	0.04	9	0.94	0.03	6	0.83	0.05	6	0.83	0.05	5
BXD79	0.78	0.05	7	0.78	0.01	4	0.8	0.03	4	0.76	0.03	4
BXD84	0.71	0.03	9	0.8	0.06	5	0.73	0.04	5	0.74	0.03	5
BXD85	0.84	0.11	3	0.93	0.05	2	0.96	0.11	2	0.89	0.12	2
BXD86	0.82	0.05	4	1.12	NA	1	NA	NA	NA	NA	NA	NA
BXD87	0.63	0.02	6	0.98	0.09	3	0.85	0.03	3	1.03	0.06	3
BXH-19/TyJ	0.76	0.05	4	0.78	0.11	3	0.68	0.06	3	0.71	0.04	3
BXH-6/TyJ	0.74	0.03	9	0.77	0.07	3	0.7	0.05	5	0.69	0.05	5
BXH-9/TyJ	0.8	0.08	3	0.73	0.02	2	0.86	0.02	2	0.74	0.19	2
BXHA1	0.75	NA	1	0.9	NA	1	0.86	NA	1	0.79	NA	1
BXHB2	0.71	0.04	9	0.81	0.06	5	0.82	0.05	5	0.77	0.02	5
C3H/HeJ	0.66	0.03	12	0.8	0.04	7	0.66	0.07	5	0.7	0.04	4
C57BL/6J	0.65	0.02	17	0.72	0.03	7	0.72	0.04	6	0.78	0.09	5
C57BLKS/J	0.64	0.03	8	0.7	0.04	2	0.77	0.02	2	0.79	0.11	2
C57L/J	0.83	0.1	5	0.98	0.1	3	0.83	0.13	3	0.8	0.1	3
C58/J	0.6	0.04	6	0.68	0.03	3	0.88	0	2	0.76	0.05	2
CBA/J	0.68	0.04	9	0.66	0.04	7	0.8	0.03	5	0.7	0.04	4
CE/J	0.75	0.03	3	0.78	0.03	2	0.82	0.08	2	0.8	0.02	2
CXB-11/HiAJ	0.81	0.06	5	0.72	0.05	2	0.78	0.01	2	0.88	0.07	2
CXB-12/HiAJ	0.68	0.02	10	0.82	0.03	4	0.71	0.06	4	0.71	0.05	4
CXB-13/HiAJ	0.61	0.02	3	0.82	NA	1	0.79	NA	1	0.79	NA	1
CXB-3/ByJ	0.83	0.03	7	0.76	0.03	3	0.72	0.03	3	0.89	0.07	3
CXB-6/ByJ	0.68	0.03	10	0.79	0.03	3	0.74	0.07	3	0.74	0.05	3
CXB-7/ByJ	0.73	0.05	5	0.94	0.03	2	0.89	0.15	2	0.84	0.02	2
CXBH	0.72	0.05	7	0.84	0.03	4	0.72	0.07	4	0.8	0.03	4
DBA/2J	0.68	0.04	17	0.77	0.1	8	0.75	0.04	7	0.82	0.05	6
FVB/NJ	0.74	0.03	16	0.78	0.03	9	0.84	0.08	7	0.73	0.04	6
KK/HIJ	0.86	0.03	6	1.06	0.08	4	0.97	0	4	0.91	0.04	4
LG/J	0.83	0.04	8	0.98	0.05	4	0.84	0.06	4	0.92	0.23	3
LP/J	0.69	0.05	6	0.92	0.02	3	0.81	0.08	3	0.82	0.1	3

MA/MyJ	0.84	0.03	3	0.94	0.04	2	1.25	0.02	2	0.92	0.04	2
NOD/LtJ	0.68	0.04	10	0.75	0.04	7	0.75	0.06	5	0.77	0.12	3
NON/LtJ	0.83	0.03	10	0.98	0.03	5	0.84	0.07	5	0.73	0.03	5
NZB/BINJ	0.75	0.02	6	0.88	0.08	3	0.79	0.03	3	0.74	0.03	3
NZW/LacJ	0.79	0.02	9	1.01	0.11	2	1.02	0.05	2	0.9	NA	1
PL/J	0.65	0.02	8	0.68	0.1	4	0.7	0.08	3	0.52	0.03	2
RIIIS/J	0.66	0.02	13	0.65	0.04	6	0.62	0.07	4	0.75	0.05	4
SEA/GnJ	0.76	0.03	12	0.84	0.04	4	0.94	0.1	4	0.91	0.04	4
SJL/J	0.64	0.03	8	0.66	0.05	4	0.62	0.07	3	0.56	0.04	2
SM/J	0.69	0.02	6	0.96	0.11	3	0.82	0.01	3	0.74	0.04	3
SWR/J	0.75	0.02	13	0.87	0.07	4	0.84	0.07	4	0.8	0.07	4

B. LVIDd (mm)

[illegible]

BXD-31/TyJ	3.67	0.14	2	4.79	NA	1	NA	NA	NA	5.28	NA	1
BXD-32/TyJ	3.75	0.07	9	3.87	NA	1	4.61	NA	1	4.66	0.22	3
BXD-33/TyJ	3.39	0.25	2	NA	NA	NA	NA	NA	NA	NA	NA	NA
BXD-34/TyJ	4.1	0.07	7	NA	NA	NA	NA	NA	NA	NA	NA	NA
BXD-38/TyJ	3.65	0.1	10	3.91	0.01	2	4.3	0.18	2	4.21	0.21	2
BXD-39/TyJ	4.1	0.13	5	4.36	0.07	3	4.6	0.05	3	4.27	0	3
BXD-40/TyJ	3.73	0.06	21	4.03	0.1	6	4.24	0.1	6	4.06	0.15	5
BXD-5/TyJ	3.47	0.02	2	3.55	NA	1	3.86	NA	1	3.38	NA	1
BXD-6/TyJ	3.65	0.29	2	4.07	NA	1	4.24	NA	1	4.29	NA	1
BXD-8/TyJ	3.73	0.07	3	4.39	0.2	2	4.97	0.19	2	4.99	0.19	2
BXD43	3.26	0.15	7	3.42	0.18	5	3.45	0.09	5	3.51	0.06	5
BXD44	3.74	0.09	4	3.84	0.12	2	3.97	0.07	2	3.9	0.04	2
BXD45	3.62	0.04	7	3.8	0.16	2	3.7	0.06	2	3.81	0.05	2
BXD48	3.54	0.07	6	3.7	0.08	4	3.83	0.13	4	3.75	0.12	4
BXD49	4.08	0.08	7	4.34	0.11	3	4.13	0.11	3	3.96	0.25	3
BXD50	3.74	0.09	5	3.91	0.13	2	4.01	0.06	2	3.49	0.18	2
BXD55	3.94	0.04	7	3.7	0.15	4	3.96	0.1	4	3.72	0.25	4
BXD56	4.05	0.08	7	3.48	NA	1	4.93	NA	1	4.71	NA	1
BXD61	3.98	0.09	11	3.99	0.11	5	4.19	0.14	5	4.19	0.13	5
BXD62	3.48	0.07	7	3.59	0.06	3	3.73	0.06	3	3.85	0.19	3
BXD64	3.86	0.07	6	3.75	0.15	3	4	0.03	3	3.63	0.1	3
BXD66	3.62	0.08	6	3.76	0.02	3	4.07	0.06	3	4.42	0.1	3
BXD68	3.72	0.04	8	3.88	0.11	5	4.08	0.08	5	4.22	0.05	5
BXD69	3.15	NA	1	NA	NA	NA	NA	NA	NA	NA	NA	NA
BXD70	3.73	0.09	7	3.76	0.17	3	3.84	0.04	3	3.95	0.15	3
BXD71	3.51	0.01	2	3.6	NA	1	4.05	NA	1	4.35	NA	1
BXD73	4.01	0.11	8	4.45	0.28	4	4.54	0.12	4	4.46	0.13	4
BXD74	3.49	0.13	4	3.94	0.14	2	4.32	0.11	2	4.07	0.23	2
BXD75	3.76	0.06	9	4.26	0.13	6	4.6	0.2	6	4.38	0.11	5
BXD79	3.38	0.09	7	3.73	0.06	4	3.96	0.14	4	3.49	0.13	4
BXD84	3.74	0.09	9	3.83	0.06	5	4.25	0.12	5	3.98	0.14	5
BXD85	3.93	0.19	3	3.75	0.3	2	3.54	0.12	2	3.83	0.18	2
BXD86	3.87	0.13	4	3.08	NA	1	NA	NA	NA	NA	NA	NA
BXD87	3.69	0.06	6	3.66	0.1	3	3.95	0.02	3	3.7	0.13	3
BXH-19/TyJ	3.32	0.07	4	3.57	0.08	3	4	0.12	3	4.04	0.08	3
BXH-6/TyJ	3.58	0.11	9	3.85	0.09	3	3.95	0.13	5	3.78	0.05	5
BXH-9/TyJ	3.64	0.16	3	3.83	0	2	3.88	0.08	2	3.94	0.41	2
BXHA1	3.36	NA	1	4.1	NA	1	4.25	NA	1	4.46	NA	1
BXHB2	3.48	0.08	9	3.91	0.06	5	4.1	0.03	5	4.21	0.11	5
C3H/HeJ	3.64	0.11	12	3.81	0.15	7	4.16	0.17	5	4.31	0.24	4
C57BL/6J	3.82	0.07	17	4.02	0.09	7	4.13	0.12	6	4.13	0.09	5
C57BLKS/J	3.97	0.08	8	4.24	0.16	2	4.19	0.27	2	4.25	0.08	2
C57L/J	3.7	0.07	5	3.74	0.1	3	3.9	0.14	3	4.2	0.17	3
C58/J	3.9	0.12	6	4.18	0.05	3	3.88	0	2	4.13	0.29	2
CBA/J	3.71	0.11	9	3.85	0.11	7	4.01	0.1	5	4.16	0.16	4
CE/J	3.83	0.12	3	3.91	0.03	2	4.04	0.02	2	4.17	0.04	2
CXB-11/HiAJ	3.97	0.22	5	4.06	0.15	2	4.45	0.06	2	4.14	0.28	2
CXB-12/HiAJ	4.05	0.07	10	4.35	0.2	4	4.52	0.06	4	4.76	0.13	4
CXB-13/HiAJ	4.01	0.41	3	3.83	NA	1	4.03	NA	1	3.62	NA	1

CXB-3/ByJ	3.53	0.12	7	4.19	0.03	3	4.38	0.13	3	4.02	0.12	3
CXB-6/ByJ	3.55	0.07	10	3.84	0.14	3	4.03	0.15	3	4.13	0.18	3
CXB-7/ByJ	3.71	0.22	5	3.77	0.02	2	4.06	0.15	2	4.17	0.07	2
CXBH	3.87	0.08	7	3.93	0.19	4	4.32	0.13	4	4.34	0.23	4
DBA/2J	3.96	0.07	17	4.28	0.08	8	4.64	0.16	7	4.71	0.1	6
FVB/NJ	3.61	0.06	16	3.84	0.12	9	3.99	0.13	7	4.26	0.08	6
KK/HIJ	3.8	0.07	6	4.51	0.15	4	4.65	0.22	4	4.61	0.27	4
LG/J	3.79	0.05	8	3.5	0.25	4	3.94	0.32	4	4.17	0.3	3
LP/J	3.42	0.04	6	3.12	0.2	3	3.47	0.04	3	3.39	0.1	3
MA/MyJ	3.35	0.13	3	3.61	0.22	2	3.56	0.08	2	3.81	0.2	2
NOD/LtJ	3.82	0.14	10	3.7	0.1	7	4.07	0.06	5	4.09	0.2	3
NON/LtJ	3.77	0.11	10	3.84	0.09	5	3.92	0.12	5	4.21	0.16	5
NZB/BINJ	3.76	0.11	6	3.69	0.15	3	4.15	0.19	3	4.28	0.15	3
NZW/LacJ	4.22	0.08	9	4.17	0.08	2	4.63	0.02	2	4.61	NA	1
PL/J	3.53	0.11	8	3.6	0.16	4	3.99	0.09	3	4.12	0.39	2
RIIIS/J	3.5	0.08	13	3.85	0.08	6	4.07	0.12	4	4	0.11	4
SEA/GnJ	4.04	0.09	12	4.34	0.19	4	4.19	0.2	4	4.29	0.28	4
SJL/J	3.67	0.1	8	3.96	0.07	4	4.35	0.2	3	3.92	0.04	2
SM/J	3.47	0.03	6	3.71	0.1	3	3.92	0.06	3	4	0.07	3
SWR/J	3.62	0.1	13	3.44	0.14	4	3.72	0.13	4	3.97	0.16	4

C. LVM (mg)

Strain	m.0	se.0	n.0	m.1	se.1	n.1	m.2	se.2	n.2	m.3	se.3	n.3
129X1/SvJ	78.91	4.01	11	102.33	8.07	7	105.41	10.82	5	120.45	8.75	4
A/J	83.96	6.56	7	85.06	6.17	3	98.75	2.8	2	85.72	NA	1
AKR/J	100.32	5.29	8	101.51	7.73	6	107.91	7.73	4	124.56	22.03	2
AXB-10/PgnJ	92.69	5.16	5	138.79	NA	1	118.06	NA	1	114.53	4.17	3
AXB-12/PgnJ	87.46	1.22	3	NA	NA	NA	NA	NA	NA	NA	NA	NA
AXB-13/PgnJ	67.3	NA	1	NA	NA	NA	NA	NA	NA	NA	NA	NA
AXB-18/PgnJ	100.48	5.82	8	99.91	9.02	4	130.28	4.94	3	120.78	6.9	3
AXB-19/PgnJ	86.66	3.72	10	123.68	15.74	3	142.86	19.2	3	145.88	4.63	3
AXB-20/PgnJ	108.3	6.55	5	127.97	0.01	2	142.46	24.6	2	135.42	10.43	2
AXB-4/PgnJ	76.08	7.41	3	127.99	6.27	2	96.94	8.79	2	99.08	0	2
AXB-6/PgnJ	85.24	6.01	2	112.03	NA	1	111.6	NA	1	134.97	NA	1
AXB-8/PgnJ	84.78	3.01	8	110.82	8.45	5	101.9	11.08	5	100.25	5.21	5
BALB/cByJ	89.82	4.17	6	107.88	10.29	3	125.11	12.12	3	121.91	10.11	3
BALB/cJ	81.63	3.56	18	100.35	11.58	6	102.32	8.04	4	108.67	7.71	3
BTBRT<+>tf/J	106.29	5.54	17	156.64	17.21	2	190.12	28.18	2	199.44	31.88	2
BUB/BnJ	91.03	4.98	11	122.17	17.26	5	127.51	12.85	4	128.72	14.23	5
BXA-1/PgnJ	83.14	5.93	5	98.2	5.17	2	106.78	8.94	2	105.66	4.13	2
BXA-11/PgnJ	65.29	NA	1	NA	NA	NA	NA	NA	NA	NA	NA	NA
BXA-12/PgnJ	60.82	3.08	4	71.15	NA	1	NA	NA	NA	NA	NA	NA
BXA-14/PgnJ	82.29	4.23	9	133.64	11.43	5	136.61	4.16	5	143.8	9.77	5
BXA-16/PgnJ	69.14	3.28	6	107.99	19.35	4	92.45	6.51	4	106.4	20.68	4
BXA-2/PgnJ	85.59	6.71	7	111.11	2.96	3	128.28	14.87	3	128.52	9.75	3
BXA-24/PgnJ	95.34	4.37	13	154.35	21.71	5	151.83	10.74	5	174.4	24.12	4
BXA-4/PgnJ	85.16	3.02	8	100.9	2.16	4	132.45	4.69	4	136.09	5.83	4
BXA-7/PgnJ	82.37	4.08	10	100.82	6.58	5	114.77	4.1	5	107.2	8.91	5
BXD-1/TyJ	106.84	NA	1	NA	NA	NA	NA	NA	NA	NA	NA	NA
BXD-11/TyJ	87.43	12.19	3	140.72	NA	1	140.64	NA	1	105.73	NA	1
BXD-12/TyJ	88.34	10.26	5	118.61	9.14	2	117.78	1.49	2	105.3	20.67	2
BXD-14/TyJ	107.94	7.72	4	165.12	9.23	3	207.52	15	3	194.61	8.64	3
BXD-15/TyJ	96.52	8.41	3	175.29	NA	1	NA	NA	NA	NA	NA	NA
BXD-19/TyJ	95.13	2.8	2	177.57	NA	1	131.82	NA	1	194.31	NA	1
BXD-21/TyJ	93.82	4.94	15	126.67	7.45	8	125.17	7.88	8	127.91	7.2	7

BXD-22/TyJ	117.95	NA	1	129.06	NA	1	65.74	NA	1	NA	NA	NA
BXD-24/TyJ	73.15	5.17	3	118.89	NA	1	96.72	NA	1	90.77	NA	1
BXD-27/TyJ	102.23	7.19	4	NA	NA	NA	NA	NA	NA	NA	NA	NA
BXD-31/TyJ	84.34	5.23	2	160	NA	1	NA	NA	NA	201.62	NA	1
BXD-32/TyJ	75.23	4.34	9	166.54	NA	1	145.49	NA	1	160.24	17.16	3
BXD-33/TyJ	62.96	9.85	2	NA	NA	NA	NA	NA	NA	NA	NA	NA
BXD-34/TyJ	115.38	7.3	7	NA	NA	NA	NA	NA	NA	NA	NA	NA
BXD-38/TyJ	93.56	4.15	10	130.75	3.78	2	117	32.97	2	135.08	14.35	2
BXD-39/TyJ	106.61	10.25	5	132.11	8.1	3	120.84	16.17	3	133.69	13.53	3
BXD-40/TyJ	82.98	2.1	21	110.91	8.56	6	148.61	27.28	6	117.14	5	5
BXD-5/TyJ	85.99	11.44	2	119.47	NA	1	135.8	NA	1	108.02	NA	1
BXD-6/TyJ	98.87	3.7	2	88.16	NA	1	116.04	NA	1	130.27	NA	1
BXD-8/TyJ	99.78	3.58	3	174.13	19.37	2	168.64	3.45	2	178.12	23.08	2
BXD43	72.13	2.68	7	103.21	4.17	5	104.95	2.73	5	97.97	5.5	5
BXD44	84.19	2.27	4	107.87	2.25	2	106.37	6.25	2	122.22	5.26	2
BXD45	94.24	2.2	7	117.64	2.37	2	127.31	13.69	2	142.32	2.09	2
BXD48	91.2	2.77	6	142	13.41	4	125.35	4.2	4	131.66	5.72	4
BXD49	103.86	4.21	7	143.54	9.46	3	124.08	15.48	3	126.26	7.77	3
BXD50	79.91	2.62	5	114.78	13.28	2	124.85	4.82	2	110.21	15.08	2
BXD55	93.77	3.65	7	101.81	8.56	4	116.25	10.68	4	105.18	11.42	4
BXD56	116.28	6.45	7	143.63	NA	1	149.57	NA	1	168.3	NA	1
BXD61	92.43	3.59	11	119.28	7.99	5	124.54	6.25	5	125.17	4.19	5
BXD62	73.25	2.54	7	119.3	2.28	3	116.14	1.52	3	110.79	2.64	3
BXD64	105.25	0.72	6	123.92	1.38	3	138.56	6.9	3	128.04	12.04	3
BXD66	89.89	4.1	6	131.18	3.56	3	111.68	6.7	3	133.69	3.96	3
BXD68	81.67	2.6	8	103.34	2.61	5	112.59	4.95	5	116.43	3.33	5
BXD69	90.73	NA	1	NA	NA	NA	NA	NA	NA	NA	NA	NA
BXD70	92.96	3.78	7	125.26	6.29	3	113.19	8.74	3	114.92	3.46	3
BXD71	83.11	0.32	2	120.36	NA	1	130.63	NA	1	94.62	NA	1
BXD73	103.77	2.37	8	126.57	5.17	4	127.4	2.53	4	135.22	9.63	4
BXD74	80	2.89	4	136.83	5.5	2	122.75	25.56	2	107.53	0.81	2
BXD75	94.99	4.72	9	147.49	7.89	6	163.32	24.52	6	139.65	4.81	5
BXD79	80.74	5.38	7	106.17	5.34	4	111.11	8.08	4	92.53	8.08	4
BXD84	89.26	4.45	9	111.06	6.13	5	115.9	8.34	5	108.86	8.15	5
BXD85	98.58	9.59	3	124.15	7.92	2	123.69	8.7	2	125.45	3.03	2
BXD86	116.36	6.23	4	123.56	NA	1	NA	NA	NA	NA	NA	NA
BXD87	82.91	3.53	6	138.48	3.54	3	126.03	2.44	3	136.42	2.36	3
BXH-19/TyJ	74.48	5.8	4	92.07	12.54	3	87.57	1.76	3	97.35	9.18	3
BXH-6/TyJ	85.85	5.22	9	93.92	11.98	3	100.85	9.23	5	90.94	7.52	5
BXH-9/TyJ	94.08	10.27	3	103.39	4.34	2	108.98	2.51	2	108.19	14.9	2
BXHA1	85.25	NA	1	139.25	NA	1	146.13	NA	1	138.74	NA	1
BXHB2	80.6	4.63	9	110.1	5.23	5	124.19	11.67	5	119.32	5.33	5
C3H/HeJ	82.21	3.67	12	106.02	7.18	7	102.92	11.67	5	108.06	5.33	4
C57BL/6J	82.68	2.65	17	109.1	6.41	7	114.75	7.71	6	116.03	8.95	5
C57BLKS/J	88.26	2.3	8	104.7	13.15	2	116.44	17.58	2	123.08	28.8	2
C57L/J	93.94	8.17	5	130.09	14.58	3	120.55	20.38	3	137.43	29.26	3
C58/J	74.21	3.86	6	104.91	2.63	3	112.22	11.25	2	135.07	7.82	2
CBA/J	83.34	7.59	9	93.91	9.12	7	112.93	4.5	5	116.5	5.03	4
CE/J	89.77	2.91	3	115.17	5.67	2	129.59	1.8	2	135.48	5.47	2
CXB-11/HiAJ	110.55	6.29	5	105.07	3.89	2	129.6	4.91	2	134.84	18.41	2
CXB-12/HiAJ	98.23	4.31	10	123.44	8.24	4	118.88	7.76	4	149.22	13.21	4
CXB-13/HiAJ	86.33	18.11	3	103.96	NA	1	110.69	NA	1	109.18	NA	1
CXB-3/ByJ	94.15	4.8	7	117.72	8.57	3	114.43	3.26	3	134.92	2.05	3
CXB-6/ByJ	79.14	3.15	10	107	6.59	3	114.42	10.4	3	115.92	3.29	3
CXB-7/ByJ	88	4.24	5	118.46	7.57	2	128.56	22.01	2	134.74	0.25	2
CXBH	98.64	7.69	7	121.85	5.98	4	120.71	7.86	4	132.87	5.2	4
DBA/2J	90.55	5.4	17	126.97	18.09	8	141.76	11.93	7	166.41	14.34	6
FVB/NJ	93.36	2.96	15	114.56	5.71	9	132.43	8.92	7	113.43	6.42	6
KK/HIJ	117.52	3.26	6	185.1	7.33	4	185.43	10.72	4	167.76	13.2	4

LG/J	110.72	4.57	8	130.02	12.92	4	122.89	20.05	4	131.47	19.99	3
LP/J	65.91	5.2	6	86.67	8.32	3	89.59	7.88	3	91.61	12.95	3
MA/MyJ	91.71	3.53	3	130.32	5.69	2	172.34	15.4	2	144.48	19.49	2
NOD/LtJ	87.14	2.67	10	98.52	5.12	7	114.73	13.6	5	120.43	12.41	3
NON/LtJ	106.08	3.28	10	130.87	6.42	5	122.36	7.82	5	115.97	2.67	5
NZB/BINJ	104.35	3.93	6	115.08	10.38	3	129.54	2.24	3	128.25	4.08	3
NZW/LacJ	120.36	2.52	9	183.51	17.9	2	195.03	14.72	2	163.56	NA	1
PL/J	80.11	6.14	8	88.35	8.28	4	95.52	13.21	3	90.69	4.88	2
RIIS/J	71.91	3.19	13	81.77	3.28	6	95.2	12.29	4	103.53	5.42	4
SEA/GnJ	110.8	4.22	12	148.87	14.17	4	165.05	22.85	4	171.05	20.42	4
SJL/J	71.65	5.28	8	91.93	7.73	4	96.09	10.41	3	75.8	0.87	2
SM/J	80.71	2.3	6	117.11	4.58	3	120.32	5.31	3	110.88	1.04	3
SWR/J	89.19	3.82	13	108.01	2.86	4	121.48	14.2	4	116.02	14.58	4

D. FS (%)

[illegible]

BXD-31/TyJ	42.44	5.62	2	24	NA	1	NA	NA	NA	27.46	NA	1
BXD-32/TyJ	31.51	2.65	9	37.85	NA	1	31.76	NA	1	29.5	5.36	3
BXD-33/TyJ	35.91	5.83	2	NA	NA	NA	NA	NA	NA	NA	NA	NA
BXD-34/TyJ	28.25	1.95	7	NA	NA	NA	NA	NA	NA	NA	NA	NA
BXD-38/TyJ	39.16	3.24	10	45.72	0.1	2	33.98	0.46	2	36.38	3.79	2
BXD-39/TyJ	37.76	2.6	5	39.91	2.55	3	39.44	2.95	3	43.27	2.13	3
BXD-40/TyJ	35.39	1.76	21	36.04	4.41	6	32.99	3.71	6	38.85	5.56	5
BXD-5/TyJ	39.05	0.95	2	39.23	NA	1	39.72	NA	1	46.03	NA	1
BXD-6/TyJ	49.58	6.48	2	42.28	NA	1	43.23	NA	1	53.5	NA	1
BXD-8/TyJ	36.28	3.99	3	32.28	1.82	2	27	4.36	2	32.73	1.62	2
BXD43	40.22	4.63	7	44.12	3.01	5	49.35	2.43	5	48.79	3.94	5
BXD44	37.62	1.64	4	44.18	5.94	2	45.52	4.66	2	41.09	3.59	2
BXD45	37.46	1.27	7	44.15	0.11	2	42.11	2.25	2	42.32	3.07	2
BXD48	37.87	2.46	6	47.96	2.13	4	51.64	1.25	4	49.54	2.43	4
BXD49	34.68	1.37	7	44.15	1.6	3	43.42	3.77	3	42.79	2.51	3
BXD50	36.2	2.81	5	46.6	2.16	2	46.27	5.62	2	54.38	6.98	2
BXD55	34.63	1.63	7	42.68	3.66	4	44.91	1.32	4	47.25	2.98	4
BXD56	33.72	1.67	7	38.82	NA	1	22.11	NA	1	25.06	NA	1
BXD61	30.96	1.71	11	39.14	1.98	5	39.37	3.41	5	43.36	1.52	5
BXD62	41.5	1.95	7	46.54	0.85	3	49.48	2.38	3	53.75	3.76	3
BXD64	34.31	1.67	6	46.84	4.81	3	46.08	5.99	3	50.78	6.49	3
BXD66	47.97	4.71	6	41.17	3.94	3	45.62	1.31	3	32.33	1.08	3
BXD68	32.96	1.81	8	42.26	3.01	5	34.33	3	5	29.14	1.54	5
BXD69	47.85	NA	1	NA	NA	NA	NA	NA	NA	NA	NA	NA
BXD70	38.2	3.15	7	44.57	4.28	3	35.24	2.17	3	40.92	2.59	3
BXD71	40.7	1.13	2	53.23	NA	1	39.19	NA	1	32.08	NA	1
BXD73	38.51	1.45	8	35.94	3.45	4	34.11	3.4	4	39.53	4.7	4
BXD74	45.54	5.98	4	48.29	1.98	2	35.81	1.14	2	40.49	1.13	2
BXD75	30.17	2.01	9	36.93	1.93	6	34.15	2.87	6	38.98	1.64	5
BXD79	43.27	2.86	7	43.53	1.73	4	41.39	4.82	4	50.91	4.66	4
BXD84	40.09	1.93	9	47.89	1.95	5	34.56	2	5	40.14	4.14	5
BXD85	32.77	4.64	3	47.99	6.77	2	46.12	5.08	2	52.64	4.04	2
BXD86	35.03	1.77	4	55.41	NA	1	NA	NA	NA	NA	NA	NA
BXD87	33.34	2.95	6	58.28	2.05	3	42.45	4.48	3	53.02	3.21	3
BXH-19/TyJ	41.13	2.01	4	45.25	1.04	3	34.66	1.82	3	37.27	5.29	3
BXH-6/TyJ	37.8	1.93	9	37.55	2.78	3	40.71	3.32	5	43.25	2.69	5
BXH-9/TyJ	37.74	2.79	3	38.39	9.46	2	29.19	1.85	2	32.11	8.21	2
BXHA1	45.53	NA	1	47.12	NA	1	37.27	NA	1	28.22	NA	1
BXHB2	43.54	1.71	9	30.18	3.44	5	36.82	5.15	5	32.92	3.74	5
C3H/HeJ	36.55	1.95	12	35.34	3.47	7	28.81	2.02	5	28.11	3.64	4
C57BL/6J	34.38	1.15	17	37.59	2.51	7	32.03	4.5	6	34.67	3.04	5
C57BLKS/J	33.09	0.89	8	35.33	4.9	2	38.09	5.27	2	34.93	0.52	2
C57L/J	36.59	3.4	5	44.07	5.18	3	33.99	5.07	3	35.44	5.11	3
C58/J	34.3	3.08	6	46.33	3.64	3	39.17	4.66	2	37.32	0.44	2
CBA/J	33.58	1.75	9	38.15	0.94	7	36.55	2.46	5	36.21	1.1	4
CE/J	33.66	2.08	3	44.83	1.42	2	42.31	0.55	2	42.08	1.17	2
CXB-11/HiAJ	37.1	1.98	5	35.91	3.05	2	36.34	8.06	2	39.41	0.1	2
CXB-12/HiAJ	27.9	1.58	10	36.45	2.39	4	31.08	2.53	4	30.17	1.16	4
CXB-13/HiAJ	37.78	4.73	3	47.16	NA	1	38.98	NA	1	38.52	NA	1

CXB-3/ByJ	41.72	1.71	7	29.76	3.84	3	26.7	1.55	3	33.38	2.14	3
CXB-6/ByJ	40.21	1.78	10	46.84	3.55	3	40.33	2.88	3	35.32	4.13	3
CXB-7/ByJ	31.11	3.38	5	40.81	3.59	2	29	1.07	2	30.88	3.55	2
CXBH	32.18	1.15	7	32.56	2.38	4	27.87	3.01	4	35.41	4.11	4
DBA/2J	30.14	2.08	17	33.63	2.93	8	34.75	1.94	7	32.4	1.43	6
FVB/NJ	41.45	1.81	16	45.18	2.06	9	41.73	2.23	7	33.6	1.12	6
KK/HIJ	44.35	2.69	6	29.82	2.77	4	31.04	1.51	4	31.25	2.97	4
LG/J	37.56	1.41	8	48.81	2.95	4	36.25	2.56	4	42.9	7.44	3
LP/J	30.12	2.04	6	46.05	1.51	3	41.07	3.8	3	47.06	5.89	3
MA/MyJ	36.86	2.22	3	52.87	3.58	2	47.95	11.11	2	37.84	3.83	2
NOD/LtJ	30.99	1.55	10	37.63	1.67	7	26.24	3.17	5	37.66	4.89	3
NON/LtJ	41.59	1.53	10	36.76	1.19	5	37.54	2.06	5	36.15	2.6	5
NZB/BINJ	40.29	2.97	6	55.98	2.08	3	44.74	5.59	3	46.19	4.48	3
NZW/LacJ	30.68	0.97	9	54.65	6.02	2	42.57	3.75	2	39.43	NA	1
PL/J	30.39	2.33	8	36.77	3.21	4	34.42	3.28	3	39.98	1.2	2
RIIS/J	38.96	1.98	13	33.58	2.32	6	38.75	0.91	4	33.46	2.78	4
SEA/GnJ	30.95	2.28	12	38.97	4.19	4	48.95	3.85	4	45.69	3.64	4
SJL/J	38.83	2.83	8	37.85	0.88	4	33.15	3.25	3	23.34	0.8	2
SM/J	38.55	2.26	6	39.77	4.19	3	43.47	4.37	3	39.47	2.09	3
SWR/J	39.54	1.37	13	42.52	2.91	4	45.6	2.84	4	37.92	1	4

Abbreviations: Interventricular septal wall thickness at end diastole (IVSd); left ventricular internal dimension at end diastole (LVIDd); left ventricular mass (LVM); fractional shortening (FS). Strain means (m), standard errors of the means (se), and sample sizes (n) at each of the baseline, week 1, week 2, and week 3 time points for IVSd (A), LVIDd (B), LVM (C) and FS (D) are reported. Suffixes represent weekly echocardiographic time points under control (.0 = baseline) and isoproterenol (.1 = week 1, .2 = week 2, .3 = week 3) conditions.

# Supplementary material for: Genetic Dissection of Cardiac Remodeling in an Isoproterenol-Induced Heart Failure Mouse Model
**Source:** PLoS Genet. 2016 Jul 6;12(7):e1006038. doi: 10.1371/journal.pgen.1006038
**Supplement:** S8 Table

S8 Table. Human and mouse cardiovascular GWAS overlap genes.

The association loci were compared to cardiovascular GWAS loci in humans to identify genes in the overlapping regions.

mouse	chr	start	end	analyses	human	trait	author	rsID
Tusc1	4	93000839	93002202	wt_delta_mouse_covar_RV	TUSC1	RR interval (heart rate)	Marroni F	rs12552736<br>rs13300284
Fam46a	9	85214046	85220731	w1_delta_mouse_covar_IVSd	FAM46A	Blood pressure	Franceschini N	rs6924906
Clstn2	9	97344814	97933600	wt_delta_mouse_covar_RV	CLSTN2	Sudden cardiac arrest	Aouizerat BE	rs11708189
Crhr1	11	103994169	104036837	wt_delta_mouse_covar_RV	CRHR1	Idiopathic pulmonary fibrosis	Noth I	rs17690703
Lrp12	15	39702149	39775540	w1_echo_mouse_covar_FS	LRP12	Sudden cardiac arrest	Aouizerat BE	rs16872085
Zfpm2	15	40486588	40936138	w1_echo_mouse_covar_FS	ZFPM2	Sudden cardiac arrest	Aouizerat BE	rs16872085
Slc8a1	17	81785359	82048947	wt_iso_mouse_covar_RV	SLC8A1	QT interval	Kim JW	rs13017846
Col17a1	19	47720834	47766584	wt_delta_mouse_covar_RV	COL17A1	Cardiac hypertrophy	Parsa A	rs1320448

# Supplementary material for: Genetic Dissection of Cardiac Remodeling in an Isoproterenol-Induced Heart Failure Mouse Model
**Source:** PLoS Genet. 2016 Jul 6;12(7):e1006038. doi: 10.1371/journal.pgen.1006038
**Supplement:** S9 Table

S9 Table. *Myh14* cis-eQTL across multiples tissues in different HMDP datasets.

Dataset	ProbesetID	pvalue	OR
AthAoFemale	1428835_PM_at	0.006	0.91
AthLiverFemale	1428835_PM_at	0.0002	0.89
ChowAdipose	1428835_at	0.004	1.13
ChowAorta	1428835_PM_at	0.006	1.16
ChowBone	ILMN_1217519	0.03	1.01
ChowHeart*	1428835_at	0.0005	1.35
ChowLiver	1428835_at	6.12E-06	1.19
HFAiposeFemale	1428835_at	0.0004	1.22
HFAiposeMale	1428835_at	0.004	1.18
HFHypothalMale	TSS82697	3.7E-09	0.79
HFLiverFemale	1428835_at	2.99E-11	1.23
HFLiverMale	1428835_at	2.08E-12	1.08

* Associated SNP outside of the LD block of rs40560913

# Supplementary material for: Genetic Dissection of Cardiac Remodeling in an Isoproterenol-Induced Heart Failure Mouse Model
**Source:** PLoS Genet. 2016 Jul 6;12(7):e1006038. doi: 10.1371/journal.pgen.1006038
**Supplement:** S10 Table

S10 Table. *Myh14* correlation to heart weight in different HMDP datasets.

Trait	Tissue	bicor	pvalue
Heart/NMR_Mass_8wks	HFAiposeFemale	-0.27	9.31E-05
Heart/NMR_Mass_8wks	HFLiverMale	-0.19	0.003
Heart/NMR_Mass_8wks	HFLiverFemale	-0.15	0.033

How the deposited data were processed for this re-analysis (not part of the article)

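RNA of the LV of female mice of the HMDP was measured on 208 single-color Illumina MouseRef-8 v2.0 arrays, 106 labeled as control and 102 as ISO hearts, each array holding a pool of mice of a strain. The authors exported the deposited intensity values per probe from GenomeStudio 2010.3, before background correction and normalization. The deposited detection p-values were computed by the authors' GenomeStudio for each probe and array from the signal of its negative control probes. The deposited log2 values were made by the authors with the neqc function of limma (normal-exponential background correction by control probes, quantile normalization and log2) and are not centered.

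The intensities of 25697 gene probes were normalized here with neqc (limma 3.58.1, R 4.3.3, data.table 1.17.8, offset 16), with the background estimated from the detection p-values. The 829 control probes of the deposited intensities were not used. In a check, each of the 208 deposited columns had its highest correlation with its own array normalized here, the median absolute difference was 0.00057, and the column medians of the deposited values were between 4.99 and 5.01. The authors left out probes that overlap SNPs, and the text does not list those probes, so all gene probes were kept. Of the probes, 23978 carry 1 gene symbol and 1719 none. Candidates of Table 2 that are not on the annotation of the array under the names the paper gives were left out, and Adrb1 was identified by its probe in S2A Table. The number of arrays limits the precision.

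Strain and condition were taken from the sample labels. Arrays of the same strain and condition were averaged, which gave 93 control and 93 ISO strains, 87 of them with both. In a check of the pairing, deviations from the mean of the condition had a median correlation of 0.478 between the control and ISO values of a strain, over 0.1 in 80 of 87 strains, and of -0.0195 between different strains. Of 196 arrays, 184 had the array of the other condition on the same BeadChip. The check did not hold the BeadChip fixed, so it cannot tell a shared strain from a shared slide.

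ISO was compared with control by limma (lmFit, eBayes) with strain as a block, Benjamini-Hochberg adjustment over all probes, an adjusted p-value under 0.05 and an absolute log2 fold change over 0.2. Gene lists were tested on the same fit by fry (two-sided, directional) with the probe of the highest mean for each gene, adjusted over 44 lists, with camera and an estimated correlation beside it. The lists follow the gene ontology terms the paper names, pathways of the heart and markers of cell types of the LV. Expression was regressed by limma on LVM and LVIDd at week 3 in ISO hearts and on LVIDd at baseline in control hearts, and the ISO minus control difference on the change in LVM, with strain means from S5 Table, whose copy shows LVIDd for part of the strains only. Klf4 and the candidates of Table 2 were correlated with traits by the biweight midcorrelation (bicor), Pearson's r and Spearman's rho, each with a two-sided permutation p of 100000 permutations. The ISO response of classical strains was compared with that of RI strains, and control arrays in positions B, D, F and H with those in A, C, E and G, with the BeadChip as a covariate. Genotypes were not at hand, so no association or eQTL was tested.

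The genes named are those the paper names for these hearts, at each probe, the 10 largest and the 10 lowest log2 fold changes past both thresholds and in the same direction in at least 80% of the strains (without predicted genes and 1 probe per gene), up to 4 members of each list past both thresholds with the smallest p-values or the 2 smallest p-values where none passed, and up to 5 probes in each direction of a trait regression past an adjusted p-value of 0.05. S2A Table had been seen when this rule was written. The alternatives were an unpaired fit over all 99 strains, the authors' deposited values, no background correction, median scaling in place of quantile normalization, only detected probes, the BeadChip as a block on single arrays, the first array of a strain only, only pairs on the same BeadChip, no arrays of connectivity under -2.5, each set of BeadChips alone and no fold threshold, and for the traits ranks, the set of BeadChips as a covariate, and classical or RI strains only. Fits without BeadChips 12, 23 and 24, without BeadChip 19 as well, within the third set of BeadChips without BeadChip 24, and with only those pairs on the same BeadChip that matched in strain identity, were added after seeing the data, as were an unpaired fit over the 87 strains with both conditions and the list of β-adrenergic signaling with Adrb1.

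Each comparison was tested on simulated data of the same size. Of simulated changes of 0.25 on the log2 scale between ISO and control 90% were found, and all of those of 0.5. Of simulated correlations with a trait of 0.3 and 0.5, 25% and 90% were found with 90 strains and 5% and 62.5% with 63. Of simulated differences of 0.5 between the responses of classical and RI strains 81.25% were found, and of position effects of 1 on the log2 scale 80%. Both list tests found 4 of 4 changed lists, where every member was shifted by 0.5 SD and genes were independent of each other. Genes of the real lists are correlated (estimated at 0.355 in the fibroblast list) and move in mixed directions. The simulation therefore gives no power or error rate for them.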

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

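The tests of explanations, the splits, the unpaired fits over the 87 strains and the settings that leave out BeadChips given here were chosen after the results they test had been seen, whereas the comparison of ISO with control and the lists were planned.

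The changes listed here stand out because they lie in genes that the paper's text does not discuss and differ from the level in control hearts. Higher in ISO hearts were Timp1, an inhibitor of metalloproteinases (3.63-fold), Serpina3n, a serine protease inhibitor (3.37-fold), Dct, an enzyme of melanin synthesis (3.04-fold), Gpnmb, a glycoprotein of macrophages that take up lipid or debris (2.67-fold), Clec4d and Clec4n, C-type lectin receptors of myeloid cells (2.64-fold and 2.26-fold), Ctnnal1, a protein related to α-catenin (2.11-fold), Lox, which cross-links collagen (2.08-fold), and Olfml2b, a secreted protein that binds matrix (2.02-fold). Each rose in at least 70 of 87 strains. A shared direction in most strains was a condition for choosing these genes, so this count is no separate finding. Lower were Snai3, a zinc finger protein (-62.8%), Retnla, a secreted protein of macrophages (-53.0%), Tmem82, a transmembrane protein (-51.9%), Gnb3, a G protein β subunit (-50.9%), Lgals4, a galectin (-48.5%), Acot1, an acyl-CoA thioesterase (-44.8%), Fbp2, the muscle fructose bisphosphatase (-41.2%), Dnaic1, a dynein chain (-40.9%), Ramp1, which modifies receptors of peptide hormones (-40.3%), and Ano10, a membrane protein of the anoctamin family (-38.9%). Each fell in at least 72 of 87 strains, and the same condition of choice applies to this count.

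Gene lists with no counterpart in the paper's text stood out as well. Of 21 genes of the circadian clock, 6 fell, 1 rose (2 when adjusted over the list alone) and 14 did not pass (fry, adjusted p = 0.00873, and adjusted p = 0.418 with an estimated correlation). Ciart (-23.7%), Tef (-23.0%), Nr1d2 (-19.5%), Per3 (-18.5%), Per2 (-18.1%) and Usp2 (-17.5%) fell and Nfil3, a repressor of transcription, rose by 29.1%, of which Per3 and Per2 were named after their values were seen. In the unpaired fits over 99 and 87 strains the calls of Nr1d2 (adjusted p = 0.307 and 0.252) and of the list (0.0697 and 0.0686) ended, and that of Nr1d2 also without background correction (log2 fold change -0.19). The time of day at which hearts were taken is not given in the labels. Of 15 markers of neutrophils and mast cells 8 rose, none fell and 7 did not pass (fry, adjusted p = 3.85e-06), among them S100a8 (77.7%) and S100a9 (38.0%) of neutrophils and Cma1 (21.3%) and Tpsb2 (15.5%) of mast cells, of which S100a9, Cma1 and Tpsb2 did not pass without background correction (log2 fold changes 0.20, 0.10 and 0.07), Cma1 not in the unpaired fit over the 87 strains (adjusted p = 0.0593) and Tpsb2 not with median scaling or without BeadChips 12, 23 and 24 (0.18 and 0.19). Of 13 epicardial and mesothelial markers 3 rose, none fell and 10 did not pass (fry, adjusted p = 2.40e-05), namely Krt18, a keratin (37.5%), Aldh1a2, an enzyme of retinoic acid synthesis (23.5%), and Clu, the chaperone clusterin (23.0%), of which Krt18 and Aldh1a2 did not pass without background correction (0.16 and 0.10). Within the third set of BeadChips, with 16 strains, each of these lists had adjusted p = 0.513, and without BeadChip 24, a setting chosen after seeing the data, 0.310, 0.246 and 0.149.

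The markers of fibroblasts and macrophages, 14 of 25 of the latter, were higher in ISO hearts. A lower share of cardiomyocytes as the whole cause is argued against by the endothelial markers, which the fibroblast markers exceeded by a mean log2 change of 0.443 (SD 0.51) and in 73 of 87 strains (permutation p = 1e-05, the smallest they can give). Array position cannot be told apart from ISO for these lists, since the 8 arrays of BeadChip 25, the balanced one, had fibroblast markers lower by a log2 difference of -0.334 (SE 0.335) in positions B, D, F and H (exact permutation p = 0.371), while ISO minus control there was 0.463 (exact permutation p = 0.2). More fibroblasts and macrophages in the heart would raise all markers of a type by a like factor, and the SD of the log2 fold changes of the fibroblast markers was 0.232, between the bounds set for and against it (0.463 for the macrophage markers, of which 2 fell), so a higher share of these cells and more expression per cell both stay open. The fibroblast list shares 8 genes with the ECM list, and cardiac tissue expresses matrix genes in other cells too.

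Chance is excluded for the difference between ISO and control as a whole. With the condition labels swapped at random within strains, 1 of 100 splits, the real one, gave 1863 probes or more, and the highest of the others gave 18. For the gene lists the real split gave 28 and the highest of the others 11, and again 1 of 100 was as large.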

How the results depend on the processing

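The settings without BeadChips 12, 23 and 24, with or without BeadChip 19, that of set 3 without BeadChip 24, the unpaired fit over the 87 strains, the addition of Adrb1 to its list and that with identity-matched pairs were chosen after seeing the data.

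Of 144 named probes past both thresholds, 98 passed under each of 9 alternatives set in advance and run over all sets of BeadChips, and of 28 gene lists 21 did. The number of changed probes was between 1546 (unpaired over 99 strains) and 2075 (single arrays of 99 strains with the BeadChip as a block, where 2 choices change together, while the first array only gave 1985), apart from 794 without background correction (456 higher, 338 lower), which compresses fold changes toward 0 by construction. Without a fold threshold 3892 probes had an adjusted p-value under 0.05 (1722 higher, 2170 lower). Without BeadChips 12, 23 and 24 both thresholds were passed by 2243, of which 1777 were among the 1863, without BeadChip 19 as well by 2247, of which 1768 were, and with identity-matched pairs by 2564. In the unpaired fit over 99 strains, where the strains change too, 21 named probes, Adrb1 among them, no longer passed, unpaired over the 87 strains (1463 changed probes) 18, Adrb1 not among them, without background correction 32, with median scaling 8 and without arrays of low connectivity 7. Median scaling also ended the calls of the actin cytoskeleton, prenylated protein, oxidative phosphorylation, glycolysis, immediate early and proteasome lists (adjusted p = 0.215, 0.165, 0.115, 0.592, 0.119 and 0.142), and the unpaired fit those of oxidative phosphorylation, the circadian clock and immediate early genes (0.116, 0.0697 and 0.362), also over the 87 strains (0.0729, 0.0686 and 0.151). Immediate early genes also lost theirs without background correction (0.0556) and without arrays of low connectivity (0.0531), and oxidative phosphorylation on single arrays with the BeadChip as a block (0.0586), the first array only (0.0822) and pairs on the same BeadChip (0.0718). The cause was not tested.

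Fewer strains fall into the sets of BeadChips. Set 1 (24 strains) gave 551 probes (275 higher, 276 lower) and 15 lists, and set 3 (16 strains) 6 probes (4 higher, 2 lower) and 0 lists by fry, with 3826 probes at an unadjusted p-value under 0.05. In set 1 the log2 fold change of Rhou (-0.0533), Cox6c (0.0764) and Fcmr (0.204) and the direction of the ribosome list (adjusted p = 0.890) were reversed. In set 3 reversals were seen for Myh7 (0.000112), Nppb (-0.0712), Casq1 (0.0597), Mmp14 (-0.0129), Bgn (-0.0294), Capg (-0.176), Rab32 (-0.0894), Lmna (-0.151), Hspd1 (0.111), Egr2 (-0.177), Hspa1a (-0.149) and Nlgn2 (-0.142), and for the lists of calcium cycling (adjusted p = 0.513), actin cytoskeleton (0.809), mitochondrial matrix (0.656), oxidative phosphorylation (0.791), immediate early genes (0.643) and proteasome (0.686). The low number in set 3 depends on the 4 strains of BeadChip 24, without which it gave 146 probes (84 higher, 62 lower) and 2 lists in 12 strains. Reversals were seen there for Myh7 (0.236), Nppb (-0.0678), Casq1 (0.232), Mmp14 (-0.0123), Lmna (-0.138), Hspd1 (0.0719) and Nlgn2 (-0.0783), and for the same lists (adjusted p = 0.633, 0.957, 0.902, 0.993, 0.620 and 0.323 in that order). None of these differences between sets was tested as such, and the cause was not tested.

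For LVIDd at week 3, RI strains alone (41 strains) gave 1 probe, Edem1, a protein of endoplasmic reticulum quality control (slope 0.56 log2 per mm, SE 0.10, adjusted p-value = 0.0187), which came to notice after its value was seen. The other trait regressions, the Klf4 and Table 2 correlations and the comparison of classical with RI strains gave none at an adjusted p under 0.05 by limma or permutation under the alternatives run. For array position in control hearts, 66 probes passed with no BeadChip term, 0 on BeadChips with both kinds of position and 338 without BeadChips 12, 23 and 24, where 2 control arrays in B, D, F and H are left. The cause was not tested. Signal over background limits the calls through the fold threshold, since without background correction 3933 probes had an adjusted p-value under 0.05, against 3892 with it.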

Differences from the paper's values

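For Klf4 at ILMN_2999439 in control hearts, the paper's bicor with the change in LVM from baseline to week 3 is -0.3, and the value here is -0.0998 (84 strains). A value is said to differ if its sign is opposite or its distance from the paper's exceeds its approximate standard error. That error is wider with fewer strains, so a small subset meets the rule more easily. Of the alternatives set before the data were examined, classical strains only gave a value that does not differ (-0.340, 27 strains). The deposited values (-0.0997), no background correction (-0.0976) and RI strains only (0.0222) did not reach the paper's value. Nor did residuals after the mean of each set of BeadChips (-0.0827), the first array only (-0.0966) or leaving out the 2 farthest strains (-0.0891). The paper's text gives no probe or condition for its value in the sentence, and the probe was taken from S9 Fig. The caption of S8 Fig names ILMN_1221264 in ISO hearts, and the text of the S9 Fig caption names ILMN_1241903 and ILMN_1221264. In control hearts the values of these probes, given with the Klf4 results above, lay nearer to -0.3 than that of ILMN_2999439. For ILMN_2999439 in ISO hearts the paper's value is about -0.19 in S9 Fig, read by eye, and the value here, with the change in LVM, is 0.0885 (90 strains). The caption of S9 Fig names LVM at week 3 rather than its change, so these values may concern different traits. With LVM at week 3, the bicor of this probe in ISO hearts was -0.246 in 29 classical and 0.0872 in 61 RI strains. Its sign also differed between the sets of BeadChips. With the change in LVM, classical strains only gave a value that does not differ from the paper's (-0.259, 29 strains). The deposited values (0.0890), no background correction (0.0584), RI strains only (0.256) and the residuals (0.0219) did not reach the paper's value. Nor did the first array only (-0.00378) or leaving out the 2 farthest strains (0.0710).

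The paper lists Gnai2 as changed by ISO, and here it did not pass (8.14%, adjusted p-value = 0.117), though 64 of 87 strains were higher. Adjusted p-values under 0.05 with a fold under the threshold were found without arrays of low connectivity (12.5%, adjusted p-value = 5.40e-06) and within the second set of BeadChips (14.3%, adjusted p-value = 1.03e-05). Gnai2 passed both thresholds (17.3%, adjusted p-value = 9.27e-09) with pairs on the same BeadChip that match in strain identity, a setting chosen after seeing the values. That setting left 134 of the 1502 probes of S2A Table uncalled, against 399 in the comparison over all 87 strains. It also called more probes in all (2564 against 1863). Without BeadChips 12, 23 and 24, also chosen after seeing the values, Gnai2 did not pass (9.12%, adjusted p-value = 0.149).

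The paper lists Myh6 as lower, and here ILMN_2640008 did not pass (-12.6%, adjusted p-value = 0.128), while Adrb1, Myh7 and Lgals3, which it also names, did. On single arrays with the BeadChip as a block Myh6 passed (-15.4%, adjusted p-value = 0.0482, 339 probes of S2A Table uncalled). It also passed in the second set of BeadChips (log2 fold change -0.27, adjusted p-value = 3.20e-04) and without BeadChips 12, 23 and 24 (-16.7%, adjusted p-value = 0.0277, 269 probes of S2A Table uncalled), the latter a setting chosen after seeing the values, and so did it without BeadChip 19 as well (adjusted p-value = 0.0471, 272 probes uncalled). It did not pass with identity-matched pairs, likewise chosen after seeing the values (-8.79%, adjusted p-value = 0.227), and had a fold under the threshold without arrays of low connectivity (-11.7%, adjusted p-value = 0.0412). The exponents of the adjusted p-value of Myh7 in the paper's text and in its S2A Table are not the same.

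The paper names angiogenesis among the terms of the up-regulated probes. Of 36 angiogenesis genes here, 3 were higher and 5 lower, and the list moved downward (fry, adjusted p = 0.00102, and adjusted p = 0.232 with an estimated correlation). Among all 25697 probes 957 were higher and 906 lower. Enrichment among up-regulated probes does not need a list to rise on balance, and it was not tested here. The paper also reports terms enriched among the 1000 transcripts that correlate best with LVIDd at baseline and with LVID and LVM at week 3, such as ECM and mitochondrial terms. Here no list moved with these traits by fry at an adjusted p under 0.05 (2 lists for baseline LVIDd, 0 for week 3 LVIDd and 2 for LVM at an unadjusted p under 0.05). Fry asks for a joint direction, which is not the paper's question of over-representation, so it cannot decide that claim. Of 56 ECM genes, 4 were among the 1000 for LVM, which are 3.89% of all probes, and over-representation was not tested. LVIDd was legible for part of the strains only. At the paper's thresholds its count of changed probes is 1502 of the probes without SNPs, and the count here is 1863 of all 25697. Of the candidates that Table 2 marks as correlated with their trait, 2 of 104 pairs had an unadjusted p under 0.05 here by bicor, 11 by Pearson's r and 7 by Spearman's rho, and none an adjusted one. The 104 pairs take every probe of these genes in both conditions, whereas Table 2 names no probe or condition. Not each pair is therefore one that the paper reports, and LVIDd and FS were legible for part of the strains only.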

Other observations

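The tests of array position, strain labels and explanations on BeadChips 12 to 25, the splits and the unpaired fits over the 87 strains were chosen after the results had been seen, whereas the gene lists, the trait regressions, the comparison of strain panels and the first comparison of positions were planned.

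Genes of glycolysis were higher in ISO hearts (fry, adjusted p = 0.00181, and adjusted p = 0.134 with an estimated correlation). Of 23, 4 rose (5 when adjusted over the list alone), 1 fell and 18 did not pass. Pfkp, a phosphofructokinase, rose by 28.7%, Hk1, a hexokinase, by 19.5%, Pgam1, a phosphoglycerate mutase named after its value was seen, by 16.2%, and Slc2a1, the glucose transporter GLUT1, by a log2 fold change of 0.26, while Pfkfb2, which activates phosphofructokinase in the heart, fell by 28.5%, and Hk1 did not pass in the unpaired fit over 99 strains (adjusted p = 0.0708) or unpaired over the 87 strains (0.0767) or without background correction (log2 fold change 0.15). The direction of this list did not flip under median scaling, but the call ended (adjusted p = 0.592).

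Of 27 immediate early and stress response genes 5 rose, none fell and 22 did not pass (fry, adjusted p = 0.0480, and adjusted p = 0.418 with an estimated correlation), with a median of opposite sign to the test. They were Socs3 (67.7%), which restrains cytokine signaling, and the transcription factors Junb (39.5%), Egr2 (27.5%), Nr4a3 (25.0%) and Fos (21.8%, named after its value was seen), of which Nr4a3 and Egr2 did not pass without background correction (log2 fold changes 0.11 and 0.12). The call of this list ended in the unpaired fits (adjusted p = 0.362 and 0.151 over 99 and 87 strains), without background correction (0.0556), with median scaling (0.119) and without arrays of low connectivity (0.0531). Of 26 heat shock and unfolded protein response genes 2 rose, 2 fell and 22 did not pass (fry, adjusted p = 0.940). Hspa1a, the inducible Hsp70, and Hspb7, a small heat shock protein of muscle, rose by 41.0% and 23.9%, and Hsp90b1 (-15.3%) and Pdia6 (-14.5%) of the endoplasmic reticulum fell. In the unpaired fit over 99 strains these 4 calls ended (adjusted p = 0.0574, 0.123, 0.129 and 0.261), and unpaired over the 87 strains those of the last 3 did (0.121, 0.126 and 0.177), while Hspa1a passed (0.0336). That of Pdia6 also ended without background correction (log2 fold change -0.08), and that of Hsp90b1 without BeadChips 12, 23 and 24, also without BeadChip 19 (-0.18 and -0.19).

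Of 33 interferon response genes 4 fell, none rose and 29 did not pass (fry, adjusted p = 0.188), the antiviral genes Rsad2 (-21.6%), Ifit2 (-16.2%) and Mx2 (log2 fold change -0.24) and the signal transducer Stat2 (-15.4%). Of these, Rsad2, Ifit2 and Mx2 did not pass in the unpaired fit over 99 strains (adjusted p = 0.0693, 0.136 and 0.0872), while Rsad2 passed unpaired over the 87 strains (0.0325) and Ifit2 and Mx2 did not (0.0647 and 0.0755). Calls also ended without background correction for Ifit2, Mx2 and Stat2 (log2 fold changes -0.16, -0.09 and -0.11), with median scaling for Mx2 and Stat2 (-0.185 and -0.186) and without arrays of low connectivity for Stat2 (-0.15). Of 34 cell cycle genes 4 rose, 1 fell and 29 did not pass (fry, adjusted p = 0.0714), with the inhibitor Cdkn1a up by 35.6%, Tyms and Tk1 of nucleotide synthesis by 30.9% and 20.5%, Birc5 (survivin), named after its value was seen, by 17.6%, and Ccnd2, a cyclin, down (-16.0%). Tyms, Tk1 and Ccnd2 did not pass without background correction (log2 fold changes 0.19, 0.11 and -0.20), Tk1 without arrays of low connectivity (0.198) and Ccnd2 in the unpaired fits over 99 and 87 strains (adjusted p = 0.0815 and 0.115).

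None of 30 ribosomal protein genes and none of 31 proteasome and ubiquitin genes passed both thresholds in limma, while 9 and 11 were lower and 1 and 1 higher at an unadjusted p-value under 0.05. Both lists moved downward (fry, adjusted p = 0.00253 and 8.30e-04, and adjusted p = 0.321 and 0.237 with an estimated correlation), the proteasome list not with median scaling (adjusted p = 0.142). The smallest p-values among them were those of Rpl22 (-10.8%) and Rpl38 (-5.92%), and of Psmc3 (log2 fold change -0.17) and Psmc5 (-7.32%). Of the 37 genes of actin binding, cell junction and synapse 4 rose, 3 fell and 30 did not pass (fry, adjusted p = 0.0772). Pdlim3, a Z-disc protein, rose by 41.7%, Nlgn2, a synaptic adhesion protein, by 23.8%, Snap47 by 21.7% and Shroom3 by 16.7%, and Chrnb1, an acetylcholine receptor subunit (-20.4%), Sv2a, a synaptic vesicle protein (log2 fold change -0.32), and Gja5, the gap junction protein connexin 40 (-16.3%), fell, of which Snap47 and Shroom3 were named after their values were seen. Nlgn2, Sv2a and Gja5 did not pass without background correction (0.15, -0.12 and -0.15).

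Of 17 skeletal muscle genes 6 fell, none rose (1 when adjusted over the list alone) and 11 did not pass (fry, adjusted p = 2.81e-04, and adjusted p = 0.176 with an estimated correlation), among them the calcium pump Atp2a1 (-31.5%) and the fast myosin light chain Mylpf (-24.6%). Of 12 nerve and Schwann cell genes 3 rose, 2 fell and 7 did not pass (fry, adjusted p = 0.269, with a median of opposite sign). Uchl1, a deubiquitinase of neurons, rose by 46.2%, Mal by 27.9% and Pmp22 by 25.4%, and Dbh, which makes noradrenaline (-31.8%), and Mbp, a myelin protein (-15.4%), fell, the last named after its value was seen. Of 15 atrial genes 2 rose (3 when adjusted over the list alone), 2 fell and 11 did not pass (fry, adjusted p = 0.481), with Dkk3 and Clu up by 55.7% and 23.0% and Stard10 (-20.2%) and Gja5 down. Of 8 erythroid genes Slc4a1, an anion exchanger, rose by 26.3% and 7 did not pass (fry, adjusted p = 0.387), and none of 18 adipocyte genes passed in limma, with 1 higher and 2 lower at an unadjusted p-value under 0.05 (fry, adjusted p = 0.224). Unpaired, Slc4a1 and Stard10 did not pass over 99 strains (adjusted p = 0.112 and 0.0701) or over the 87 strains (0.138 and 0.0781). Slc4a1, Mylpf and Mal did not pass without background correction (log2 fold changes 0.17, -0.19 and 0.17), and Slc4a1 not with identity-matched pairs (adjusted p = 0.230). Foxo1, a transcription factor, changed by -7.89% (adjusted p-value = 0.0289), Cdk11b by -5.28% and -1.80% (adjusted p-value = 0.347 and 0.800) and Myc by -1.10% and 3.13% (adjusted p-value = 0.561 and 0.272).

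On BeadChip 12 all 8 arrays are labeled control, yet those in positions B, D, F and H had a mean ISO score of 1.12. Those in A, C, E and G had one of 0.07 (difference 1.05, exact permutation p = 0.0286). The score was scaled to a mean of 0 in control and 1 in ISO hearts of 71 other strains, which also served to choose its probes. Single arrays of those strains ran from -0.425 to 1.02 (SD 0.288) in control and from -0.0116 to 1.76 (SD 0.304) in ISO hearts. Condition labels on further BeadChips may therefore be in doubt too. On BeadChips 23, 24 and 25 the mean score was 0.373, 0.903 and 0.0249 for arrays labeled control and 0.434, 0.535 and 1.07 for those labeled ISO. Array position is argued against by BeadChip 25, where the 2 control arrays in B, D, F and H (SD 0.39) scored -0.0754 above the 2 in A, C, E and G (SD 0.18). This rests on few arrays, and on that BeadChip 0 of the 2 arrays checked resembled their own strain best. Untreated hearts of the strains named are argued against by the neighbors, which are labeled as different strains but had equal calls at a median of 97.8% of 136 probes with 2 levels, the value of same-strain pairs on a BeadChip, and the nearest array of all was the neighbor for 8 of 8 arrays. Labels that belong to other hearts are a candidate explanation, and which hearts these are was not inferred.

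Arrays of the same strain on different BeadChips did not match in those probes, with a median of 60.7% equal calls in 44 pairs and 0 of them over 93%, against 64.7% for different strains. Without BeadChips 12, 23 and 24 the median was 66.9% in 24 pairs, with 79.4% as the highest. A difference between sets of BeadChips is argued against by 46 pairs of arrays from different sets, labeled as different strains, alike in over 93% of the probes, and genetic change within a strain by 31 pairs that join an RI strain with a classical strain that is not its parent, among all 72 pairs so alike that are labeled as different strains. Strain labels that do not belong to the array may explain it: of the probes 19.9% were nearly fixed among BXD control arrays, against a median of 11.8% of random control arrays (29 of 1000 draws at or above it) and far below the 65.4% of equal calls between classical strains. BALB/cJ and BALB/cByJ, which are closely related, are one reason for pairs of different strains to be alike. The comparison of ISO with control within a strain needs both arrays of a pair to come from the same strain and to carry the right condition label. A relation with a trait also needs the strain's name. Arrays of a strain on different BeadChips were averaged, so such an average can mix strains or conditions where labels are wrong.

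In control hearts, 1 probe, of the peroxisomal enzyme Pipox, differed by position (log2 difference 0.63, SE 0.12, adjusted p-value = 0.0247). Of 100 random splits within BeadChips 65 gave as many, and the highest of the others gave 264, so chance is not excluded. A split with so many calls points to a structure of the arrays, and what that structure is was not tested. Over the 1863 probes changed by ISO, the position difference had a correlation of 0.817 with the ISO change, and of -0.253 without BeadChips 12, 23 and 24. Only 7 and 2 control arrays in B, D, F and H carry these values. The probes were chosen for their ISO change and control arrays are shared, so these values cannot tell position from labels in doubt.

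The ISO response of 27 classical and 60 RI strains differed for 0 probes in limma, with 1051 at an unadjusted p-value under 0.05, and for 0 of 44 lists in fry and camera, with 1 in each at an unadjusted p under 0.05. With a count of 0, all 100 of 100 splits of the strains give as many by definition, with 1 as the highest of the others, so the splits decide nothing here. The correlation of Klf4 with LVM was lower in classical than in RI strains, most so for ILMN_1221264 in ISO hearts and LVM at week 3 (bicor -0.503 in 29 and 0.0226 in 61 strains, permutation p of the difference = 0.0204), but none of 12 differences had an adjusted p under 0.05, the smallest being 0.0944. The change in expression was regressed on the change in LVM across 84 strains, with 0 probes at an adjusted p-value under 0.05 in limma, 1581 at an unadjusted p-value under 0.05, and 0 of 44 lists in fry and camera, 4 and 3 at an unadjusted p under 0.05. The smallest of these p-values was that of Psmb8, a subunit of the immunoproteasome named after its value was seen (p-value = 1.98e-05).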
